# Single-cell and spatial transcriptomic analyses of gene therapy-associated retinal inflammation in non-human primates

**DOI:** 10.1016/j.omta.2026.201726

**Published:** 2026-03-30

**Authors:** Célia Sourd, Joel Quinn, Molly C. John, Cristina Martinez-Fernandez de la Camara, Lakshanie C. Wickramasinghe, Moustafa Attar, Hoda Shamsnajafabadi, Ahmed Salman, Sally A. Cowley, Calliope A. Dendrou, Robert E. MacLaren, Jasmina Cehajic-Kapetanovic, Kanmin Xue

**Keywords:** gene therapy, gene therapy-associated uveitis, AAV, single-cell transcriptomic analysis, spatial transcriptomics

## Abstract

Adeno-associated viral (AAV) vectors are rapidly advancing as gene therapies for retinal diseases, but gene therapy-associated uveitis (GTAU) limits their broader application. We assessed the ocular immune response to subretinal AAV gene therapy in two non-human primates (NHPs): NHP1 received bilateral AAV2-CAG-*hRPE65* (voretigene neparvovec) at clinical dose; NHP2 received AAV8-GRK1-*hRPGRco* alongside an analogous *mScarlet* reporter vector in separate blebs. Longitudinal assessments over three months included multimodal imaging, electroretinography, cytokine profiling, followed by immunohistological, single-cell, and spatial transcriptomic analyses of retinal punches. Both therapies were well-tolerated with preservation of retinal structure and function. Single-cell RNA sequencing revealed that the AAV8 vector transduced 80% of cones/rods in treated areas, while AAV2 targeted 30% of RPE/rods. Transgene expression did not correlate with apoptotic markers. At three months, a persistent type 1 cell-mediated response was detected in the retina dominated by myeloid and T cells. Adjunctive intravitreal anti-TNF-α (adalimumab) did not mitigate this chronic anti-viral response. Spatial transcriptomic analysis and immunohistochemistry localized monocytic phagocytes to the subretinal space, consistent with upregulated cytokines (MCP-1/CCL2, IP-10/CXCL10, IL-8/CXCL8, and IL-6), implicating these cells in driving local inflammation. These findings elucidate the mechanism of GTAU and identify potential therapeutic targets to prevent immune-mediated complications in retinal gene therapy.

## Introduction

A large number of adeno-associated viral (AAV) vector-mediated retinal gene therapies are in development for the treatment of inherited retinal degenerations (IRDs) and common retinal disorders such as age-related macular degeneration (AMD).^1^ Voretigene neparvovec (Luxturna, Spark Therapeutics Inc., USA), a subretinally administered AAV serotype 2 vector encoding human *RPE65* under the control of a ubiquitous CAG promoter (AAV2-CAG-*hRPE65*), was the first retinal gene therapy to gain FDA approval in 2017 for the treatment of IRD associated with bi-allelic mutations in *RPE65*.^2^ More recently, clinical trials of another subretinal gene therapy (cotoretigene toliparvovec, Biogen Inc., USA) for X-linked retinitis pigmentosa (XLRP) demonstrated significant improvements in low-luminance visual acuity and retinal sensitivity.^3^^,^^4^ This consisted of an AAV8 vector expressing a codon-optimized human retinitis pigmentosa GTPase regulator (*hRPGRco*) transgene under the control of a photoreceptor-specific G protein-coupled receptor kinase 1 (GRK1) promoter. While the pivotal trial for cotoretigene toliparvovec was insufficiently powered to achieve the primary endpoint for clinical approval, a similar vector using an AAV2 capsid variant (AAV2tYF-GRK1-*hRPGRco*, laruparetigene zovaparvovec, Beacon Therapeutics Inc., USA) is currently undergoing randomized, multi-centre phase 3 trial for XLRP (ClinicalTrials.gov: NCT04850118).^5^

Despite relative immune privilege of the eye associated with the blood-retinal barrier, vector dose-related intraocular inflammation, also termed gene therapy-associated uveitis (GTAU), has been frequently observed in clinical trials and post-approval studies.^3^^,^^6^^,^^7^^,^^8^^,^^9^^,^^10^^,^^11^^,^^12^ GTAU could not only present clinically in the form of vitritis, retinitis, cystoid macular edema, or choroiditis but may also manifest subclinically in the form of subretinal deposits seen on optical coherence tomography (OCT).^1^ Furthermore, concerns have arisen with the observation of progressive chorioretinal atrophy (CRA) in patients after treatment with voretigene neparvovec, which appears to correlate with AAV dose and may be a result of inflammatory response in the retina.^13^^,^^14^ Previous mouse study has indicated the local immunological reaction to subretinal AAV gene therapy to consist of a chronic type 1 cell-mediated response with infiltration of myeloid and T cell in the retina.^15^ However, the immunological responses in rodents may differ significantly from those in humans, thus primate data is vital to provide more direct understanding of the mechanism of GTAU.

In this study, we sought to gain deep insights into the cellular responses to subretinal AAV gene therapy in non-human primates (NHPs) at single-cell resolution using two clinically important AAV vectors: (1) GMP-grade AAV2-CAG-*hRPE65* (voretigene neparvovec) and (2) engineering-grade AAV8-GRK1-*hRPGRco*. We also assessed the effects of intravitreal anti-TNF-α antibody, adalimumab, as a potential adjunct to prevent intraocular inflammation following gene therapy based on its efficacy in treating non-infectious uveitis.^16^^,^^17^^,^^18^ Our results demonstrate that subretinal administration of AAV vectors leads to the activation of microglia and infiltration of monocytic phagocytes. Monocytic phagocyte-derived pro-inflammatory cytokines and chemokines appear to drive a chronic type 1 cell-mediated antiviral response characterized by T cells (mainly CD8 effector memory cells) and myeloid cells. Although the magnitude of retinal inflammation varied between different vector products and doses, the nature of the immune cell infiltrate remained consistent. Therefore, our data reveal the key immune ligand-receptor signaling pathways which could be targeted for specific immunomodulation to control GTAU.

## Results

### Longitudinal assessment of retinal structure and function following subretinal gene therapy in NHPs

In order to simulate the clinical impact of AAV vector-mediated gene therapy and associated immune response, two wild-type NHPs underwent 3-port 23-gauge pars plana vitrectomy and subretinal administration of clinical doses of AAV vectors via 38G subretinal cannula in both eyes, as per current human surgical technique (Figure 1A). The first animal (NHP1) received a total dose of 1.5 × 10^11^ vector genomes (vg) of clinical grade voretigene neparvovec (Luxturna) (AAV2-CAG-*hRPE65*), which expresses human *RPE65* transgene from a ubiquitous CAG promoter, in two separate subretinal blebs in each eye (Figure 1B). The second animal (NHP2) received subretinal administration of 1.25 × 10^11^ vg of an engineering grade AAV8 vector (AAV8-GRK1-*hRPGRco*) expressing codon-optimized human *RPGR* transgene under the photoreceptor-specific GRK1 promoter in each eye (Figure 1C). In addition, NHP2 also received 2.5 × 10^10^ vg of a laboratory grade AAV8 vector (AAV8-GRK1-*mScarlet*) in a separate bleb which is analogous to the therapeutic vector but expresses a fluorescent reporter, mScarlet. This reporter vector (AAV8-GRK1-*mScarlet*) was included to help visualize transgene expression *in vivo* by OCT and fundus autofluorescence (AF) imaging. At the end of surgery, each eye received a subtenon injection of 40 mg of triamcinolone. The left eye of each NHP was also given an intravitreal injection of 1.5 mg adalimumab (an anti-TNF-α biologic), which was subsequently repeated every 4 weeks. We had hypothesized that adjunctive anti-TNF-α may reduce GTAU based on previous clinical report of its efficacy in non-infectious posterior uveitis.^19^

**Figure 1:**
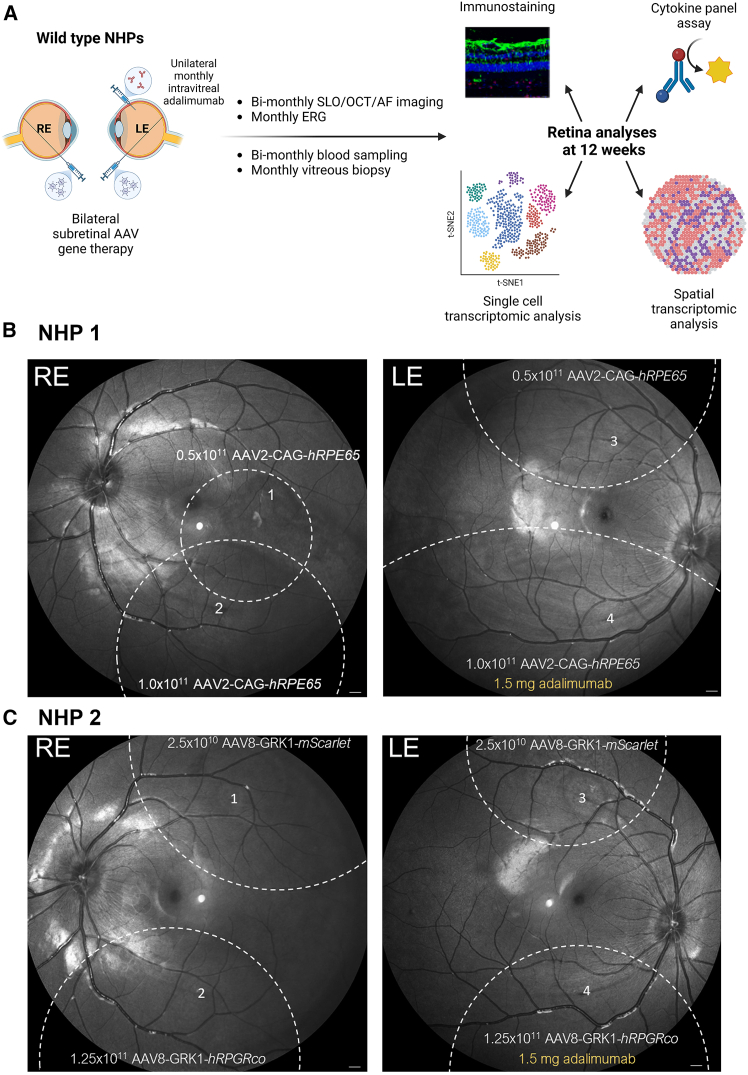
Experimental design (A) Vitrectomy and subretinal AAV gene therapies were performed to both right (RE) and left (LE) eyes of two wild-type non-human primates (NHPs). The left eyes of both animals also received monthly intravitreal injection of 1.5 mg adalimumab. Retinal structure and function were longitudinally monitored by multimodal imaging and ERG. Vitreous and blood samples were collected at key time points for cytokine analysis. Retinas were harvested at 12 weeks for immunohistochemistry, single-cell RNA-sequencing, and spatial transcriptomic analysis. (B) NHP1 received a total dose of 1.5 × 10^11^ vg (vector genome) of Luxturna (AAV2-CAG-*hRPE65*) per eye via two subretinal blebs (denoted by dashed lines). (C) NHP2 received 1.25 × 10^11^ vg of AAV8-GRK1-*hRPGRco* and 2.5 × 10^10^ vg of an equivalent reporter vector AAV8-GRK1-*mScarlet* in two separate blebs (dashed lines). Note that all retinal images are vertically inverted (top of the image representing inferior retina) due to the imaging device approaching the supine animal from the top. Scale bars, 500 μm.

Vision recovery following gene therapy was uneventful except for transient photophobia which resolved spontaneously in NHP2. Follow-up examinations under anesthesia were performed at 2 weekly intervals up to 12 weeks, which included (1) dilated fundal examination with retinal imaging (Heidelberg Spectralis confocal scanning laser ophthalmoscopy [cSLO], OCT, and AF), (2) blood sampling, (3) vitreous biopsy (every 4 weeks), and (4) ERG (every 4 weeks). No clinical signs of media opacity, vitreous or anterior chamber cells were seen during follow-up. Localized hypo-AF was seen around the retinotomy sites and perimeter of blebs by 2 weeks, which became more diffuse over time (Figure S1). In the right eye of NHP1, which was treated with AAV2-CAG-*hRPE65*, marked hypo-AF and RPE mottling developed in the area of bleb 1, which correlated with mild disruption of the ellipsoid zone (EZ) on OCT. Notably, this bleb was relatively small in size as it connected with the larger bleb 2, and consequently received the greatest estimated vector dose per RPE cell (Table 1).^20^ In NHP2, the bleb areas treated with laboratory-grade AAV8-GRK1-*mScarlet* (bleb 3) became hyper-AF over the course of 4 weeks, consistent with mScarlet protein expression (Figures 2 and S1). In addition, patchy hypo-AF developed within the *mScarlet* vector-treated areas, which in the left eye coalesced over 8 weeks into a wedge-shaped area of RPE atrophy inferior to the retinotomy site. These changes coincided with the appearance of subretinal hyper-reflective infiltrates on OCT from week 4 to –8 post-treatment (Figure 2). In the area corresponding to bleb 3 in the left eye of NHP2 treated with AAV8-GRK1-*mScarlet*, this change preceded the development of outer retinal and RPE atrophy by 12 weeks. In contrast, a separate area treated by engineering-grade AAV8-GRK1-*hRPGRco* (bleb 4) in the same eye showed only localized changes at the retinotomy site and transient, minor infiltrates at week 4. Both the *hRPE65* and *hRPGRco* vectors were well tolerated, while the *mScarlet* vector was associated with imaging evidence of subretinal inflammation leading to outer retinal atrophy. In the left eye of NHP2, no visible protective effect from adjunctive intravitreal anti-TNF-α treatment was seen against subretinal infiltrates associated with the *mScarlet* vector treatment. The fovea and central retinal thickness (CRT) of all four eyes remained structurally unchanged (Figure S2). At 12 weeks post-gene therapy, all eyes were harvested and processed for immunohistochemistry, spatial transcriptomic, and single-cell transcriptomic analyses.

**Table 1:** Summary of subretinal dosing of AAV vectors in two non-human primates

NHP	R/L eye	Subretinal bleb no.	AAV vector	Dose injected (vg)	Bleb area (mm^2^)	Estimated dose per RPE cell
1	RE	1	AAV2-CAG-*hRPE65*	0.5 × 10^11^	3.4	3,676,471
		2	AAV2-CAG-*hRPE65*	1.0 × 10^11^	28.3	883,392
	LE	3	AAV2-CAG-*hRPE65*	0.5 × 10^11^	34.9	358,166
		4	AAV2-CAG-*hRPE65*	1.0 × 10^11^	201.1	124,316
2	RE	1	AAV8-GRK1-*mScarlet*	0.25 × 10^11^	48.6	128,601
		2	AAV8-GRK1-*hRPGRco*	1.25 × 10^11^	38.5	811,688
	LE	3	AAV8-GRK1-*mScarlet*	0.25 × 10^11^	22.3	280,269
		4	AAV8-GRK1-*hRPGRco*	1.25 × 10^11^	38.5	811,688

Vector dose (vector genome) per RPE cell for each bleb (numbered in accordance with Figures 1B and 1C) has been estimated based on the actual volume of vector injected, the bleb size, and an estimated RPE cell density of 4,000 cells/mm^2^.

**Figure 2:**
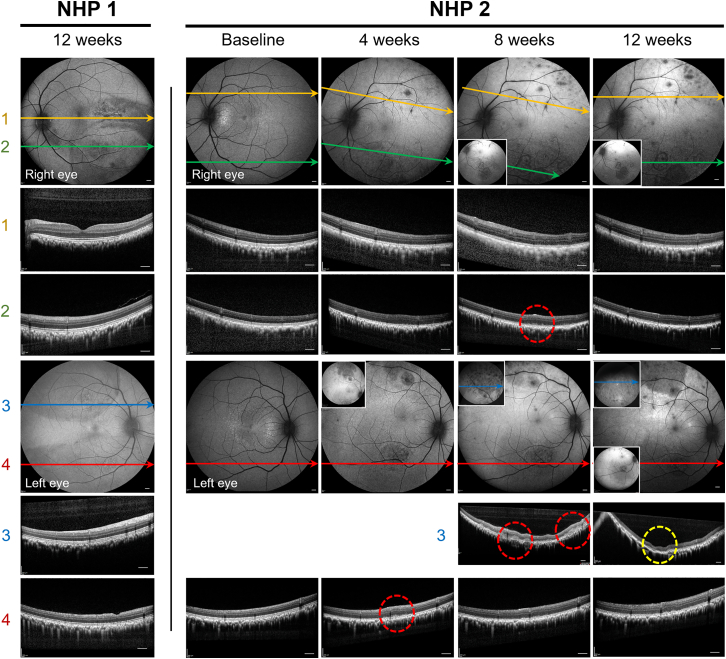
Mild perturbation of retinal structure following subretinal AAV gene therapy in non-human primates Longitudinal multimodal retinal imaging following subretinal injection of AAV vectors over 12 weeks of both eyes of NHP1 and NHP2. The color lines represent the locations of OCT sections from inside the treated subretinal blebs. Note that all retinal images are vertically inverted (top of the image representing inferior retina). Red-dashed circles indicate subretinal infiltrates seen from 4 to 8 weeks. In the left eye inferior arcade of NHP2 (within an area treated by AAV8-GRK1-mScarlet), this was followed by RPE/outer retinal atrophy associated with hypo-autofluorescence (yellow-dashed circle). Note that the surrounded area treated by the mScarlet vector also demonstrated increased background hyper-autofluorescence, indicative of fluorescent reporter expression. Scale bars, 500 μm.

Light and dark-adapted ERGs were also obtained at baseline and 10 weeks post-gene therapy. Uveitis has previously been associated with prolonged cone b-wave implicit time (correlated to the peak of the 30 Hz flicker response) which could be reversed with treatment.^21^^,^^22^ In addition, a change in ERG amplitude of >30% would generally be considered clinically significant.^23^ In NHP1, no significant change in 30 Hz flicker implicit time was seen (Figure S3). ERG amplitudes were generally unchanged, except for an increase in scotopic b-wave at DA 0.01 cd·s/m^2^ in both eyes (from mean 124 to 208 μV in the right eye and 124 to 178 μV in the left eye). In NHP2, no significant change in 30 Hz flicker implicit time was seen (Figure S4). However, reduction in cone response was observed, particularly in the right eye: e.g., light-adapted (LA) 30 Hz flicker amplitude decreased by 60% (from 113 to 45.3 μV) in the right eye versus 25% (from 120 to 90.3 μV) in the left eye; LA b-wave amplitude decreased by 59% (from 118 to 48.7 μV) in the right eye versus 23% (from 121 to 92.6 μV) in the left eye.

### AAV-mediated transgene expression in the retina at single-cell resolution

To evaluate the efficiency of AAV-mediated gene therapy *in vivo*, transgene expression was analyzed in both NHP1 and NHP2. Full thickness retinal punches were obtained from areas within and outside the subretinal blebs. Conventional immunohistochemistry was performed on retinal sections (Figure 3A and 3D). Due to high levels of amino acid sequence homology between macaque and human RPE65 (99%) and RPGR (94%), both the native and transgene-derived proteins were detected with the antibodies. Of note, protein expression appeared higher within the treated blebs than in untreated areas, consistent with vector-mediated transgene expression. Both the native and transgene-derived RPE65 protein appeared to localize to the RPE layer. However, RPGR staining, which is typically localized to the photoreceptor connecting cilia as seen in untreated regions, extended into other parts of the photoreceptor cells, including the inner segments and cell bodies (Figure 3D). While such extension of RPGR expression into photoreceptor cell bodies has previously been attributed to fixation artifacts,^24^ it may be a result of AAV-mediated overexpression leading to protein diffusion beyond its normal subcellular localization.

**Figure 3:**
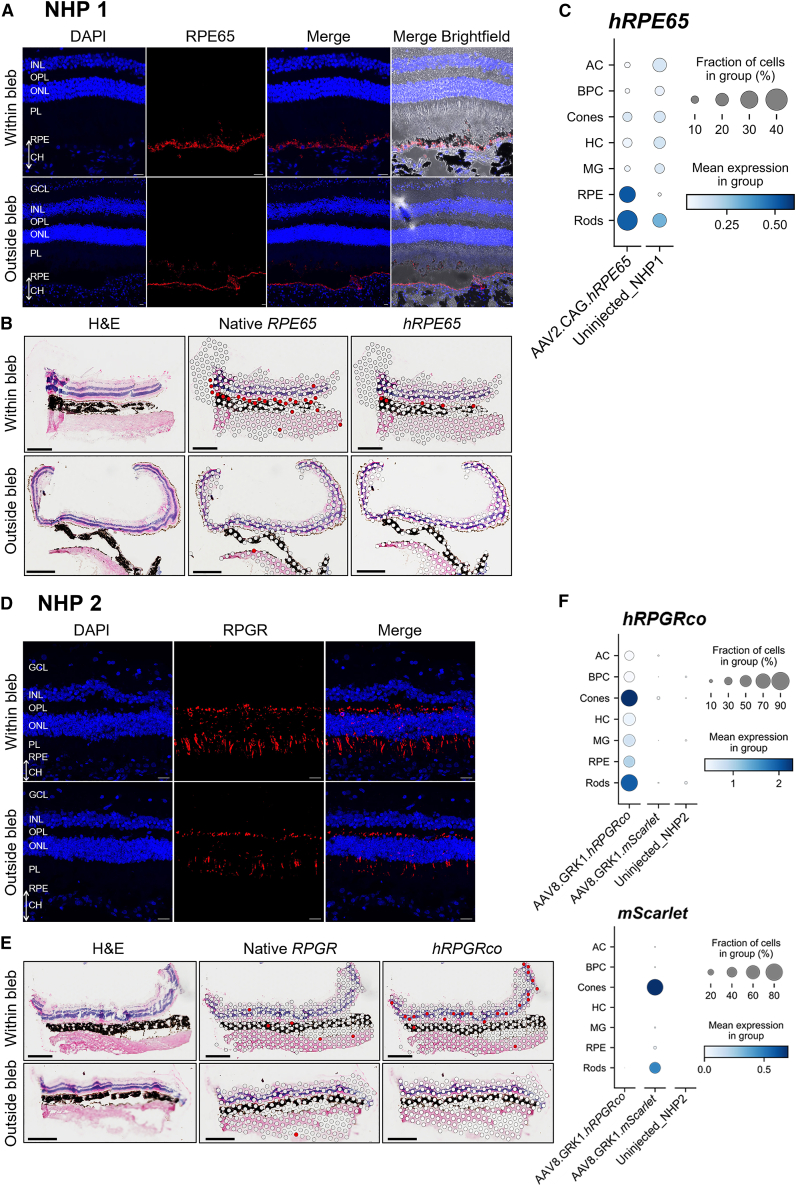
Robust expression of human RPE65 and RPGR transgenes in AAV-treated NHP retinas (A and D) Immunostaining of retina sections from AAV2-CAG-*hRPE65* (NHP1) and AAV8-GRK1-*hRPGRco* (NHP2) treated areas detect both native NHP and transgene-derived human RPE65 and RPGR proteins, respectively. Control sections were taken from outside the treated blebs. GCL, ganglion cell layer; INL, inner nuclear layer; OPL, outer plexiform layer; ONL, outer nuclear layer; PL, photoreceptor layer; RPE, retinal pigmented epithelium; CH, choroid. Scale bars, 20 μm. (B and E) Spatial transcriptomic maps of native versus human RPE65 (NHP1) and RPGR (NHP2) gene expression within retina sections. Red spots represent the locations of cell clusters expressing the gene of interest overlayed on the H&E-staining image. Scale bars, 0.5 mm. (C and F) scRNA-seq reveals the levels of transgene expression by each retinal cell type. Circle size represents the proportion of cells that express the transgene within each population, while color intensity represents the mean expression level per cell. AC, amacrine cells; BPC, bipolar cells; HC, horizontal cells; MG, Müller glia.

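Spatial transcriptomes were examined for 2 untreated sections, from retinal punches of 4 mm taken outside the treated blebs of the right eyes of NHP1 and NHP2 at 12 weeks after injection. Sections of 10 μm lay on Visium slides, where each spot of 55 μm captures polyadenylated RNA from the tissue above it and tags every molecule with the spot's barcode and a unique molecular identifier (UMI). A spot is therefore a small region that can hold several cells. The authors counted UMIs per gene and spot with Space Ranger against the macaque genome Mmul_10 extended by the transgene sequences, and the counts carried no normalization. NHP1 had 534 spots over tissue with 1484784 UMIs, a median of 1473.5 UMIs per spot. NHP2 had 470 spots over tissue with 805726 UMIs, a median of 370.5 UMIs per spot, and 4 of its tissue spots held no UMI. Tissue spots held 73.9% of the UMIs on the slide area in NHP1 and 91.3% in NHP2. Only tissue spots were used for the shares of spots, and the spots off tissue served as background. To find tissue regions, the counts of each spot were scaled to 10000 UMIs and log-transformed, and the spots of each section were grouped by Leiden clustering on 20 principal components of the 2000 most variable genes. Regions were named by their leading genes and a marker list fixed before the data were examined, with a naming rule set after the regions had been seen. In NHP1, 142 spots fell in photoreceptor layer-like regions, 119 in inner retina-like, 69 in choroid-like and 129 in sclera-like regions, and 75 stayed unnamed. Of the photoreceptor layer-like spots of NHP1, 63 lay in a region with 15 photoreceptor layer markers and 7 RPE markers, led by SLC39A12, ENPP2, RGR, ENSMMUG00000062077 and TIMP3. In NHP2, 34 spots fell in an inner retina-like region, 43 in an RPE-like and 189 in sclera-like regions, and 200 stayed unnamed. With 1 section per animal and condition there were no replicates and no test was made. Shares carry exact Clopper-Pearson 95% intervals and UMI sums exact Poisson 95% intervals, and both cover counting error only.

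**Figure D1:**
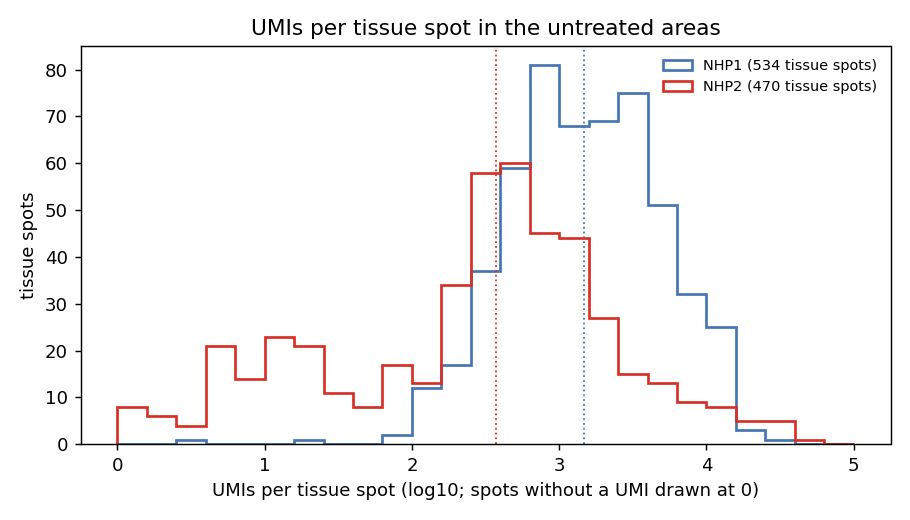
Number of tissue spots (vertical axis) by UMIs per spot on a log10 scale (horizontal axis) in the untreated sections of NHP1 (blue) and NHP2 (red), with dotted lines at the medians of 1473.5 and 370.5 UMIs. NHP2 has a second group of spots at low UMI numbers.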

Using spatial transcriptomic analysis (Visium Spatial v.1 3′ Gene Expression, 10× Genomics), we correlated H&E-stained retinal sections with the transcriptome at 55 μm spatial resolution. 

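The reference of the untreated sections lists 3 transgenes, human RPE65 (huRPE65), human codon-optimized RPGR (coRPGR) and mScarlet, as features of their own beside macaque RPE65 (ENSMMUG00000002752) and RPGR (ENSMMUG00000013491). In the tissue spots of NHP1, each transgene had 0 UMIs, and a count of 0 allows up to 3 UMIs, or 0.0202 per 10000 UMIs. With the spots off tissue included, 1 human RPE65 UMI was counted in NHP1. In NHP2, human RPE65 had 1 UMI in a sclera-like region, although this animal received no human RPE65 vector. A single transgene UMI, such as that of NHP1 off tissue, therefore does not show transgene expression. In NHP2, coRPGR and mScarlet had 0 UMIs each, which allows up to 0.0372 per 10000 UMIs. Native RPE65 had 36 UMIs (25.2 to 49.8) in 27 tissue spots of NHP1, a share of 5.06% (3.36 to 7.27), and 16 UMIs (9.15 to 26.0) in 12 tissue spots of NHP2, a share of 2.55% (1.33 to 4.42). By region, native RPE65 in NHP1 was at 1.29 UMIs per 10000 in the choroid-like region, which held 9 RPE markers beside 10 choroid markers, some of them on both lists, 0.480 in the sclera-like regions, 0.359 in the unnamed region, 0.207 in the photoreceptor layer-like regions and 0.0396 in the inner retina-like regions. In NHP2, 10 of its UMIs lay in an unnamed region with photoreceptor and RPE genes among its leading genes (SLC39A12, OPN1LW, BEST1, RGR, TTR). The RPE-like region of NHP2 had 0 native RPE65 UMIs, which at its 4973 UMIs allows up to 6.03 per 10000. Native RPGR had 39 UMIs (27.7 to 53.3) in 34 tissue spots of NHP1, 6.37% (4.45 to 8.78), and 25 UMIs (16.2 to 36.9) in 16 tissue spots of NHP2, 3.40% (1.96 to 5.47). In spots off tissue the shares with native RPE65 were 0.607% in NHP1 and 0.0745% in NHP2, and those with native RPGR 0.303% and 0.0993%. These spots held few UMIs, and relative to all UMIs native RPE65 was higher off tissue than in tissue in NHP1, with 0.593 UMIs per 10000 (0.403 to 0.841) against 0.242 (0.170 to 0.336). In NHP2 it was at 0.390 (0.0804 to 1.14) off tissue against 0.199 (0.114 to 0.322) in tissue. Native RPGR was at 0.249 off tissue against 0.263 in tissue in NHP1, and at 0.520 against 0.310 in NHP2. These shares moved most when each spot was thinned to the same number of UMIs, which left native RPGR in 0 spots of either section.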

As this version of Visium is based on polyA capture, the platform enabled robust differentiation between native macaque mRNA transcripts and AAV-derived human transgene expression. Human *RPE65* transgene expression could be seen to localize to the RPE layer and expression level appeared to be lower than native macaque *RPE65* (Figure 3B). In contrast, human codon-optimized *RPGR* transgene expression was seen at higher level than native *RPGR* in the outer retina (Figure 3E), consistent with the protein overexpression suggested by immunostaining.

Transgene expression was further characterized by single-cell RNA sequencing (scRNA-seq) of dissociated retina punches taken from within treated bleb areas and untreated control areas of each eye. A total of 89,020 cells were captured following quality control. Clusters corresponding to retinal cell types were identified using marker genes, including amacrine cells (AC; *CALB2* and *SLC6A9*), bipolar cells (BPC; *TRPM1* and *GRIK1*), cone photoreceptors (*ARR3*, *OPN1SW*, and *OPN1LW*), horizontal cells (HC; *ONECUT1*), immune cells (IC; PTPRC), Müller glia (MG; *SLC1A3*, *GLUL*, *VIM*, and *CRABP1*), RPE cells (*RDH5*, *RLBP1*, and *RPE65*), and rod photoreceptors (*NRL*, *NR2E3*, *PDE6B*, and *AIF1*), thereby enabling analysis of transgene expression at the level of individual cell types (Figures S5A and S5B).^25^ Retinal cell populations were comparable between treated and untreated areas in both NHPs (Figure S5C). In the NHP1 retina treated with AAV2-CAG-*hRPE65*, *hRPE65* transgene expression was detected at high level in approximately 30% of captured RPE cells, at moderate level in 40% of rods, and relatively low level in 15% of cones (Figure 3C). Bipolar cells and Müller glia showed none to minimally detectable levels of transgene expression. This distribution appears to reflect the selective tropism of AAV2 for RPE and photoreceptors and efficiency of the ubiquitous CAG promoter among these cell types. In addition, *hRPE65* transgene expression was nearly undetectable outside the subretinal bleb area, indicating minimal lateral spread of the viral vector across the NHP retina. In the NHP2 retina treated with AAV8-GRK1-*hRPGRco*, *hRPGR* transgene expression was detected in 80% of cones, 75% of rods, and 40% of RPE cells within the treated areas (Figure 3F). Low level of off-target transgene expression was also detected in approximately 50% of Müller glia, whereas no significant expression was detected in bipolar cells. Similar distribution and proportion of cellular transduction was mirrored in the areas treated with AAV8-GRK1-*mScarlet* reporter vector, which represents the tropism profile of AAV8. Taken together, these results indicate highly efficient *in vivo* transduction of primate photoreceptors by AAV8 and transgene expression from the photoreceptor-specific GRK1 promoter.

It has been hypothesized that transgene overexpression might cause metabolic stress and cell toxicity. We investigated this by looking for any correlation between the levels of expression of the transgene and apoptotic marker genes at single-cell level using the Apoptosis MSigDB Hallmark gene set among the rod, cone, Müller glia, and RPE populations. The expression levels of apoptotic marker genes were found to be low overall and comparable between the treated and untreated areas in both NHPs (Figure S6).

### Immune cell population identified by spatial transcriptomic mapping

The retina is considered a relatively immune privileged site due to the presence of the blood-retinal barriers, with microglia being the main resident immune cell population under physiological conditions. Our previous rodent study indicates that subretinal AAV gene therapy induces a delayed cell-mediated immune response in the retina, which is detectable by 2 weeks, peaks around 3–4 weeks, and persists significantly beyond.^15^ The timing of this immune response appears to correlate with clinical presentation of GTAU, which is an important limiting factor on treatment safety and efficacy.^11^ The extent of the immune response is known to correlate with vector dose but may also be affected by the type and preparation of viral vector.^1^^,^^26^

We analyzed retina sections from NHP1 and NHP2 at 3 months post-gene therapy for immune cell populations. In NHP1, immunostaining for the pan-immune cell marker CD45 detected minimal immune cell infiltrate histologically in the *voretigene neparvovec*-treated bleb areas compared with untreated areas (Figure S7A). Staining for GFAP, a marker of gliotic response by Müller cells, did not reveal significant difference between treated and untreated retinas. In contrast, retina sections from NHP2 showed greater CD45 and GFAP staining within vector-treated areas, indicating immune cell infiltration and gliosis (Figure S7C). While immunostaining could detect gross changes in retinal histology, it provides insufficient sensitivity to probe subclinical immune responses. To overcome this limitation, we applied the spatial transcriptomic approach to identify specific immune cell populations through their distinct marker gene expression profiles, e.g., T cells (*CD8A*, *CD3E*, *CD4*, and *FOXP3*), B cells (*CD19*, *CD79A*, and *MS4A1*), and natural killer (NK) cells (*NKG7* and *NCR1*). No significant differences were observed when comparing B cell and NK cell populations between within and outside the treated bleb from NHP1 (0.40% of positive “spots” in the treated blebs of Figure S7B), but NHP2 retina sections displayed small B cell (2.24%) and NK cell (1.28%) clusters in the choroid and the RPE (Figure S7D). In contrast, T cell clusters appeared more abundant inside the AAV-treated blebs of both NHP1 and NHP2 (2.81% and 7.69%, respectively).

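In the untreated sections, no tissue spot of either animal had a UMI of the B cell marker genes CD79A (ENSMMUG00000047772) or MS4A1 (ENSMMUG00000001260), which allows up to 0.0202 UMIs per 10000 in NHP1 and 0.0372 in NHP2 for each gene. The NK cell marker NKG7 (ENSMMUG00000015369) was detected in 2 tissue spots of NHP1, 0.375% (0.0454 to 1.35), and in 3 tissue spots of NHP2, 0.638% (0.132 to 1.85), while NCR1 (ENSMMUG00000004323) had no UMI in either section. Off tissue, no spot had a UMI of these genes. At a minimum of 2 UMIs per spot, no NHP1 spot remained positive for the NK cell markers. A difference between the animals in the NK cell markers was not detectable at this depth, since the intervals overlap.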

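For the T cell markers CD8A (ENSMMUG00000003524), CD3E (ENSMMUG00000017593), CD4 (ENSMMUG00000013202) and FOXP3 (ENSMMUG00000008624), 8 tissue spots of the untreated section of NHP1 had at least 1 UMI, a share of 1.50% (0.649 to 2.93). In the untreated section of NHP2, 13 tissue spots did, a share of 2.77% (1.48 to 4.68). Most of these UMIs were of CD4, which macrophages can also express, with 8 UMIs in NHP1 and 11 UMIs in NHP2. CD8A had 1 UMI in NHP1 and 2 UMIs in NHP2, and CD3E and FOXP3 had none in either section, so that a definition by CD3E left 0 positive spots. Positive spots were deeper than the others, with a median of 3433.5 against 1442 UMIs in NHP1 and 1097 against 357 UMIs in NHP2. In spots off tissue the positive share was 0.117% in NHP1 and 0.0993% in NHP2, at median depths of 8 and 4 UMIs. Relative to all UMIs, the T cell markers were not lower there, with 0.0956 UMIs per 10000 (0.0310 to 0.223) off tissue against 0.0606 (0.0277 to 0.115) in tissue in NHP1, and 0.780 (0.286 to 1.70) against 0.161 (0.0859 to 0.276) in NHP2. This pooled comparison hides the regions of NHP1. Its choroid-like region held 6 of the 8 positive spots, 8.70% (3.26 to 18.0) of its spots. There 7 of 131595 UMIs were of T cell markers, against 5 of 523115 off tissue, and all of these were of CD4. Since macrophages can also express CD4, these UMIs do not show T cells in the choroid-like region. In NHP2, 7 positive spots lay in the sclera-like regions, 4 in unnamed regions and 2 in the inner retina-like region.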

Furthermore, we looked for evidence of microglia, macrophages, and myeloid cell activity within the retina (Figure 4). 

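P2RY12 (ENSMMUG00000001105), a gene that the paper uses to mark monocytic phagocytes, had 2 UMIs (0.242 to 7.22) in 2 of the 534 tissue spots of the untreated section of NHP1, which is 0.0135 per 10000 UMIs. In the untreated section of NHP2 it had 11 UMIs (5.49 to 19.7) in 8 of the 470 tissue spots, a share of 1.70% (0.738 to 3.33) and 0.137 per 10000 UMIs. Off tissue, 1 P2RY12 UMI was counted in NHP1, which is 0.0191 per 10000 UMIs there, and 3 UMIs in NHP2, which is 0.390 per 10000. At these numbers, a spot without a P2RY12 UMI does not show the absence of monocytic phagocytes.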

Visium spatial transcriptomic mapping shows clusters of monocytic phagocytes (expressing marker genes *P2RY12* and *HEXB*). NHP1 and NHP2 tissue sections displayed similar amounts of monocytic phagocytes in the treated blebs (8.05% and 9.62% of cell clusters). However, the most striking observation was that while the monocytic phagocytes were distributed across different retinal layers in the untreated areas (thus likely to represent resident microglia), they became concentrated in the subretinal space in the treated retinal sections of both NHPs (Figures 4A and 4C). This is potentially indicative of microglia activation or myeloid cell infiltration to the subretinal space in response to subretinal AAV administration. 

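In the untreated section of NHP1, 1 of the P2RY12 UMIs lay in a photoreceptor layer-like region and the other in a sclera-like region. In the untreated section of NHP2, 8 of the 11 P2RY12 UMIs lay in 5 spots of the inner retina-like region, the only region there named as neural retina, 2 UMIs in sclera-like regions and 1 UMI in the unnamed region with photoreceptor and RPE genes among its leading genes. Scaled to depth, this was 0.187 UMIs per 10000 (0.0807 to 0.368) in the inner retina-like region and 0.128 (0.0156 to 0.464) in the sclera-like regions of NHP2, and the intervals overlap. The inner retina-like region of NHP2 was also its deepest, with a median of 8098.5 UMIs per spot against 600 in the sclera-like regions. These numbers are too small to compare the retinal layers with each other. From the spread of monocytic phagocytes over the retinal layers of untreated areas, the paper proposes that these were resident microglia, and it contrasts them with a concentration in the subretinal space of treated sections, which were not analysed here.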

To corroborate the spatial transcriptomic findings, immunostaining with IBA1 antibody was performed on adjacent retinal sections from the same tissue blocks. Staining was limited in NHP1. In NHP2, amoeboid IBA1^+^ cells were relatively enriched in the sclera and subretinal space of the treated bleb compared with untreated regions, whereas the inner and outer plexiform layers showed very little IBA1 staining (Figures 4B and 4D).

**Figure 4:**
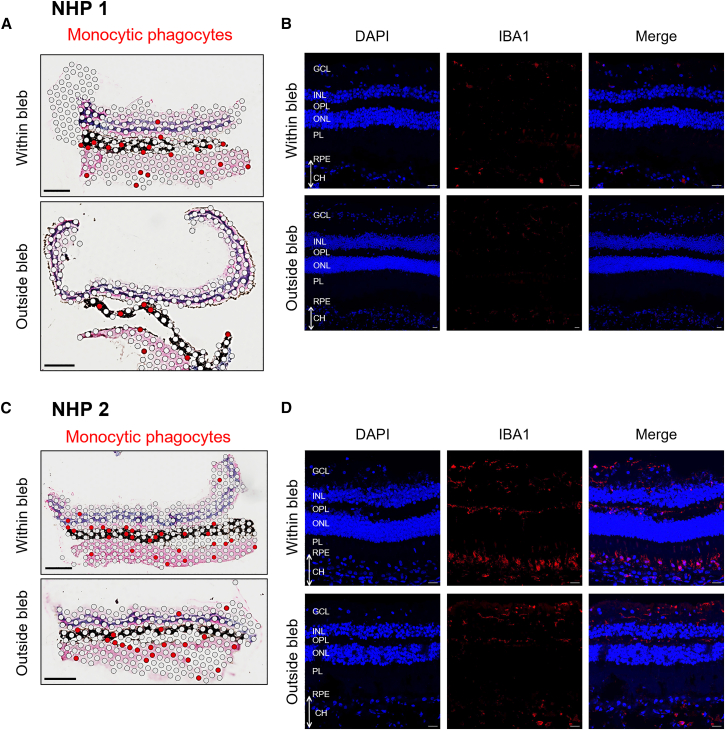
Distribution of mononuclear phagocytes after AAV gene therapy in NHPs (A and C) Spatial transcriptomic mapping of monocytic phagocytes (including microglia) over treated versus untreated retinal sections from NHP1 (A) and NHP2 (C). Red spots represent cells expressing the marker genes P2RY12 and *HEXB*. Scale bars, 0.5 mm. (B and D) Immunostaining for IBA1 demonstrates amoeboid-shaped monocytic phagocytes, consistent with activation. Scale bars, 20 μm.

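The tissue in each untreated capture area lay in separate pieces. The piece that Figures 4A and 4C show held 228 of the tissue spots of NHP1 and 231 of those of NHP2, and 306 and 239 tissue spots lay outside it. The median depth was 3120.5 UMIs per spot in the piece shown and 978 UMIs in the largest other piece of NHP1, and 808 against 262 UMIs in NHP2. Of the spots with a P2RY12 UMI, 1 lay in the piece shown and 1 outside it in NHP1, and 6 lay in the piece shown and 2 outside it in NHP2.

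**Figure D2:**
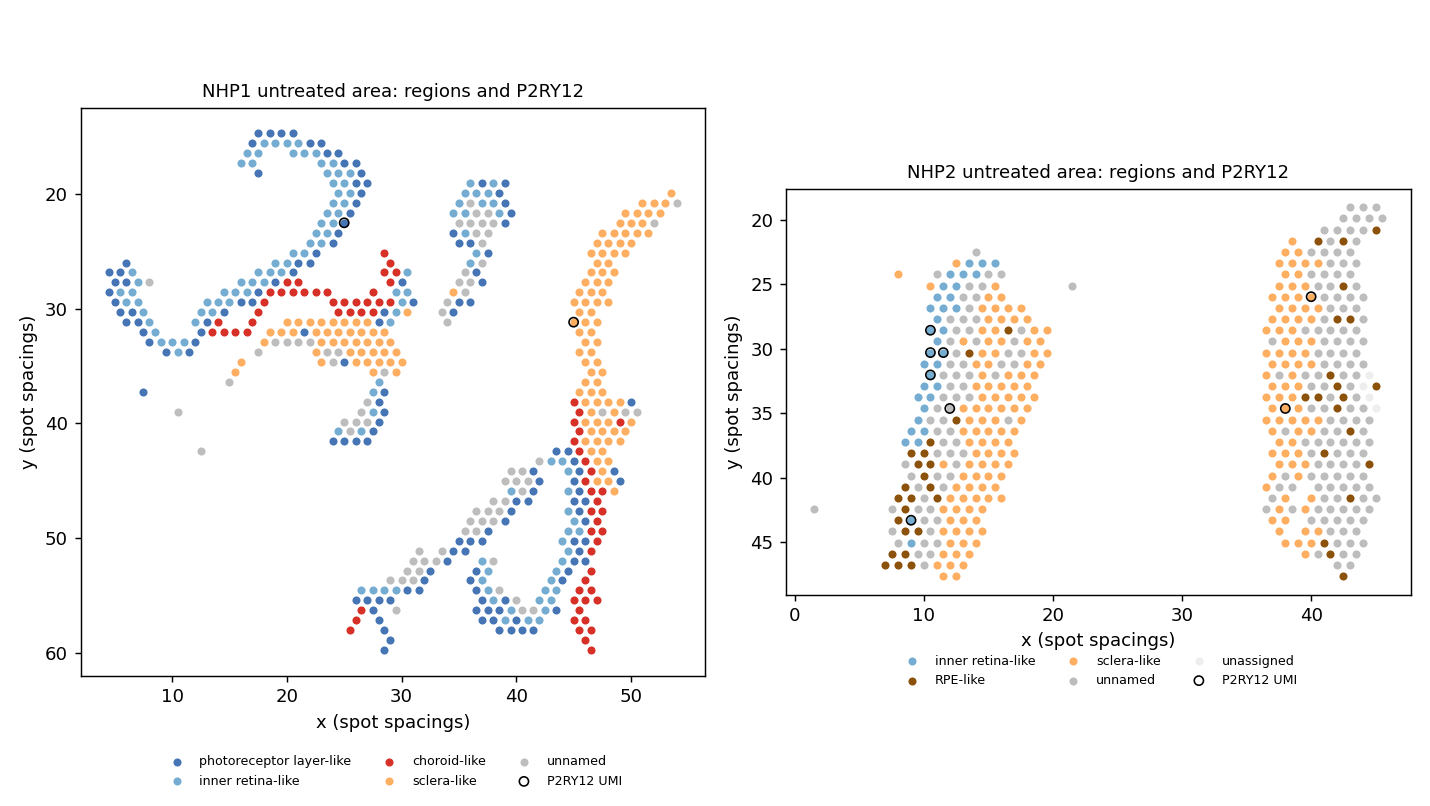
Tissue spots of the untreated sections of NHP1 (left) and NHP2 (right) at their place on the slide, with both axes in spot spacings. Colours give the region of each spot, and black circles mark spots with at least 1 P2RY12 UMI. In NHP2, most of the circles lie in the inner retina-like region at the edge of the left piece.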

### Single-cell characterization of the nature of GTAU

To characterize the nature of retinal inflammation and outer retinal atrophy seen in the AAV8-GRK1-*mScarlet* vector treated region in NHP2, we compared the single-cell transcriptome of retina from this area with an untreated control area from the same eye (Figure S8). Differentially upregulated genes were predominantly identified in the rods within the vector-treated area, including *B2M* (MHC I light chain), *ENSMMUG00000054038* (macaque MHC I antigen), *ENSMMUG00000064120* (ortholog to *CD1D*, MHC-like lipid antigen presenter), *ENSMMUG00000050829* (MHC I pathway regulator), *ENSMMUG00000052293* (ortholog to *KIAA1109*, MHC I complex assembly), and *ENSMMUG00000058325* (MHC I antigen), which indicate upregulated MHC class I antigen presentation (Figure S8A). A similar set of MHC class I genes were also upregulated in cones. Moreover, Gene Ontology (GO) enrichment analysis revealed upregulation of gene sets in vector-treated rods that are linked to immune response against viral or cytokine stimuli (Figure S8B). Additionally, of the 58 genes differentially expressed by rods in the AAV8-GRK1-*hRPGRco* bleb, 54 overlapped with the differentially expressed genes in the AAV8-GRK1-*mScarlet* bleb (Figure S8C).

Next, we analyzed the immune cell clusters (*PTPRC*^+^, 1,397 cells) from the whole scRNA-seq dataset, comprising both NHP1 and NHP2. Myeloid cells (*ITGAM*, 560 cells), T/NK cells (*CD3D*, 642 cells), and B cells (*MS4A1*, 68 cells) made up the bulk of the retinal immune cell infiltrate (Figures 5A and S9). At these depths, populations at ≥2%–3% frequency are expected to be captured with at least 10 cells per compartment (≥95% probability), enabling robust characterization of dominant immune cell populations, while rarer states are described qualitatively. Interestingly, a cluster of endothelial/smooth muscle cells (*RGS5*, 118 cells) was also present among the annotated immune cell cluster. Myeloid cells were present in significant numbers in all retinal punch areas, including those that were untreated (Figures S9B and S9C). As expected, the AAV8-GRK1-*mScarlet* and AAV8-GRK1-*hRPGRco* vector-treated areas contributed high proportions of the T cell and B cell clusters, which is indicative of localized adaptive immune response to AAV treatment (Figure S9C).

**Figure 5:**
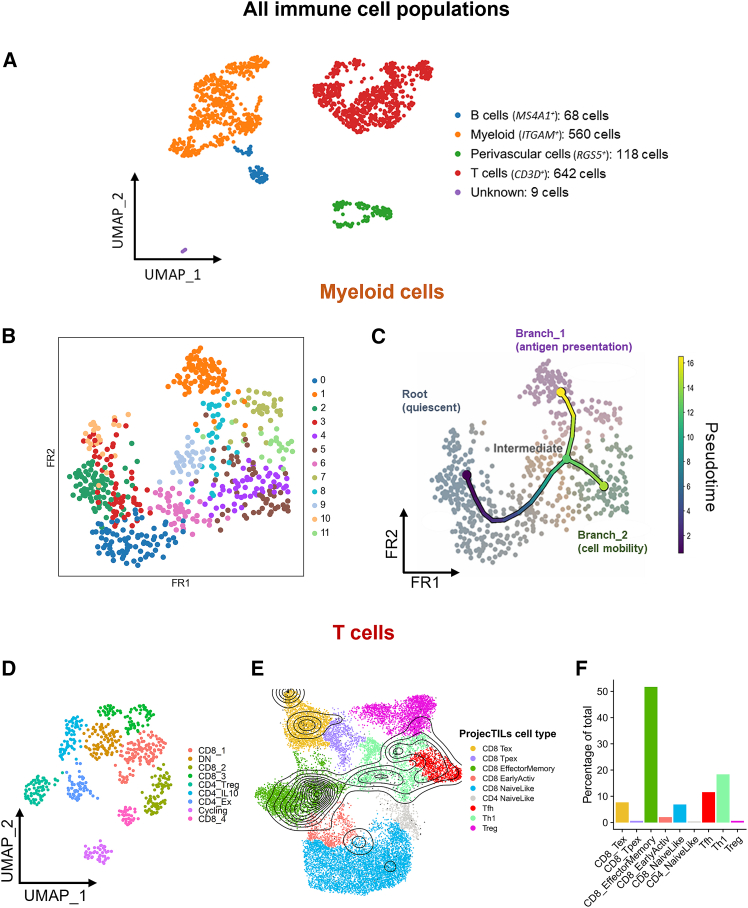
Single-cell transcriptomic analysis reveals a type 1 cell-mediated response in the retina 12 weeks after subretinal AAV gene therapy in non-human primates (NHPs) (A) Identification of immune population cells in the PTPRC^+^ cluster. (B) Two-dimensional Fruchterman-Reingold (FR) force-directed graph of myeloid cells colored by unbiased Leiden cluster prior to trajectory inference analysis. (C) Pseudotime analysis of myeloid cells revealed one root (quiescent cells) and two branches—branch 1 (antigen presentation) and branch 2 (cell mobility). Gene ontology enrichment analysis (Figure S9) identified the main biological processes linked with these branches. (D) T cell (CD3D^+^) subclusters show presence of various CD4 and CD8 subsets, as well as a proliferating (“cycling”) cluster with high expression of cell-cycle genes. CD8^+^ subclusters labeled 1–4, DN, double-negative (*CD4*^−^*CD8A*^−^). (E) Projection of our T cell dataset (black contour plot) onto the ProjecTILs reference dataset (colored UMAP). (F) Percentage of T cells projected onto each ProjecTILs cluster showing a prominent CD8 effector memory cell cluster.

To further characterize microglia/myeloid cell activation in response to AAV, we performed trajectory inference and pseudotime analysis on the *ITGAM*^+^ subcluster (Figure 5B and 5C, and S10). The force-directed graph of myeloid cells showed a clear distinction between those present in all retinal areas and expressing homeostasis marker genes (*CX3CR1* and *P2RY12* high), and those present in the AAV8-GRK1-*mScarlet* and AAV8-GRK1-*hRPGRco* vector-treated areas (Figures S10A and S10B). Trajectory analysis suggested a bifurcation in myeloid cell trajectory over pseudotime whose termini we labeled as branch 1 and branch 2 (Figure 5C). We did not find any of the clusters or either termini to be associated with a particular cell-cycle phase, suggesting that cell division did not significantly influence the trajectory (Figure S10C). We then performed statistical analysis of branch-specific genes and subsequent Gene Ontology (GO) enrichment analysis to identify branch-specific transcriptional programmes. We found that branch 1 expressed a number of enriched GO gene sets largely associated with antigen presentation via both MHC class I and MHC class II, as well as viral response, lipid transport, and other immune-related processes (Figure S10D–G).

We next used a similar approach to identify subpopulations of T cells and found 4 clusters corresponding to CD8 T cells and 3 clusters corresponding to CD4 T cells (Figures 5D and S11A). In addition, we found an apparent CD4^−^ CD8^−^ double-negative (“DN”) cluster, as well as a proliferating (“cycling”) cluster with high S phase and G2M phase scores (Figure S11B). To broadly understand the T cell states in AAV-treated retinas, we compared our data with ProjecTILs, a well characterized and labeled T cell reference dataset, for classifying T cell subpopulations across species in the context of chronic viral infections (Figure 5E).^27^ The majority of CD8 T cells within our dataset (50%) projected onto the “CD8 Effector Memory” cluster in ProjecTILs, with a smaller subset projecting onto the “CD8 Exhausted” cluster. A small number of cells also projected onto the “CD8 Naive like” cluster. The CD4 T cells mostly projected onto the Th1 and Tfh clusters, with a small number of Tregs (Figure 5F). The CD8 T cells in AAV-treated retina showed high level expression of cytotoxic genes (*GZMA*, *GZMB*, *GZMK* [granzyme A, B, and K], and *PRF1* [perforin]) with variation across clusters suggesting different activation states (Figure S11C). One CD8 cluster also exhibited signs of exhaustion, with increased expression of *PRF1*, *CD8A* (cytotoxic T cell marker), and *TNFRSF9* (co-stimulatory receptor), as well as high expression of immune checkpoints *PDCD1* (PD-1), *TIGIT*, *LAG3*, and *HAVCR2* (TIM-3) (Figure S11D). Among the CD4 T cells, we identified a Treg subset (*FOXP3*, *TIGIT*, and *IKZF2*) and an *IL-10*^+^ subset, possibly regulating AAV-induced inflammation. While *CXCR5* (indicative of T follicular helper cells) was low, some exhausted CD4 cells co-expressed *CXCL13, PDCD1* and *ICOS*, suggesting a small CXCR5lo T peripheral helper-like population (Figure S11D–F).

Together, these findings suggest that subretinal AAV gene therapy in primates triggers a primarily type 1 cell-mediated response. By 3 months post-treatment, retinal CD8 effector memory T cells persist, alongside exhausted and naive-like subsets. The concurrent presence of Th1 and Tfh-like CD4 populations indicates an antigen-experienced T cell milieu, potentially driving chronic retinal inflammation.

### Vitreous and retinal cytokine profile following subretinal gene therapy

Vitreous samples taken from each eye at baseline, 4, 8, and 12 weeks after subretinal gene therapy were analyzed for inflammatory cytokines using the LEGENDplex NHP Inflammation Panel (Figures 6A and 6B). This detected significant elevation of interferon gamma-induced protein-10 (IP-10 or CXCL10) in both NHPs and monocyte chemoattractant protein-1 (MCP-1 or CCL2) in NHP2. Both IP-10 and MCP-1 act as chemoattractants for monocytes/macrophages, T cells, and NK cells, thus may contribute to persistent intraocular inflammation. All other cytokines in the NHP Inflammation Panel remained at minimal detectable levels at all time points, including TNF-α, IFN-β, IFN-γ, IL-23, IL-6, IL-8, IL-1β, IL-10, IL-17a, IL-12p40, and granulocyte-macrophage colony-stimulating factor (GM-CSF) (Figure S12). The notable absence of significant TNF-α response to AAV gene therapy may account for the lack of efficacy of adalimumab in the prevention of chronic GTAU. In addition, cytokine profiling of blood samples taken across the same time points did not show any significant change from baseline, indicating little systemic inflammatory response to subretinal AAV gene therapy (Figure S13).

**Figure 6:**
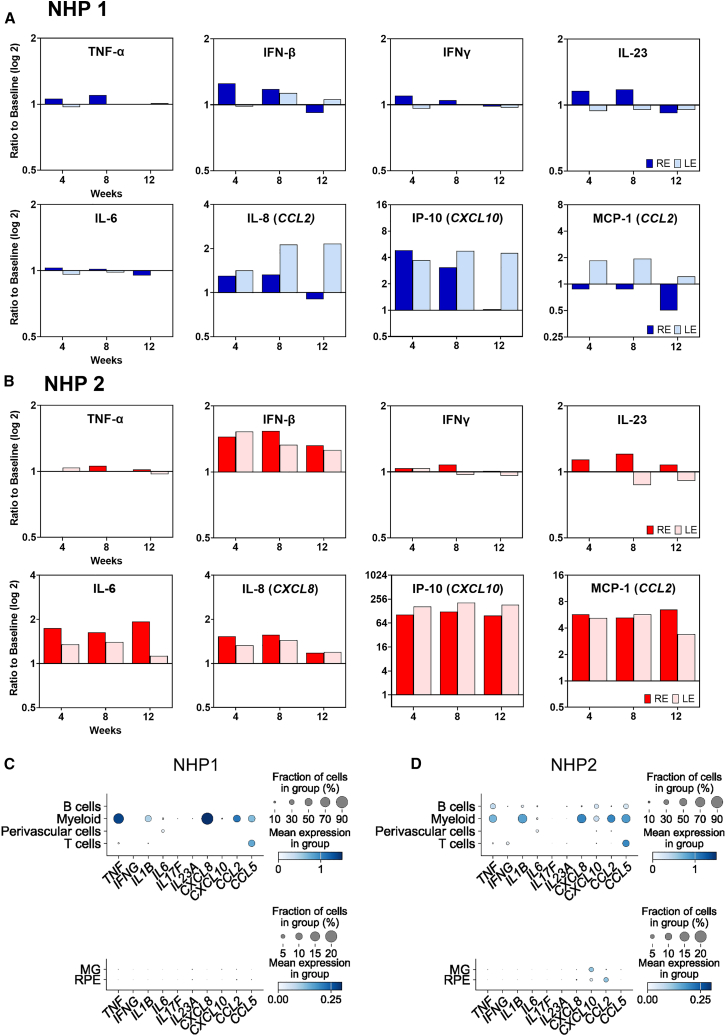
Cytokine expression profile after AAV gene therapy in NHPs Quantification of vitreous cytokines in NHP1 (A) and NHP2 (B) using the LegendPlex NHP Inflammation Panel with levels expressed as fold-change (log 2) in mean fluorescence intensity (MFI) relative to baseline. RE, right eyes; LE, left eye. (C and D) Single-cell transcriptomic analysis of cytokine gene expression among retinal cell types in NHP1 and NHP2, respectively.

To identify which cells are responsible for the production of proinflammatory cytokines in GTAU, we further scrutinized the single-cell dataset. This revealed the myeloid cells in the retina as the dominant source of *MCP-1* (*CCL2*) expression as well as *IL-8* (*or CXCL8*, a neutrophil chemoattractant), *CCL5* (a chemokine for T cells and macrophages), and *TNF-α* (Figures 6C and 6D). In contrast, the Müller glia and RPE cells, which may adopt active immune roles during retinal inflammation, did not demonstrate significant cytokine expression.

### Human-iPSC-derived microglia are rapidly activated by AAV *in vitro*

To validate whether microglia could be activated by AAV vectors, we first conducted *in vitro* phagocytosis using human-induced pluripotent stem cell (iPSC)-derived microglia (Figure S14A and S14B). Phagocytic function was compared between (1) naive microglia exposed to lipopolysaccharide (LPS)—positive control, (2) naive microglia exposed to the AAV8-CAG-*mScarlet* vector (labeled as “AAV8”), (3) microglia pre-treated with “AAV8” 72 h prior, and (4) untreated naive microglia—negative control. This showed rapid increases in phagocytosis in both LPS and AAV8-treated microglia from 60 min onward, whereas previous exposure to AAV8 72 h prior did not lead to persistent increase in phagocytic activity. Furthermore, we conducted cytokine profiling of the iPSC-microglia treated with the AAV vectors used for our *in vivo* study: AAV2-CAG-*hRPE65* (in green), AAV8-GRK1-*hRPGRco* (in blue), and AAV8-GRK1-*mScarlet* (in red) (Figure 7 and S14C). In some AAV-treated microglia, adalimumab (+Ad) was also added to the supernatant. Overall, iPSC-derived microglia treated with the *hRPE65* or *hRPGRco* vectors did not display significant increase in cytokine expression. On the other hand, microglia stimulated with the *mScarlet* vector exhibited increased production of TNF-α, IL-6, IL-10, IP-10, and IL-23 from 1 to 96 h. Adalimumab treatment mitigated the TNF-α spike induced by this vector in the first 24 h but had little to no significant effect on the other cytokines, thus indicating a selective but limited modulatory effect on vector-induced microglia activation. Interestingly, upregulation of MCP-1 was not detected up to 96 h after AAV treatment. Of note, untreated iPSC-microglia showed a similar increase in MCP-1 production as those treated with AAV vectors, which would suggest this to be a non-specific response potentially to mechanical disturbance. Taken together, the results suggest that microglia possess pattern recognition receptors that can detect the presence of antigens within AAV vector preparation which induce a rapid innate immune response that might contribute to the recruitment of adaptive immunity.

**Figure 7:**
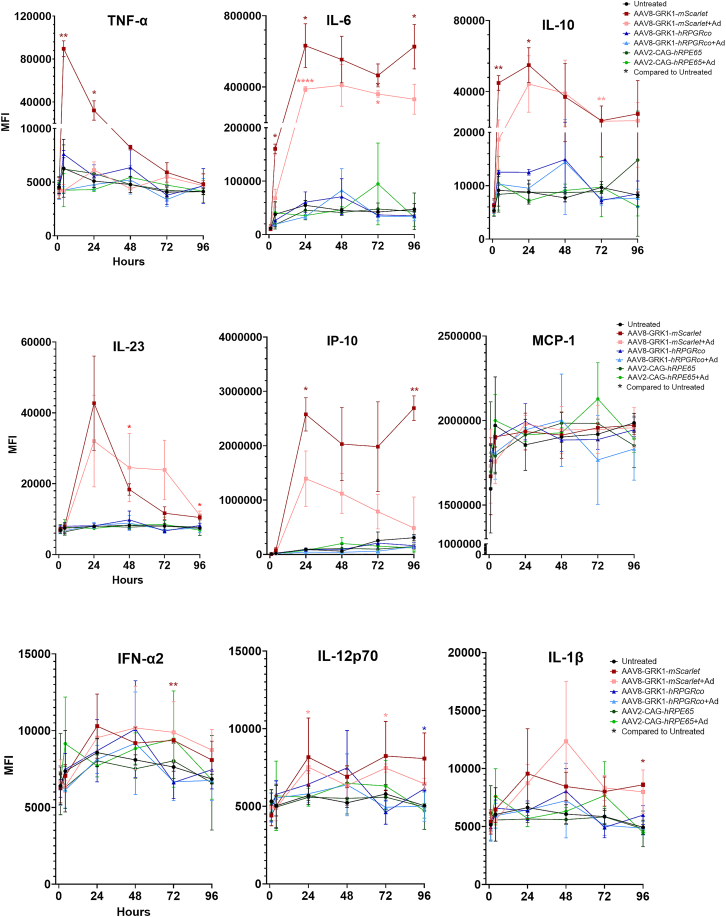
Cytokine changes in human iPSC-derived microglia following exposure to AAV vectors Cytokine profile of iPSC-microglia treated with AAV2-CAG-hRPE65, AAV8-GRK1-hRPGRco, or AAV8-GRK1-mScarlet vectors, and with (+Ad) or without adalimumab. Untreated iPSC-derived microglia were used as controls. Supernatant was collected at 1, 4, 24, 48, 72, and 96 h. Error bars represent SD (*n* = 3). two-way ANOVA test was performed: ∗*p* > 0.01; ∗∗ 0.001 < *p* < 0.01; ∗∗∗∗*p* < 0.0001.

## Discussion

In this study, we simulated subretinal gene therapy in primates using human therapeutic AAV vector doses and surgical techniques and conducted deep assessment of the resulting retinal cellular responses at single-cell resolution. Using scRNA-seq and spatial transcriptomic approaches, we were able to distinguish between viral transgene expression and native gene expression in wild-type animals and identify subpopulations of immune cells to interrogate the key immune interactions involved in GTAU.

In NHP2, the *mScarlet* and *hRPGRco* vectors were delivered as two separate subretinal blebs in distinct quadrants (Figure 1B). Because no fluid-air exchange was performed, bleb migration was not expected. Consistent with this, AF/OCT imaging (Figure 2) showed that both transgene expression and inflammatory signals remained spatially confined to their respective bleb territories. This spatial containment underpins our use of outside-bleb retina as an internal control throughout the study. Across all four eyes from the two NHPs, the total vector dose was held constant at 1.5 × 10^11^ vg per eye, ensuring comparable ocular and systemic immune exposure between eyes and animals while matching the dose range used clinically for these therapeutic vectors.

The results demonstrate that both clinical-grade AAV2-CAG-*hRPE65* (Luxturna) and engineering-grade AAV8-GRK1-*hRPGRco* were well tolerated *in vivo* with no adverse effects on retinal structure and function. This aligns with the safety profiles of both vectors reported in clinical trials.^2^^,^^4^ However, the combined immunohistochemistry, spatial transcriptomics, and scRNA-seq data in Figure 3 highlight an important discrepancy between the apparent extent of transgene expression on histology and the actual fractions of cells that are transduced at single-cell resolution. Strong *hRPE65* signal in the RPE—the target cell population for functional rescue in *RPE65*-associated Leber congenital amaurosis (LCA)—was detectable by immunohistochemistry and spatial transcriptomics analysis in NHP1 retina sections. However, within the subretinal bleb area, the AAV2 vector containing the ubiquitous CAG promoter transduced approximately 30% of RPE in our study. This implies that single-cell transcriptomic analysis may be a more objective approach for quantifying cellular level transgene expression within the target tissue, while immunostaining provides a qualitative assessment which is dependent on the affinity of the antibodies used. Moreover, the level of transduction *in vivo* has major clinical implications for the level of visual function improvement and future potential for disease progression. For instance, if 70% of RPE cells in the treated area remained deficient for RPE65, these cells would be unable to complete the visual cycle thus may continue to degenerate. The single-cell data also indicated 35% “off-target” transgene expression among rods. While such ectopic expression of RPE65 may be unhelpful in treating LCA, it could be a desirable characteristic for “biofactory” gene augmentation approaches aimed at producing a secreted protein product (e.g., AAV2-CAG-complement factor I gene therapy for dry AMD).^28^ By contrast, the AAV8 vector containing the photoreceptor-specific GRK1 promoter transduced 70%–80% of rods and cones, which represents the majority of the target cell types in *RPGR*-associated XLRP. This could account for the dramatic microperimetry retinal sensitivity improvements seen in clinical trials.^3^^,^^4^^,^^29^ In this instance, the GRK1 promoter robustly restricted transgene expression to photoreceptors, thus minimising off-target effects. Moreover, spatial transcriptomic data indicate the level of AAV-mediate human *RPGR* transgene expression was considerably greater than native macaque *RPGR* expression (Figure 3E). Overexpression of RPGR has previously been reported to be associated with protein mislocalization and potential retinal toxicity in preclinical studies.^30^^,^^31^^,^^32^ However, we did not find any correlation between the level of transgene expression and upregulation of apoptotic marker genes (*BAX*, *CASP3*, and *APAF1*) at the single-cell level. This somewhat abrogates concerns that transgene overexpression may be a cause of retinal toxicity at the therapeutic dose.^33^ We did not find a relationship between inflammation and transgene expression. Although cells from the *mScarlet*-injected bleb contributed a larger share of immune cells in the scRNA-seq dataset (Figure S9C), photoreceptor transgene expression levels were comparable between the *mScarlet* and *hRPGRco* blebs in NHP2 (Figure 3F).

A number of clinical studies have reported incidence of CRA following retinal gene therapy with voretigene neparvovec.^7^^,^^34^^,^^35^ The mechanism of CRA remains unclear. In NHP2, we noted CRA development (seen as confluent hypo-AF and outer retinal thinning) around the area treated with laboratory-grade AAV8-GRK1-*mScarlet* reporter vector (Figure 2, left eye), which was associated with subretinal infiltrates on OCT and the greatest contribution of immune cells to the single-cell analysis (Figures S9C and S9D). This suggests that retinal inflammation can be a potential cause of CRA. Single-cell analysis of immune cells from the *mScarlet* vector-treated area revealed upregulation of MHC class I and immunoproteosome-related genes in rods and cones (suggesting increased presentation of intracellular antigens) as well as antiviral response genes (Figure S8). This could promote presentation of capsid and transgene peptides to infiltrating CD8 T cells, triggering targeted photoreceptor destruction. We also observed a type I interferon response with upregulation of IFN-α/β receptor subunit (*IFNAR2*), interferon regulatory factor (*IRF7*), interferon-related genes (*DDX60*, *OAS1*, and *OAS3*) in rods, as well as elevated IFN-β in the vitreous (Figure 6). This could lead to suppression of transgene expression and stimulate myeloid/NK cell antiviral responses. Interestingly, immune infiltration and CRA were confined to the AAV8-GRK1-*mScarlet* bleb, whereas the AAV8-GRK1-*hRPGRco* and untreated regions remained quiescent, arguing against generalized blood-retinal barrier breakdown and making the shared serotype/promoter unlikely drivers of this difference. A transgene-specific contribution remains plausible given the exogenous nature of mScarlet protein, but the very early TNF-α signal in our iPSC-derived microglia in Figure 7 suggests an innate trigger that precedes transgene expression. Vector-associated impurities such as residual host cell proteins or DNA may contribute to the rapid microglial cytokine response seen for this AAV vector.^36^

Our primate transcriptomic data indicate a retinal infiltrate composed mainly of myeloid cells and T cells (Figures 4 and 5, S7B, and S7D). Although many immune cells derived from the mScarlet bleb in NHP2, raising the possibility of responses to a non-mammalian transgene, vitreous proinflammatory cytokines (IP-10/*CXCL10*, MCP-1/*CCL2*, and IL-8/*CXCL8*) were elevated in both NHPs (Figures 6A and 6B). This *CXCL10*-high pattern, together with myeloid APC-associated and T cell-recruiting chemokines, is characteristic of a type-1/IFN-skewed response to subretinal AAV which does not appear to be contingent on the viral transgene.

A type I cell-mediated response against AAV vectors is consistent with previous observations in mice, where subretinal injection of AAV8-CAG-*GFP* led to a similar composition of leukocyte infiltrate detected by flow cytometry.^15^ A predominant pro-inflammatory T helper 1 pathway in retina NHP sections was also confirmed by Reichel et al. (2017), including a significant upregulation of *CXCL10* at 4 weeks after AAV injection.^37^ *CXCL10* (IP-10) protein was found to be elevated in the vitreous compared to baseline at all three time points from 4 to 12 weeks, especially in NHP2 (Figures 6A and 6B), whereas scRNA-seq performed at 12 weeks showed relatively low level of *CXCL10* mRNA transcripts across retinal myeloid cells. IP-10 is primarily produced by Müller cells, activated microglia and RPE during retinal inflammation.^38^ Because *CXCL10* transcription after AAV exposure is transient and peaks at earlier time points, the timing of our sampling likely explains the discordance: by 12 weeks, transcription has returned to baseline while previously secreted protein remains measurable in the vitreous.

Comparison between single-cell data from untreated and treated retinal punches implicates activation of resident myeloid cells by AAV vectors (Figure 4, Figure 5 and S9). Trajectory analysis infers transition of myeloid cells (including microglia) from a resting state toward two activated states characterized by upregulation of (1) antigen presentation and (2) cell motility gene sets. An acquired antigen-presenting function in microglia would be expected to restimulate AAV antigen-specific infiltrating T cells. Enhanced mobility would enable migration of microglia to the subretinal space, a phenomenon previously suggested by Xiong et al.^39^ Recent work shows infiltrating monocytes can acquire microglia-like features in the retina, including expression of P2RY12 and *AIF1*/IBA1.^40^ 

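Outside the neural retina of the untreated sections, P2RY12 had 0 UMIs in the choroid-like region of NHP1, which allows up to 0.228 UMIs per 10000 there. It had 1 UMI in the sclera-like regions of NHP1, 0.0960 per 10000 (0.00243 to 0.535) against 0.00838 (0.000212 to 0.0467) in its neural retina, and 2 UMIs in the sclera-like regions of NHP2. The summed UMIs of C1QA, C1QB and C1QC, complement genes that mononuclear phagocytes express, were at 8.81 per 10000 (7.28 to 10.6) in the choroid-like region, 4.41 (3.23 to 5.89) in the sclera-like regions and 0.578 (0.450 to 0.732) in the neural retina of NHP1. In NHP2 these sums were 5.27 (4.19 to 6.54) in the sclera-like regions and 1.50 (1.15 to 1.91) in the neural retina. In NHP2 the order depends on the scale: per spot, the sums were 1.68 (1.39 to 2.02), 0.357 (0.261 to 0.476) and 0.264 (0.206 to 0.335) UMIs in these regions of NHP1, and 0.434 (0.345 to 0.539) and 1.88 (1.45 to 2.40) UMIs in those of NHP2. No region of NHP2 was named choroid-like, and its 2 sclera-like regions held 7 and 9 choroid markers, so their sums may include choroid. An unnamed region of NHP2 with EDN3 and PMEL among its leading genes was at 7.67 per 10000 (4.75 to 11.7). The immune genes CHIT1 and CFD were among the leading genes of the choroid-like region of NHP1. CFB was among those of a sclera-like region of each animal, beside FGL2 and the haemoglobin gene HBA in that of NHP2.

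**Figure D3:**
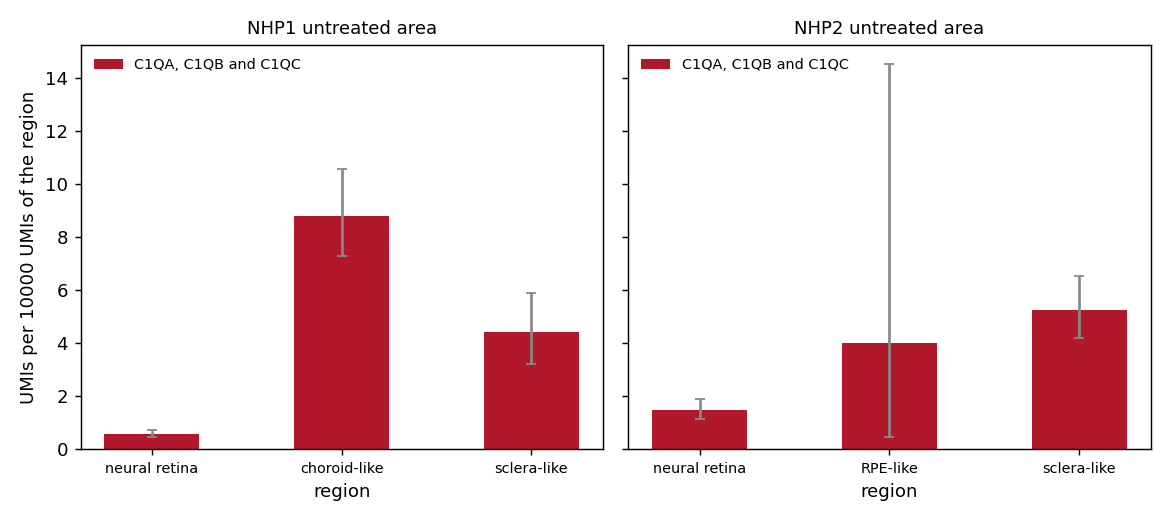
UMIs of C1QA, C1QB and C1QC together per 10000 UMIs of the region, by region, in the untreated sections of NHP1 (left) and NHP2 (right). Bars give the value of the 1 section and lines its exact Poisson 95% interval. In both sections the sclera-like bar stands above the neural retina bar. No region of NHP2 was named choroid-like, and unnamed regions are not drawn.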

IBA1 and P2RY12 staining are therefore not microglia exclusive (Figure 4) as these markers could also label infiltrating macrophages (which could account for the detection of monocytic phagocytes in the choroid and sclera in the spatial transcriptomic data). However, at 12 weeks, we observed very few marker-positive microglia in the inner and outer plexiform layers, while monocytic phagocytes appeared enriched in the subretinal region. This spatial pattern may represent prior redistribution of resident microglia toward the subretinal space following subretinal AAV administration or infiltration of macrophages from the choroid. Since IBA1 gene expression can change with microglia activation, the data do not enable clear differentiation between these two hypotheses. P2RY12 and *HEXB* expression markers decrease in activated microglia. However, the resolution of the Visium platform limited sensitivity to detect less abundant states. 

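In the untreated sections, TMEM119 (ENSMMUG00000050754) had 0 UMIs in the tissue spots, which allows up to 0.0202 UMIs per 10000 in NHP1 and 0.0372 in NHP2. AIF1 (ENSMMUG00000049735), which encodes IBA1, had 3 UMIs in each section, and CX3CR1 (ENSMMUG00000065286) had 1 UMI in NHP1 and 3 UMIs in NHP2. PTPRC, which encodes CD45, had 3 UMIs in each section, and ITGAM had 4 UMIs in NHP1 and 8 UMIs in NHP2. At this depth, a gene with a UMI in a single spot already had a share of 0.187% of the tissue spots of NHP1.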

*TMEM119* and *AIF1*/IBA1 staining of active microglia identified only rare positive cells within the *hRPE65* and *hRPGRco* vector-treated retinas at 12 weeks (data not shown), supporting the interpretation that the strong P2RY12 and HEXB signal seen in Figures 4A and 4C reflects the majority of microglia captured in this experiment.

Whether the two branches based on trajectory inference are truly separate, or whether the motility gene expression program is an intermediate on the path to an antigen presenting phenotype, requires further exploration. Further insights into the role of microglia in GTAU were gained from human iPSC-derived microglia stimulated with AAV vectors. AAV exposure led to a rapid increase in microglia phagocytic activity and release of inflammatory cytokines, including TNF-α, IFN-α2, IL-6, and MCP-1. MCP-1 was consistently identified as a key monocyte chemoattractant expressed by myeloid cells in the NHP retinas by single-cell analysis and a prominent cytokine in vitreous biopsies but not in the first 96 h after AAV exposure in iPSC-derived microglia (Figure 7). Together, these results implicate retinal microglia as a key orchestrator of immune response against AAV and recruiter of adaptive immunity.

At 12 weeks post-subretinal gene therapy, the infiltrating T cells in the retina showed signs of exhaustion similar to those seen during chronic viral infection, with high expression of cytotoxicity genes and immune checkpoints (*PD1*, *TIGIT*, and *ICOS*) (Figure S11D and S11E). We also detected a subset of CD8^+^ effector memory T cells. The extent to which these cells are actively killing transduced retinal cells remains to be determined. Their presence carries significant clinical implications for second eye treatment in the same patient as re-challenge with the same antigen may lead to more severe and prolonged retinal inflammation. Interestingly, we also found evidence of both Tregs and IL-10 + T cells, which are likely dampening the ongoing immune response. Understanding the interactions between these subsets of T cells and the myeloid cells will be important in developing more effective prophylaxis and treatment for GTAU.

The use of adjunctive intravitreal adalimumab at 4 weekly intervals had limited impact on the immune response seen *in vivo* at 12 weeks over and above the effects of a single dose of periocular corticosteroid (triamcinolone) at the time of gene therapy surgery. Given the small number of eyes and the concentration of inflammation in one animal, the study was not powered to evaluate intravitreal anti-TNF-α. However, adalimumab did suppress the transient TNF-α rise (first 4 h) in human iPSC-microglia exposed to the AAV8-GRK1-*mScarlet* preparation *in vitro* (Figure 7), suggesting that while TNF-α may be part of the early response to vector exposure, it may not play a major role in chronic GTAU. The vitreous profile instead suggests CXCL10, IL-6, and CXCL8 pathways as potential candidates for subsequent studies.

In conclusion, our appreciation of the cellular effects of AAV gene therapy in human eyes has so far been limited by the “black box” effect of the treatment in patients. This study provides deep insight into the nature of immune response to AAV-mediated retinal gene therapy in primates using a combination of spatial and single-cell transcriptomic approaches. Spatial transcriptomics has gained significant traction in recent years to bridge the gap between structural and transcriptomic analyses but has seen limited application to the retina to date in the mouse and human.^41^^,^^42^ To our knowledge, the present study is the first to apply spatial transcriptomics to the NHP retina. However, this exploratory study in two macaques (four AAV-treated eyes) carries a number of limitations. A limitation of spatial and single-cell transcriptomic studies in NHPs is the incomplete annotation of the *Macaca mulatta* genome relative to the human reference. While rhesus macaques are phylogenetically close to humans and represent a highly relevant model for studying immune responses, the characterization of immune-related genes in the macaque genome remains an evolving field. Immunoglobulin heavy chain genes in particular are not yet fully described in current macaque reference databases, meaning that B cell-related transcriptomic signals may be underrepresented in our dataset. 

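The reference used for the untreated sections holds 10 features with an immunoglobulin heavy chain name, of which 8 are variable segments and the others are IGHM and IGHE. None of the 10 had a UMI in the tissue spots or the spots off tissue of either section. Heavy chain genes among the features left without a gene name were not searched for, so heavy chain RNA is not shown to be absent. JCHAIN, a gene of antibody-secreting cells chosen after its values were seen, had 29 UMIs in the tissue spots of NHP1 and 54 UMIs in those of NHP2.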

As such, while our data robustly capture key inflammatory signatures including T cell infiltration, chemokine expression, and glial reactivity, conclusions regarding the full breadth of the humoral immune response should be drawn with caution, and future studies will benefit from continued improvements in macaque genome annotation. Nonetheless, our single-cell and spatial datasets combine to provide cell-type and location-resolved insight into AAV-associated inflammation in the primate retina. This resource helps prioritize targets for GTAU mitigation in humans and informs sampling windows and biomarkers relevant to human gene therapy.

## Materials and methods

### AAV vectors

The AAV2-CAG-*hRPE65* vector (voretigene neparvovec-rzyl, Luxturna, Spark Therapeutics, Inc., USA) was GMP-grade vector surplus from approved human retinal gene therapy. The AAV8-GRK1-*hRPGRco* vector was produced at the Nationwide Children’s Hospital (Columbus, OH, USA) Vector Core as an “engineering grade” batch for pre-clinical studies.^3^

The *mScarlet*-expressing AAV vectors used for NHPs subretinal injections and iPSC-derived microglia experiments (AAV8-GRK1-*mScarlet*) were produced via transient transfection of adherent HEK293T cells. Confluent HYPERflasks (Corning Life Sciences, Tewksbury, MA, USA) were transfected with the pDG RepCap plasmid (Plasmid Factory, Bielefeld, Germany) of appropriate serotype and the transgene plasmid in TransIT-VirusGEN Transfection Reagent (Mirus bio, Madison, WI, USA). HYPERflasks were harvested 72 h post-transfection and the cell pellet lysed (lysis buffer 1 M Tris, 150 mM NaCl, cOmplete Protease Inhibitor (Roche, Basel, Switzerland) in water, pH 8.5). Lysate was subjected to three freeze-thaw cycles and Benzonase (Merck, Darmstadt, Germany) treated. AAV particles were isolated via an ultracentrifugation iodixanol gradient then concentrated and buffer exchanged for phosphate-buffered saline (PBS) with an Amicon Ultra 100 k filter unit (Merck Millipore, Burlington, MA, USA). Titer was determined by qPCR with primers specific to the transgene (see Table S1). The *mScarlet* vector preparation was confirmed to be under the limit of detection of endotoxin (<0.10 EU/mL) with the Pierce Chromogenic Endotoxin Quant Kit (https://www.thermofisher.com/order/catalog/product/A39552), and *in vivo* safety was pre-tested by subretinal administration of 1.5 × 10^9^ vg in mice without observable adverse effects on OCT.

Engineering-grade AAV8-GRK1-*hRPGRco* vector and research-grade AAV8-GRK1-*mScarlet* vector were compared for purity and contaminating protein content by SDS-PAGE (Figure S15). Briefly, 10 μL of AAV stock was mixed with 5 μL 5× protein loading buffer in 10 μL of PBS and denatured at 95°C for 10 min. Samples were loaded onto a 10% Criterion TGX Precast Protein gel (Bio-Rad) alongside 10 μL of BLUye Prestained Protein ladder (Sigma-Aldrich). Gels were run for 105 min at 100 V in 1× SDS running buffer. Gels were washed three times in water for 5 min on a shaker and then submerged in Bio-Safe Coomassie G-250 stain (Bio-Rad) for 2 h. The gel was washed three more times with water and then imaged with LICOR Odyssey Imager (LICOR). AAV capsid protein bands are expected at ∼87 kDa (VP1), ∼72 kDa (VP2), and ∼62 kDa (VP3).

### Animals

Two rhesus macaques (*Macaca Mulatta*) aged 5 years (NHP1) and 6 years (NHP2), obtained from the Medical Research Council (MRC) Centre for Macaques (Harwell Institute, Salisbury, UK), were used in this study. Animals were handled in accordance with The Animals (Scientific Procedures) Act 1986 and UK Home Office regulations. All procedures were performed under general anesthesia with sevoflurane and medetomidine, with additional ketamine IV infusion for electroretinograms (ERGs). At baseline, 5 mL of blood was collected. cSLO, OCT, and blue-light AF imaging were performed with Heidelberg Spectralis HRA (Heidelberg Engineering, Heidelberg, Germany) and analyzed with Heidelberg Eye Explorer (HEYEX). Due to the orientation of the camera, all OCT images are inverted such that the inferior retina appears at the top of the images and the superior retina appears at the bottom. Light and dark-adapted baseline ERGs were obtained using a RETeval (LKC Technologies, Gaithersburg, MD, USA).

25-gauge pars plana vitrectomy was performed in all eyes with subretinal injection of AAV vectors using 38G subretinal cannula (MedONE, Sarasota, FL, USA) and foot-pedal-controlled viscous fluid injection (Alcon Constellation, Alcon, Fort Worth, TX, USA), as per human retinal gene therapy surgery.^43^ NHP1 received 1.5 × 10^11^ vg of *voretigene neparvovec* via two subretinal injection blebs in both eyes (Figure 1). NHP2 received subretinal injections of 1.25 × 10^11^ vg of AAV8-GRK1-*hRPGRco* and 2.5 × 10^10^ vg of AAV8-GRK1-*mScarlet* (a “shadow” vector construct expressing a fluorescent reporter) in two separate blebs to each eye. At the end of the procedure, all four eyes of the two NHPs received subtenon injection of 40 mg triamcinolone acetate (Kenalog, Bristol Myers Squibb, Princeton, NJ, USA) and topical dexamethasone/neomycin/polymyxin B (Maxitrol, Southfield, MI, USA) ointment as standard. In addition, both left eyes received intravitreal injection of 1.5 mg of the humanized anti-TNF-α antibody, adalimumab (Amgevita, Amgen Limited, Cambridge, UK). No additional drops or systemic immunosuppression was given.

Based on the actual vector dose injected, areas of subretinal blebs measured on AF images, and an assumed RPE cell density of 4,000 cells/mm^2^,^20^ we estimated the vector dose per RPE cell for each treated area (Table 1). Blood sampling and retinal imaging were performed at baseline (before AAV subretinal injections) and every 2 weeks thereafter. Vitreous biopsy was obtained at baseline then every 4 weeks. Light and dark-adapted ERGs were obtained at baseline, 6 and 10 weeks. Intravitreal injection of 1.5 mg of adalimumab to the left eyes was repeated at 4 weekly intervals. The animals were euthanized, and eyes and spleen were harvested at 12 weeks.

### Cytokine assays on NHP vitreous and blood samples

NHP serum and vitreous samples were assessed using the LEGENDplex NHP Inflammation Panel with V-bottom Plate (BioLegend, San Diego, CA, USA) according to manufacturer’s instructions. Briefly, serum or vitreous fluid samples were centrifuged at 500 *g* for 5 min to clear then snap frozen on dry ice for storage at -80°C to be analyzed with samples from all time points together later. Vitreous samples were all run undiluted, whereas serum samples were diluted 1:4 in assay buffer as per the manufacturer’s recommendations. 25 μL of sample was incubated with pre-defined mixed beads in assay buffer for 2 h at room temperature with 800 rpm shaking. Samples were spun down at 250 *g* for 5 min, supernatant discarded, and washed in wash buffer twice. Detection antibodies were added and incubated for 1 h at room temperature with 800 rpm shaking. SA-PE was added directly to sample wells and incubated for 30 min at room temperature with 800 rpm shaking. Samples were spun down and washed as mentioned previously, followed by final resuspension in 150 μL wash buffer. Samples were run on the Cytek Aurora’s 5-Laser Full Spectrum Cytometer 16UV-16V-14B-10YG-8R (Fremont, CA, USA), set up as per the manufacturer’s instructions to gate for the specified bead populations (www.biolegend.com/legendplex). Data were analyzed in the LEGENDplex Data Analysis Software (Qognit, BioLegend).

### Dissection and tissue preparation

After rapid harvesting of the globes, the cornea and the lens were first carefully removed. The posterior eyecup was flattened with four diagonal radial cuts and the remaining vitreous carefully removed. The flattened eyecup was transferred to a glass slide. Guided by vascular landmarks on retinal images, 4 mm full-thickness retina/choroid/sclera punches were obtained using skin biopsy punches corresponding to treated and untreated areas and numerically assigned for downstream processing. For single-cell transcriptomic analysis, the retina was lifted away from the underlying RPE/Bruch’s membrane of the biopsy punch for dissociation and library preparation. For spatial transcriptomic analysis, full-thickness punches were embedded in optimal cutting temperature compound (VWR, Radnor, PA, USA) and snap frozen in isopentane for storage (at -80 °C) or sectioning as per 10× Genomics protocol. For immunohistochemistry, additional full-thickness punches were incubated in pre-chilled 4% PFA for 30 min at room temperature, then transferred to 1% PFA and stored at 4°C until processing.

### Immunohistochemistry and confocal microscopy

Retinal biopsy punches fixed in 1% PFA were cryosectioned to 10 μm slices at −20°C onto Superfrost plus slides (VWR). Slides were washed with PBS. For sections stained with anti-IBA1 (Fujifilm Wako, Osaka, Japan), an additional antigen retrieval step was performed. Briefly, slides were immersed in a pre-heated solution of 10 mM citrate buffer (Thermo Fisher Scientific, Waltham, MA, USA) and 0.05% Tween 20 and then heated several times at high temperature. After cooling the slides at room temperature for 20 min, samples were washed with 0.05% Tween 20 in PBS. All conditions were blocked with 10% Normal Donkey Serum (NDS), 0.05% Triton X-100 in PBS. Slides were then incubated overnight at 4°C with primary antibodies (full list in Table S2) in a solution composed of 1% NDS, 0.05% Triton X-100, and PBS. The next day, slides were washed with 0.05% Tween 20 in PBS and incubated with secondary antibodies under dark conditions for 2 h at room temperature. Slides were then briefly washed with 0.05% Tween 20 in PBS before being counterstained with Hoechst diluted at 1:1000 for 15 min in the dark. Coverslips were mounted in SlowFade Diamond Antifade Mountant (Thermo Fisher Scientific) and sealed. z stack images were captured on a Zeiss LSM 710 confocal microscope and post-analysis was performed in Fiji.^44^

### Retinal dissociation, single-cell library preparation, and sequencing

Retinal biopsies were dissociated using the Worthington Papain Dissociation system (Worthington, Lakewood, NJ, USA). Retinas were placed in a solution of 20 U/mL papain, 0.005% DNase I with 1 mM L-cysteine and 5 mM EDTA in Earle’s balanced salt solution (EBSS) for 10 min at 37°C with frequent, gentle agitation. Samples were then diluted by addition of 500 μL of EBSS to inactivate the papain and centrifuged at 300 *g* for 5 min at room temperature. Pellets were resuspended in 525 μL of a solution containing 1 mg/mL ovomucoid and BSA and 100 U/mL DNase I in EBSS. The resulting suspension was carefully layered over 500 μL ovomucoid/BSA solution and centrifuged at 70 *g* for 6 min. Supernatant was discarded and cells were resuspended in PBS containing 0.04% BSA.

Library preparation for scRNA-seq analysis of dissociated retinal cells was performed using the Chromium Next GEM 10X Single-cell 5′ v2 Dual Index Kit (10× Genomics, Pleasanton, CA, USA), which includes post GEM-generation clean-up, cDNA amplification and DNA quantification. Libraries were quality controlled and sequenced by Novogene (Cambridge, UK) using the Illumina NovaSeq X (Illumina, San Diego, CA, USA). Transformed raw sequencing data were provided as FASTQ files. The Cellranger MkRef pipeline from 10× Genomics was used to build a custom reference genome using FASTA and GTF files for the Mmul_10 *Macaca mulatta* reference genome appended with additional AAV transgene sequences. Cellranger count was then used to perform alignment, filtering, barcode counting, and UMI (unique molecular identifier) counting from FASTQ files to the custom reference genome. This generated feature-barcode matrices for each sample, which was used for downstream analyses.

### Analysis of NHP scRNA-seq data

The SoupX package was used to correct raw feature-barcode matrices for ambient RNA contamination,^45^ followed by doublet detection with scDblFinder.^46^ Corrected matrices were then used for analysis with Scanpy.^47^ Commonly used QC metrics, such as UMI count, number of features, percentage mitochondrial RNA and percentage ribosomal RNA were used to filter out low-quality cells, and doublets called by scDblFinder were removed. Samples were then log normalized and highly variable genes were selected. Harmony integration was then performed to remove batch effects and generate a single feature barcode matrix.

The integrated matrix was passed through standard dimensionality reduction and clustering pipelines in Seurat.^48^ Briefly, principal-component analysis (PCA) was used to determine dataset dimensionality, followed by shared nearest-neighbor graph construction and dimensionality reduction with the uniform manifold approximation projection (UMAP) method. Annotated clusters were individually subclustered and iteratively re-processed to further remove low-quality droplets and doublets. Differential expression was performed by pseudobulking each identified cell type by sample with decoupleR and analyzing with the DESeq2 package.^49^^,^^50^ Ranked gene lists from DESeq2 output were used for gene set enrichment analysis using the Molecular Signature Database (MSigDB) Gene Ontology Biological Process gene sets with the fgsea package in R.^51^ Trajectory inference was performed on myeloid cells with the scFates package in Python following the tree analysis guidelines.^52^ Prior to trajectory inference, the force-directed graph of myeloid cells was drawn using the “draw_graph” function in Scanpy with the Fruchterman-Reingold algorithm.^53^ The ProjecTILs package was used for projecting the T cell subset onto the annotated ProjecTILs dataset using the standard pipeline.^27^

### Spatial transcriptomic library generation, processing, and analysis

For spatial transcriptomics assays, the Visium Spatial v.1 3′ Gene Expression technology (10× Genomics) based on polyA capture was applied. Following optimization, fresh-frozen retinal punch biopsies from NHP1 and NHP2 were sectioned at 10 μm with a cryostat and positioned on a Visium (10× Genomics) spatial gene expression slide. The Visium slide was fixed in pre-chilled methanol at −20°C for 30 min, and stained with Hematoxylin & Eosin (H&E). In parallel, RNA from ten adjacent tissue sections were extracted using RNAse-Free DNase kit (Qiagen, Hilden, Germany) and RNA quality checked using Agilent Tapestation (Agilent Technologies, Santa Clara, CA, USA). The H&E-stained retina sections were imaged with the Zeiss Axioscan 7 microscope slide scanner (Zeiss, Oberkochen, Germany). Following 10X Genomics protocol, retina sections were incubated for permeabilization for 12 min at 37°C and reverse transcription was performed. Next, second strand cDNA was synthetized and total cDNA was denatured. qPCR was performed using 10× Genomics’ specific cDNA primers for cDNA quantification before cDNA amplification and clean-up. The next day, cDNA integrity was measured. Spatial gene expression library was finally constructed and sequenced with Illumina NovaSeq X Plus by Novogene.

FASTQ files containing sequencing reads, previously generated custom Mmul_10 reference genome with additional AAV transgene sequences and TIF image files of H&E-stained retina sections were used as input to the Spaceranger count function. Combined data were analyzed with 10× Genomics’ Loupe browser software. Since the Visium v.1 3′ Gene Expression platform is based on polyA capture, human and macaque transcripts can be clearly distinguished: human *RPE65* or codon-optimized *RPGR* transcripts were markers of AAV-derived human transgenes, while endogenous *Macaca mulatta RPE65* or *RPGR* transcripts aligned specifically with the *Macaca mulatta* reference genome.

### Differentiation of human iPSC to microglia

Cells were cultured at 37°C in 5% CO_2_. Healthy human iPSCs (BIONi037-A, Bioneer, Hørsholm, Denmark) were differentiated into microglia using previously described protocol.^54^ Briefly, batch-QCed iPSCs were plated in Geltrex-coated well plates in mTeSR1 medium (STEMCELL Technologies, Vancouver, Canada) supplemented with Rho kinase inhibitor upon thaw to maintain viability during single-cell suspension (Y27632 Abcam, Cambridge, UK). The cell medium was changed daily, then cells were centrifuged at 400 *g* into AggreWell 800 plate (STEMCELL Technologies) with embryoid body (EB) medium (mTeSR1 medium supplemented with BMP4 at 50 ng/mL (Invitrogen, Thermo Fisher Scientific); VEGF at 50 ng/mL (Invitrogen); SCF at 20 ng/mL (Miltenyi Biotec, Bergisch Gladbach, Germany); and penicillin-streptomycin (P/S) at 100X (Gibco, Thermo Fisher Scientific). After 4 days with daily feeding, EBs were separated from debris with a 40 μM cell strainer and plated in T175 flasks with myeloid differentiation medium: X-VIVO 15 cell media (Lonza, Basel, Switzerland) supplemented with 1X GlutaMax (Gibco, Thermo Fisher Scientific), 1X 2-Mercapto-ethanol (Gibco), M-CSF at 100 ng/mL (PHC9501, Invitrogen), and IL-3 at 25 ng/mL (Invitrogen). Differentiation cultures were fed weekly and emergent primitive macrophage precursors were harvested from the supernatant 8 weeks after for microglia differentiation. Primitive macrophage precursors were separated from EBs with a 40 μM cell strainer, counted and resuspended in microglia medium: 1X Advanced DMEM/F12 (Thermo Fisher Scientific) supplemented with 1X Glutamax, M-CSF at 25 ng/mL, GM-CSF at 10 ng/mL (Invitrogen), TGFB1 at 50 ng/mL (Peprotech, Cranbury, NJ, USA), IL-34 at 100 ng/mL (Peprotech), and P/S at 50 U/mL. Macrophage precursors were then plated in 96-well plates, and a 50% media change was performed tri-weekly for 2 weeks. After macrophage precursor differentiation into microglia, cells were collected for assays.

### Phagocytosis assay and cytokine profiling of iPSC-derived microglia

For phagocytosis assays, all iPSC-derived microglia were treated with pHrodo Green Zymosan Bioparticles (Thermo Fisher Scientific) as phagocytic cargo. Control cells were treated with zymosan only. The “AAV8-treated 72 h prior” were transduced with an AAV8-CAG-*mScarlet*-WPRE vector at a multiplicity of infection (MOI) of 10,000 seven days after microglia differentiation. 72 h after transduction, the media was changed, and cells were washed three times by gently pipetted fresh media onto and swirled the plate to remove any residual AAV vector prior to induction of phagocytosis. The “AAV8-treated fresh” were stimulated with AAV8-CAG-*mScarlet*-WPRE present in cell media during the phagocytosis assay only. The “lipopolysaccharide (LPS)-treated” cells were included as a positive control. Four replicate wells were included per condition. The phagosome acidification index was determined by fluorescence microscopy as the total amount of pHrodo Green signal above threshold for each time point over the number of cells and processed by Fiji.

As performed for the NHP vitreous and blood samples, a similar LEGENDplex Cytokine assay was performed on the human iPSC-derived microglia. Cells were plated in 96-well plates in microglia medium. At baseline, previously described AAV vectors (AAV2-CAG-*hRPE65*, AAV8-GRK1-*hRPGRco*, or AAV8-GRK1-*mScarlet*) were added to the cells at an MOI of 10,000. In some wells, adalimumab (Amgevita 20 mg, Amgen Limited) was also added to the supernatant at a final concentration of 1 μg/mL. Supernatant was then collected at 1, 4, 24, 48, 72, and 96 h, assessed using the LEGENDplex Human Inflammation Panel (BioLegend) or the LEGENDplex Human *CXCL10* (IP-10) Capture Bead A5 (BioLegend), and analyzed as previously described.

## Data and code availability

Code used for analysis is available on GitHub (https://github.com/JoelQuinn). Raw and processed scRNA-seq files have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO series accession number GSE304621. Raw and processed Visium spatial RNA-seq files are accessible through GEO series accession number GSE304504.

## Acknowledgments

This work was supported by grant funding from the 10.13039/100010269Wellcome Trust (216593/Z/19/Z). K.X., J.C.-K., and J.Q. would like to acknowledge additional funding from the 10.13039/501100000265Medical Research Council (MR/Z504725/1, MR/X013189/1, and MR/N013468/1). M.C.J. would like to acknowledge funding from the 10.13039/501100000268Biotechnology & Biological Sciences Research Council (BB/X511353/1). K.X. is indebted to Prof. Alistair Lamb (Nuffield Department of Surgical Sciences, 10.13039/501100000769University of Oxford) for advice on spatial transcriptomic analysis, Prof. Andrew Dick (UCL Institute of Ophthalmology), and Prof. M Dominik Fischer (Nuffield Department of Clinical Neurosciences, 10.13039/501100000769University of Oxford) for discussions over NHP experimental plans. We thank the staff members of Biomedical Services, Lucy Underdown, Dr. Henri Bertrand, Katie Underdown, Sarah Rohling, Andrew Emberton, and Kelly Simpson for their expert care of the animals and assistance with anesthesia. We are also grateful to Dr. Helen Ferry at the Flow Sorting Facility (Experimental Medicine Division, University of Oxford) for expert technical assistance with flow cytometric analysis.

## Author contributions

K.X. conceptualized, planned, and supervised the project. C.M.-F.d.l.C. provided AAV vectors and performed dissection and tissue processing for immunohistochemistry and spatial transcriptomics. K.X. performed gene therapy surgery with assistance from J.C.-K. and R.E.M. C.S. and S.A.C. produced iPSC-derived microglia. M.C.J. produced the *mScarlet* vector and conducted immunological analyses. J.Q. performed single-cell RNA-sequencing and bioinformatic analysis. C.S. performed immunohistochemistry, spatial transcriptomic processing, and analysis. C.S. and K.X. wrote the original manuscript, and all authors contributed to the editing and reviewing process.

## Declaration of interests

K.X. is co-I on clinical trials sponsored by Beacon Therapeutics, AAVantgarde Bio and AbbVie. J.C.-K. is a PI on clinical trial sponsored by Beacon Therapeutics. R.E.M. is a scientific co-founder and consultant to Beacon Therapeutics. R.E.M. is a named co-inventor on a patent for RPGR gene therapy owned by the University of Oxford. C.M.-F.d.l.C. has received grant funding from Beacon Therapeutics and the Macular Society UK for work on RPGR gene therapy.

# Supplementary material for: Single-cell and spatial transcriptomic analyses of gene therapy-associated retinal inflammation in non-human primates
**Source:** Mol Ther Adv. 2026 Mar 30;34(2):201726. doi: 10.1016/j.omta.2026.201726
**Supplement:** Document S1. Figures S1–S15 and Tables S1 and S2

## **Supplemental information**

### **Single-cell and spatial transcriptomic analyses of gene therapy-associated retinal inflammation in non-human primates**

**Célia Sourd, Joel Quinn, Molly C. John, Cristina Martinez-Fernandez de la Camara, Lakshanie C. Wickramasinghe, Moustafa Attar, Hoda Shamsnajafabadi, Ahmed Salman, Sally A. Cowley, Calliope A. Dendrou, Robert E. MacLaren, Jasmina Cehajic-Kapetanovic, and Kanmin Xue**

**Table S1. List of PCR primers.**

| <b>Name</b>       | <b>Sequence</b>      | <b>Purpose</b>           |
|-------------------|----------------------|--------------------------|
| <b>mScarlet_F</b> | GCGTGATGAACTTCGAGGAC | qPCR Titration of Vector |
| <b>mScarlet_R</b> | CTTGTAGATCAGGGTGCCGT | qPCR Titration of Vector |

**Table S2. List of antibodies.**

| <b>Target</b> | <b>Host</b> | <b>Clonality</b> | <b>Reference</b> | <b>Supplier</b>   | <b>Working dilution</b> |
|---------------|-------------|------------------|------------------|-------------------|-------------------------|
| <b>RPGR</b>   | Rabbit      | Polyclonal       | HPA001593        | Sigma-Aldrich     | 1:200 (IHC)             |
| <b>RPE65</b>  | Mouse       | Monoclonal       | 401.8B11.3D9     | Novus Biologicals | 1:250 (IHC)             |
| <b>IBA1</b>   | Rabbit      | Monoclonal       | 019-19741        | Wako              | 1:500 (IHC)             |
| <b>GFAP</b>   | Chicken     | Polyclonal       | Ab4674           | Abcam             | 1:200 (IHC)             |
| <b>CD45</b>   | Rabbit      | Monoclonal       | Ab281586         | Abcam             | 1:250 (IHC)             |

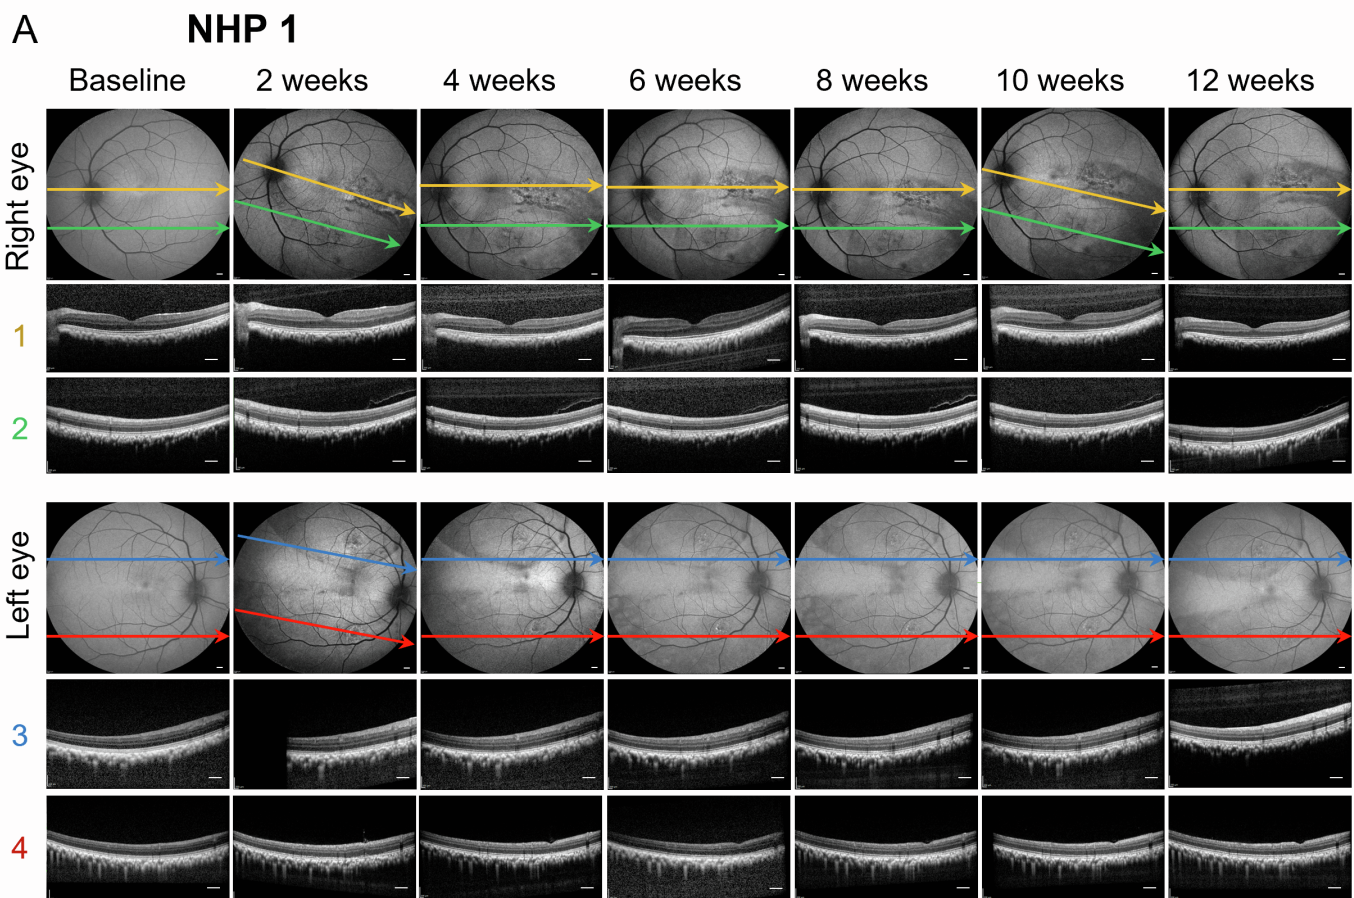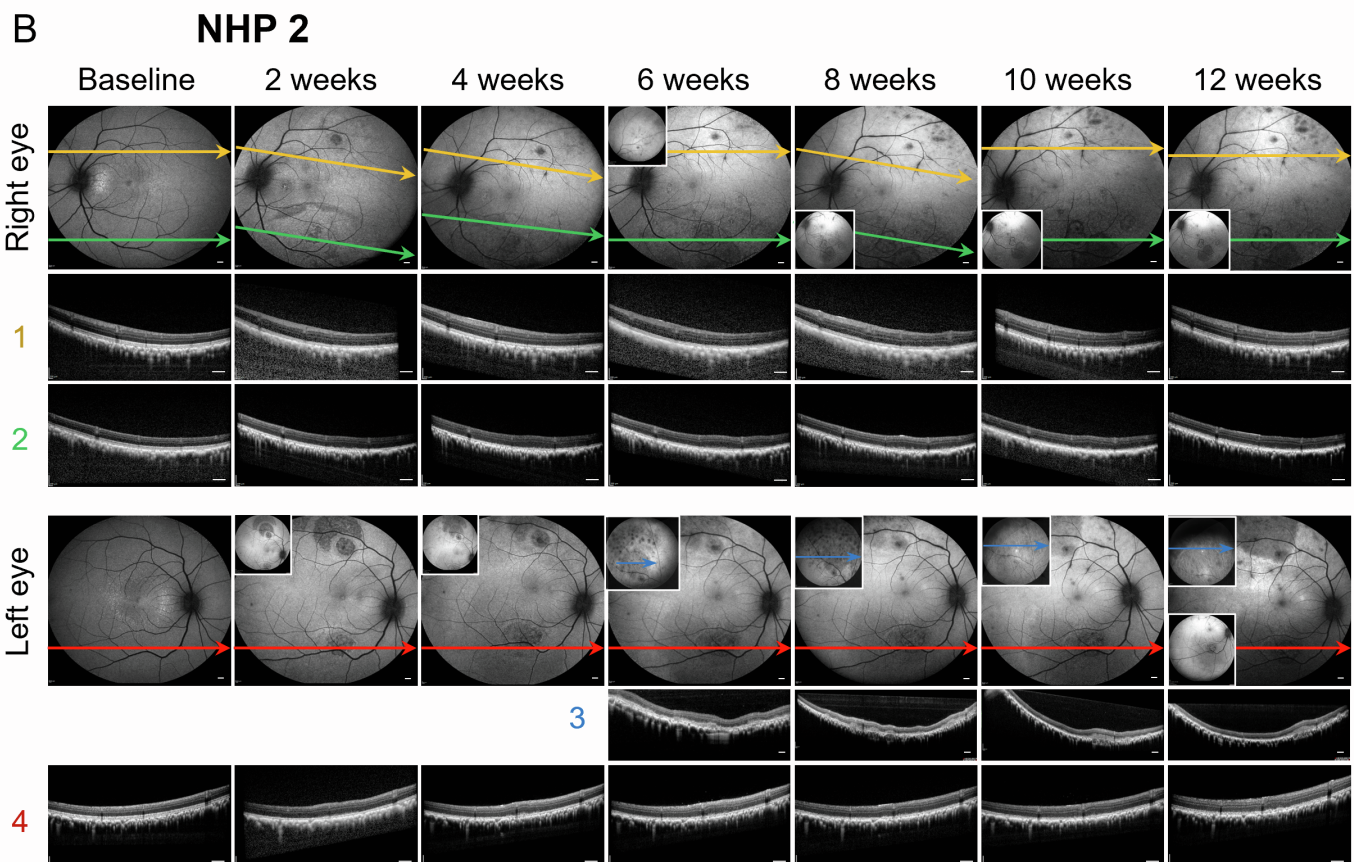

**Figure S1. Longitudinal multimodal retinal imaging over 12 weeks following subretinal injection of AAV vectors in NHPs.**

See Figure 2. Longitudinal multimodal retinal imaging of the macula following subretinal injection of AAV vectors over 12 weeks of both eyes of NHP1 (**A**) and NHP2 (**B**). The coloured lines represent the locations of OCT sections mapped to the fundus autofluorescence (AF) images from inside the treated subretinal bleb areas. Note that all retinal images are vertically inverted (top of the image representing inferior retina). Hypo-autofluorescent patches corresponding to the development of RPE/outer retinal atrophy can be seen along the inferior arcade of the left eye of NHP2 which was treated with an AAV8-GRK1-*mScarlet* vector. The surrounding region showed increased background hyper-autofluorescence which likely represents mScarlet reporter expression. Scale bars = 500  $\mu$ m.

## A NHP 1

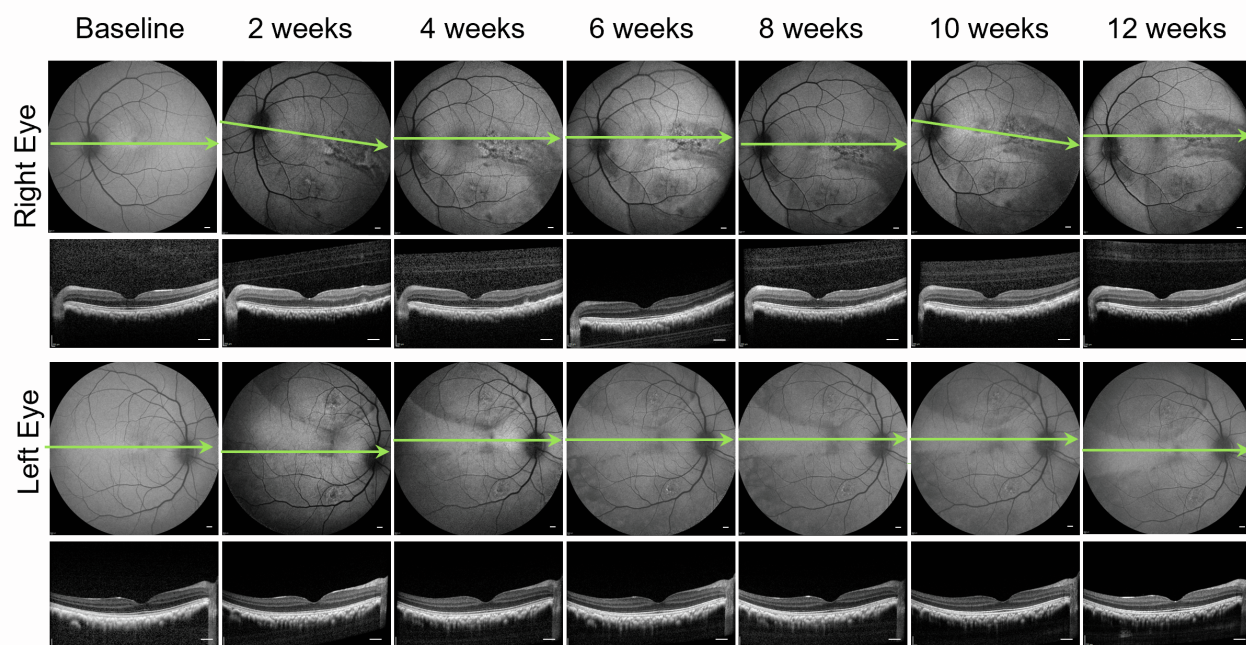

## B NHP 2

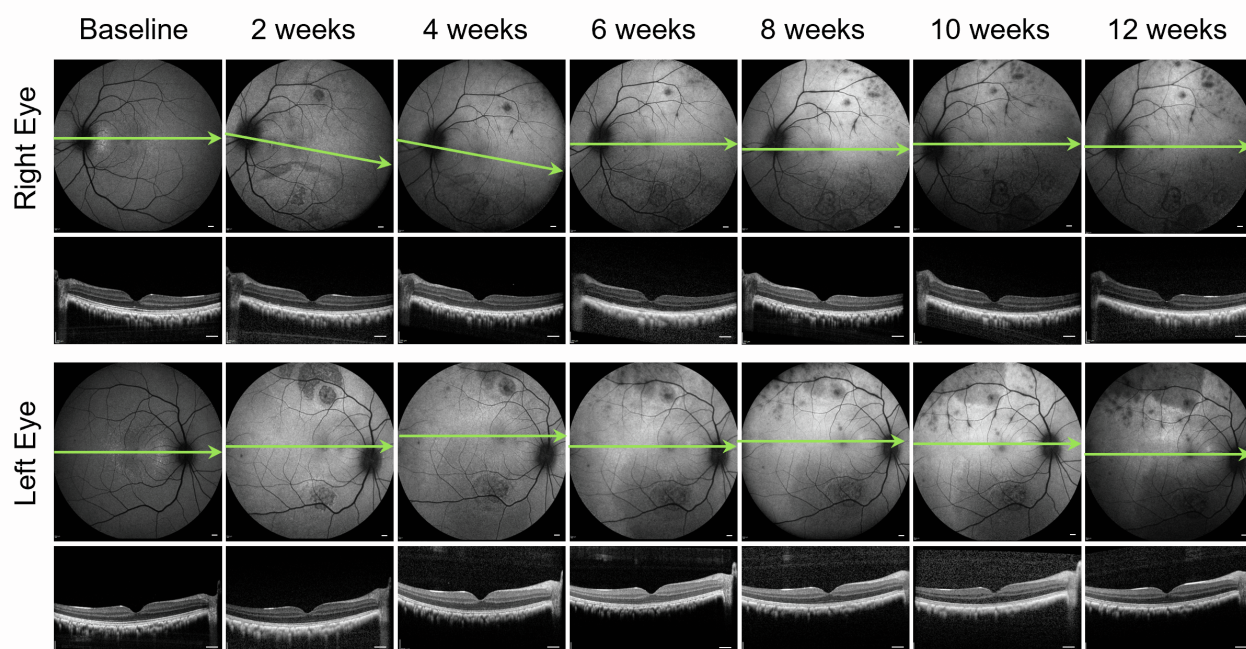

## C

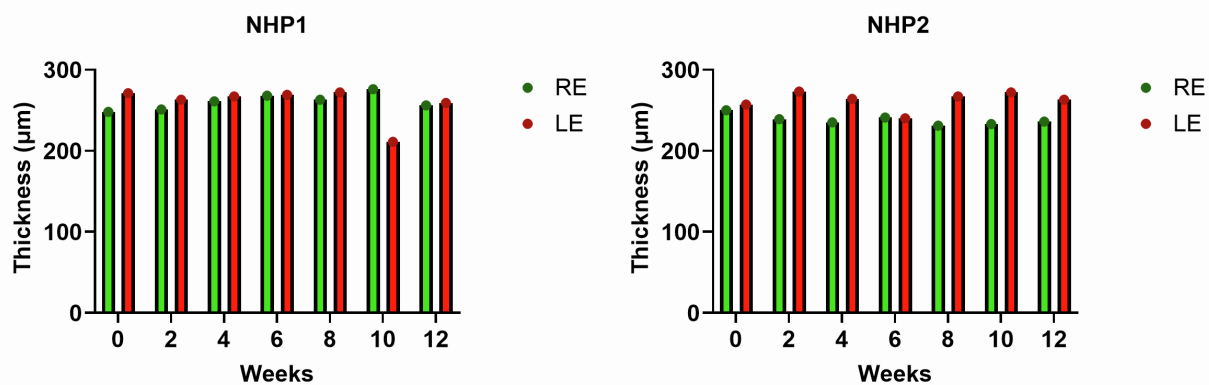

**Figure S2. Preservation of macula anatomy following subretinal AAV gene therapy in NHPs.**

Fundus autofluorescence (AF) and OCT imaging of the macula following subretinal injection of AAV vectors over 12 weeks of the right and left eyes of NHP1 (**A**) and NHP2 (**B**). Green lines on the AF images represent the localisations of corresponding OCT sections across the fovea. White bars represent a scale of 500 $\mu$ m. (**C**) Retinal thickness at the macula of NHP1 and NHP2 derived from the OCT images showed no significant changes over 12 weeks.

# Baseline

# 10 weeks

DA 0.01

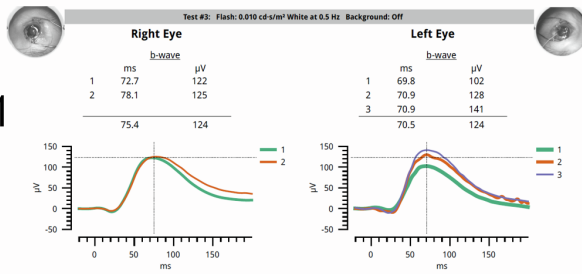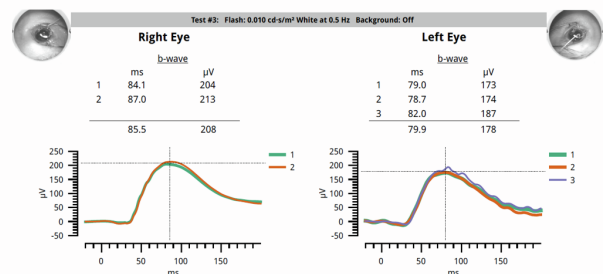

DA 3

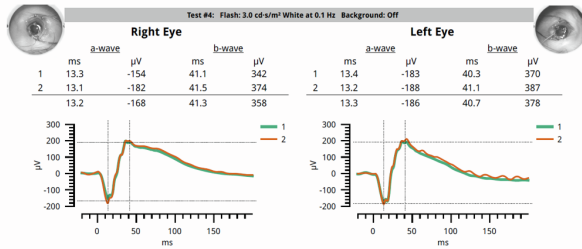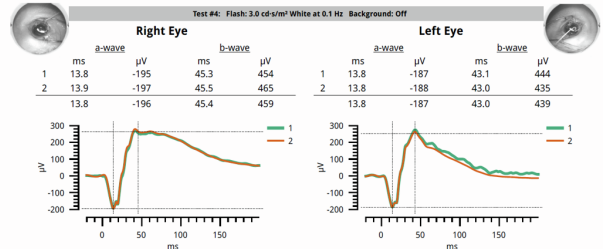

DA 10

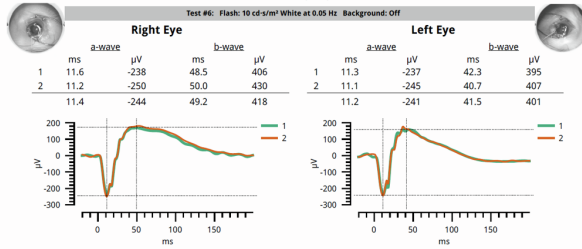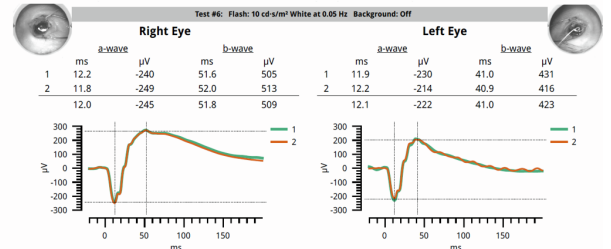

DA OPs

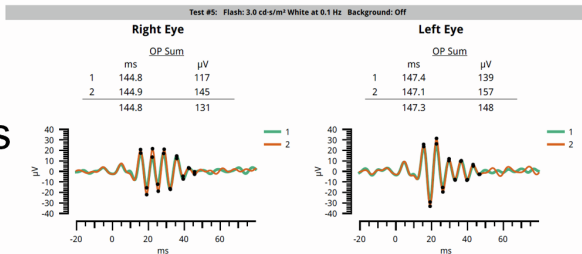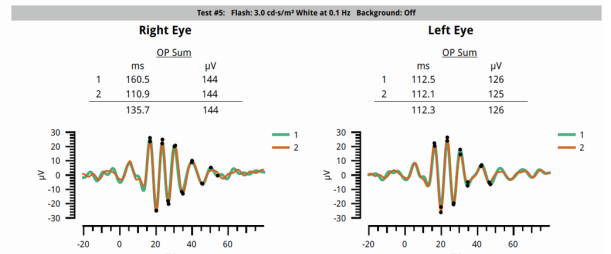

LA 30Hz

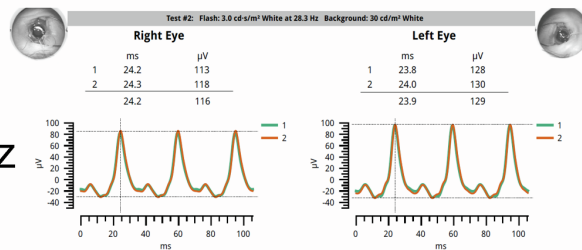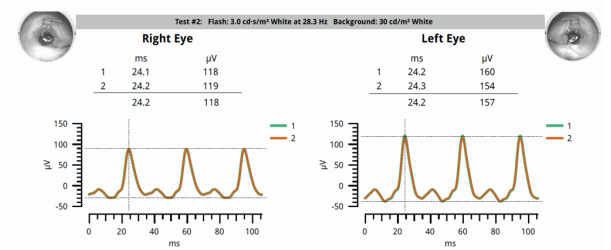

LA 3

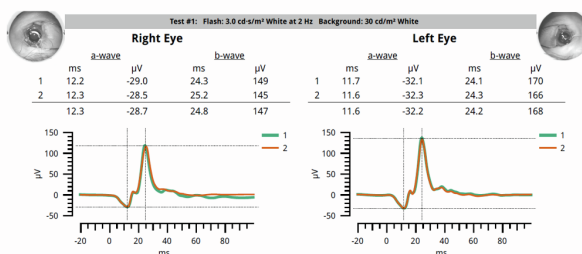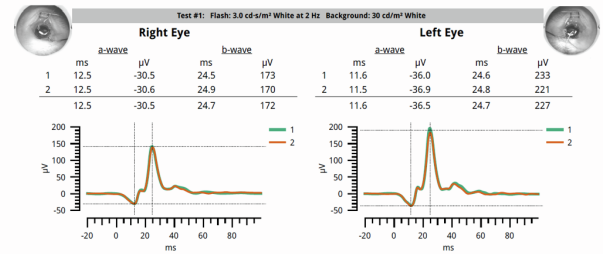

### **Figure S3. Electroretinogram of NHP1.**

Electroretinogram (ERG) responses recorded under dark-adapted (DA) and light-adapted (LA) conditions at baseline and 10 weeks after treatment in the right and left eyes of NHP1. Measurements included standard a-wave and b-wave responses, as well as oscillatory potentials (OPs) and 30 Hz flicker were performed in duplicates (green and orange lines) to assess retinal function.

# Baseline

# 10 weeks

DA 0.01

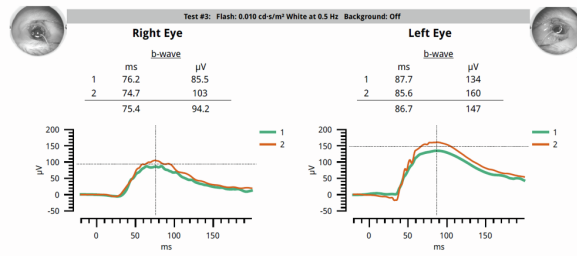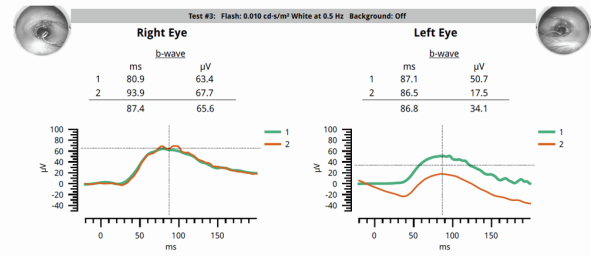

DA 3

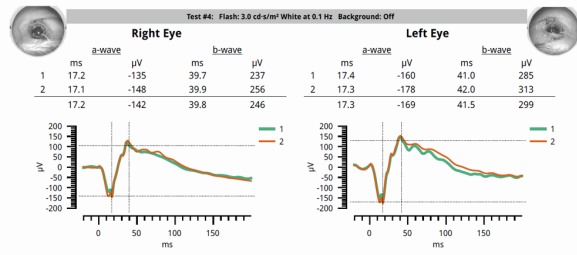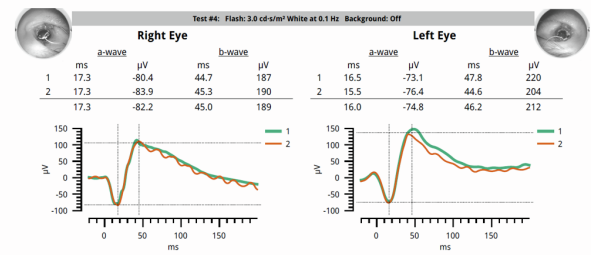

DA 10

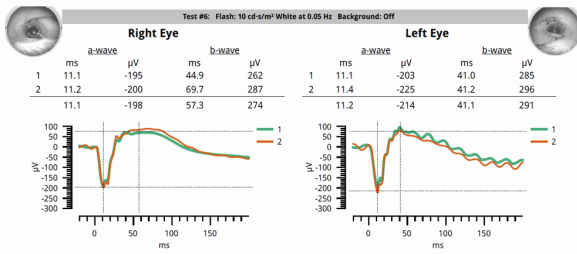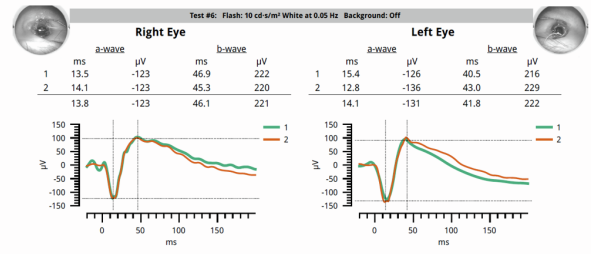

DA OPs

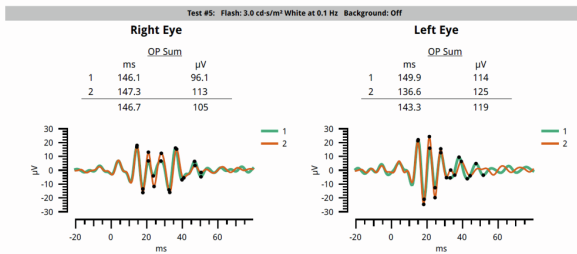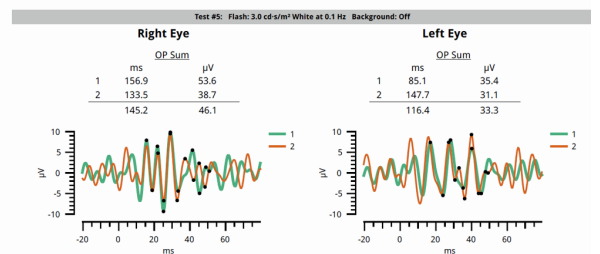

LA 30Hz

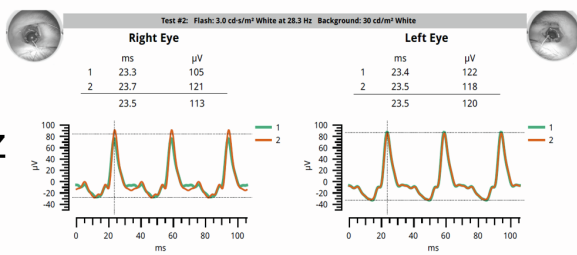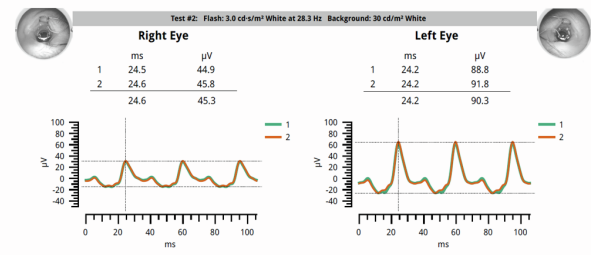

LA 3

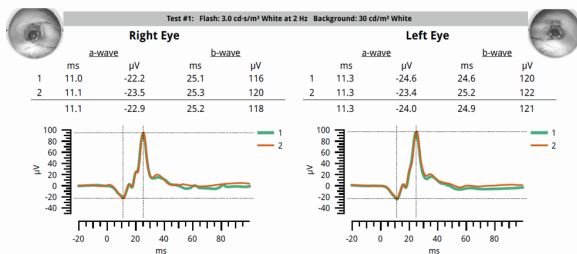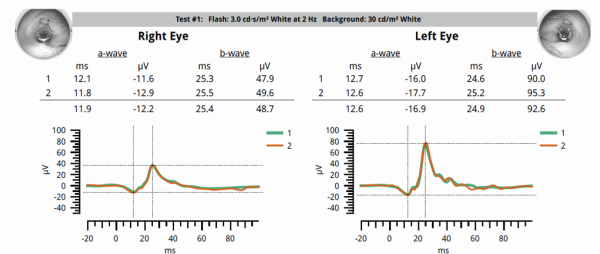

#### **Figure S4. Electroretinogram of NHP2.**

Electroretinogram (ERG) responses recorded under dark-adapted (DA) and light-adapted (LA) conditions at baseline and 10 weeks after treatment in the right and left eyes of NHP2. Measurements included standard a-wave and b-wave responses, as well as oscillatory potentials (OPs) and 30 Hz flicker were performed in duplicates (green and orange lines) to assess retinal function.

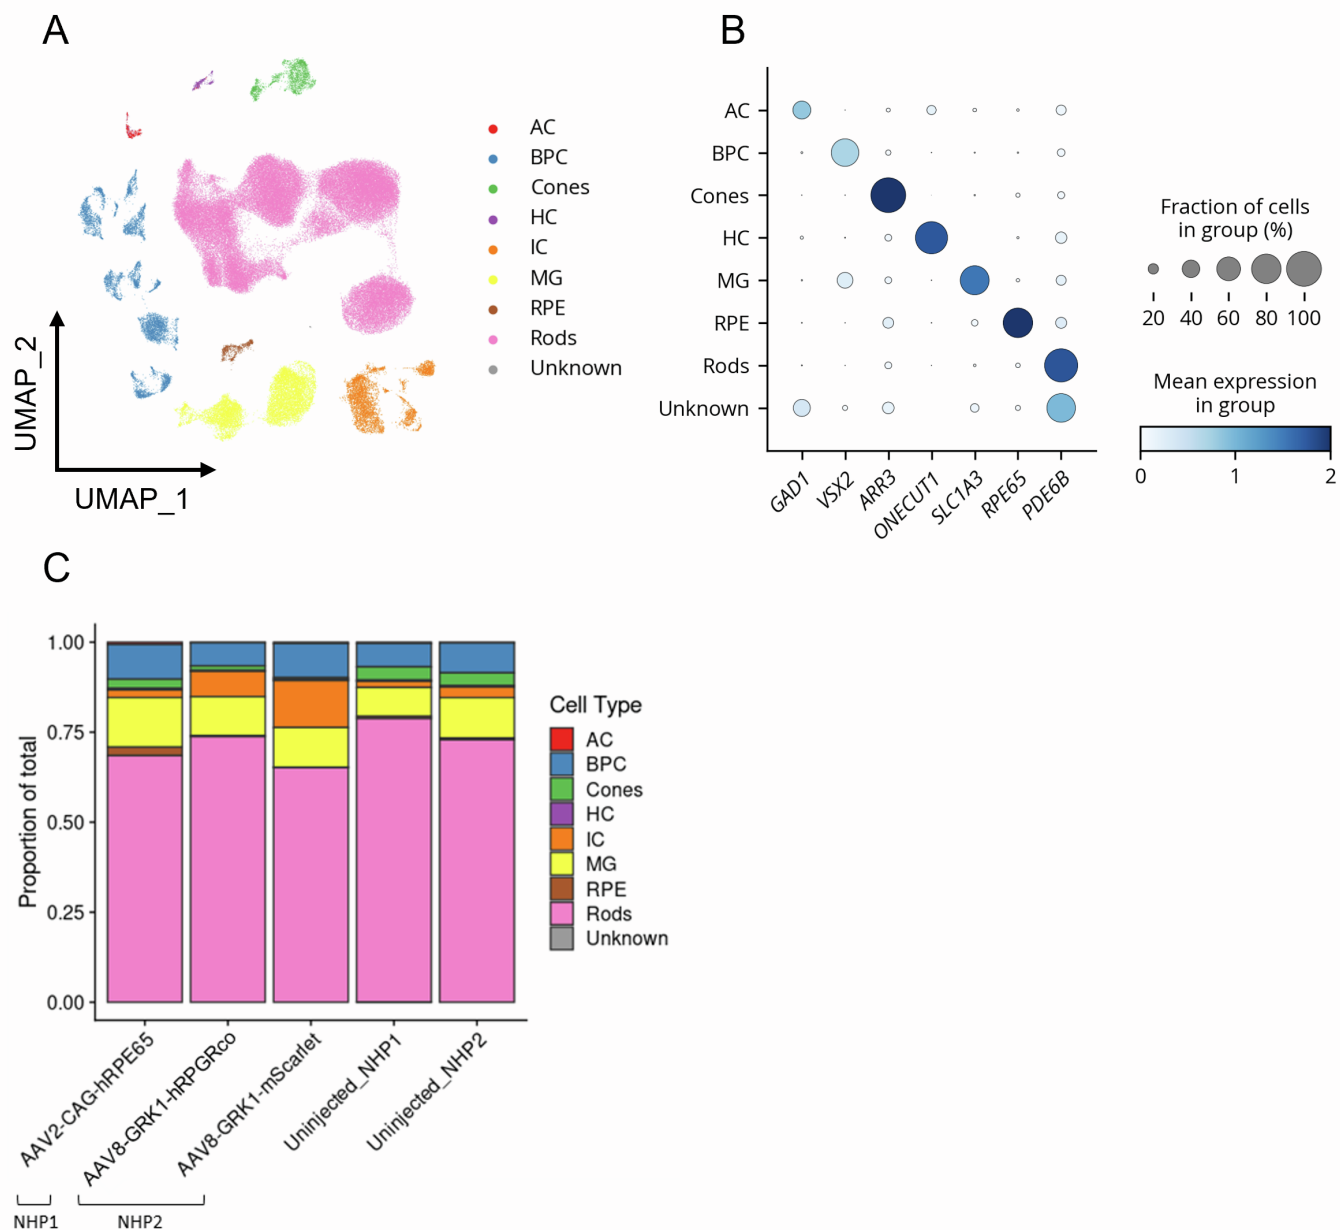

**Figure S5. Single-cell transcriptomic analysis of retina cell populations in treated and untreated retinas.**

Single-cell RNAseq data from dissociated retinas of NHP1 and NHP2 were combined. **(A)** Integrated UMAP of the entire cell population with labelled cell types. **(B)** Major marker genes used for cell type annotation. **(C)** Proportion of cell types identified from each AAV vector treated bleb area. AC = amacrine cells; BPC = bipolar cells; HC = horizontal cells; IC = immune cells; MG = Müller glia; RPE = retinal pigment epithelium.

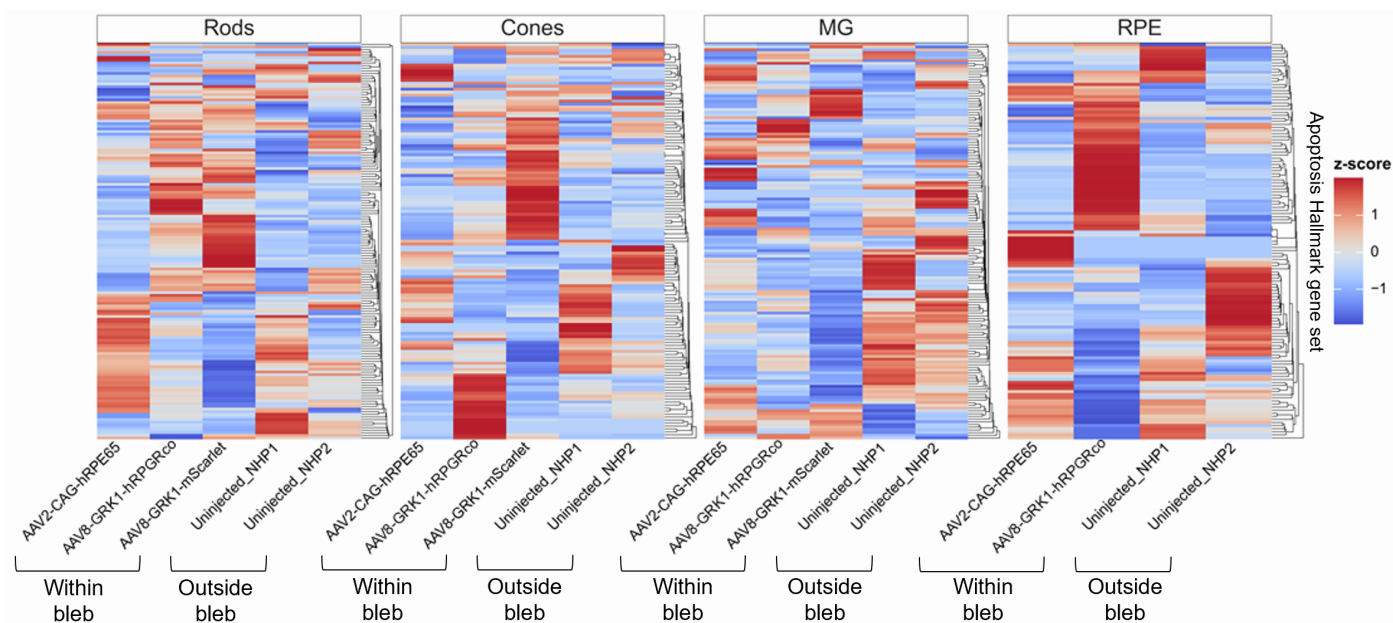

**Figure S6. No clear correlation found between the levels of apoptotic marker gene expression and AAV treatment.**

Normalised expression levels of apoptotic marker genes in the Apoptosis MSigDB Hallmark gene set in the rod, cone, Müller glia and RPE cell populations were compared between AAV treated (within bleb) versus untreated (outside bleb) retinas.

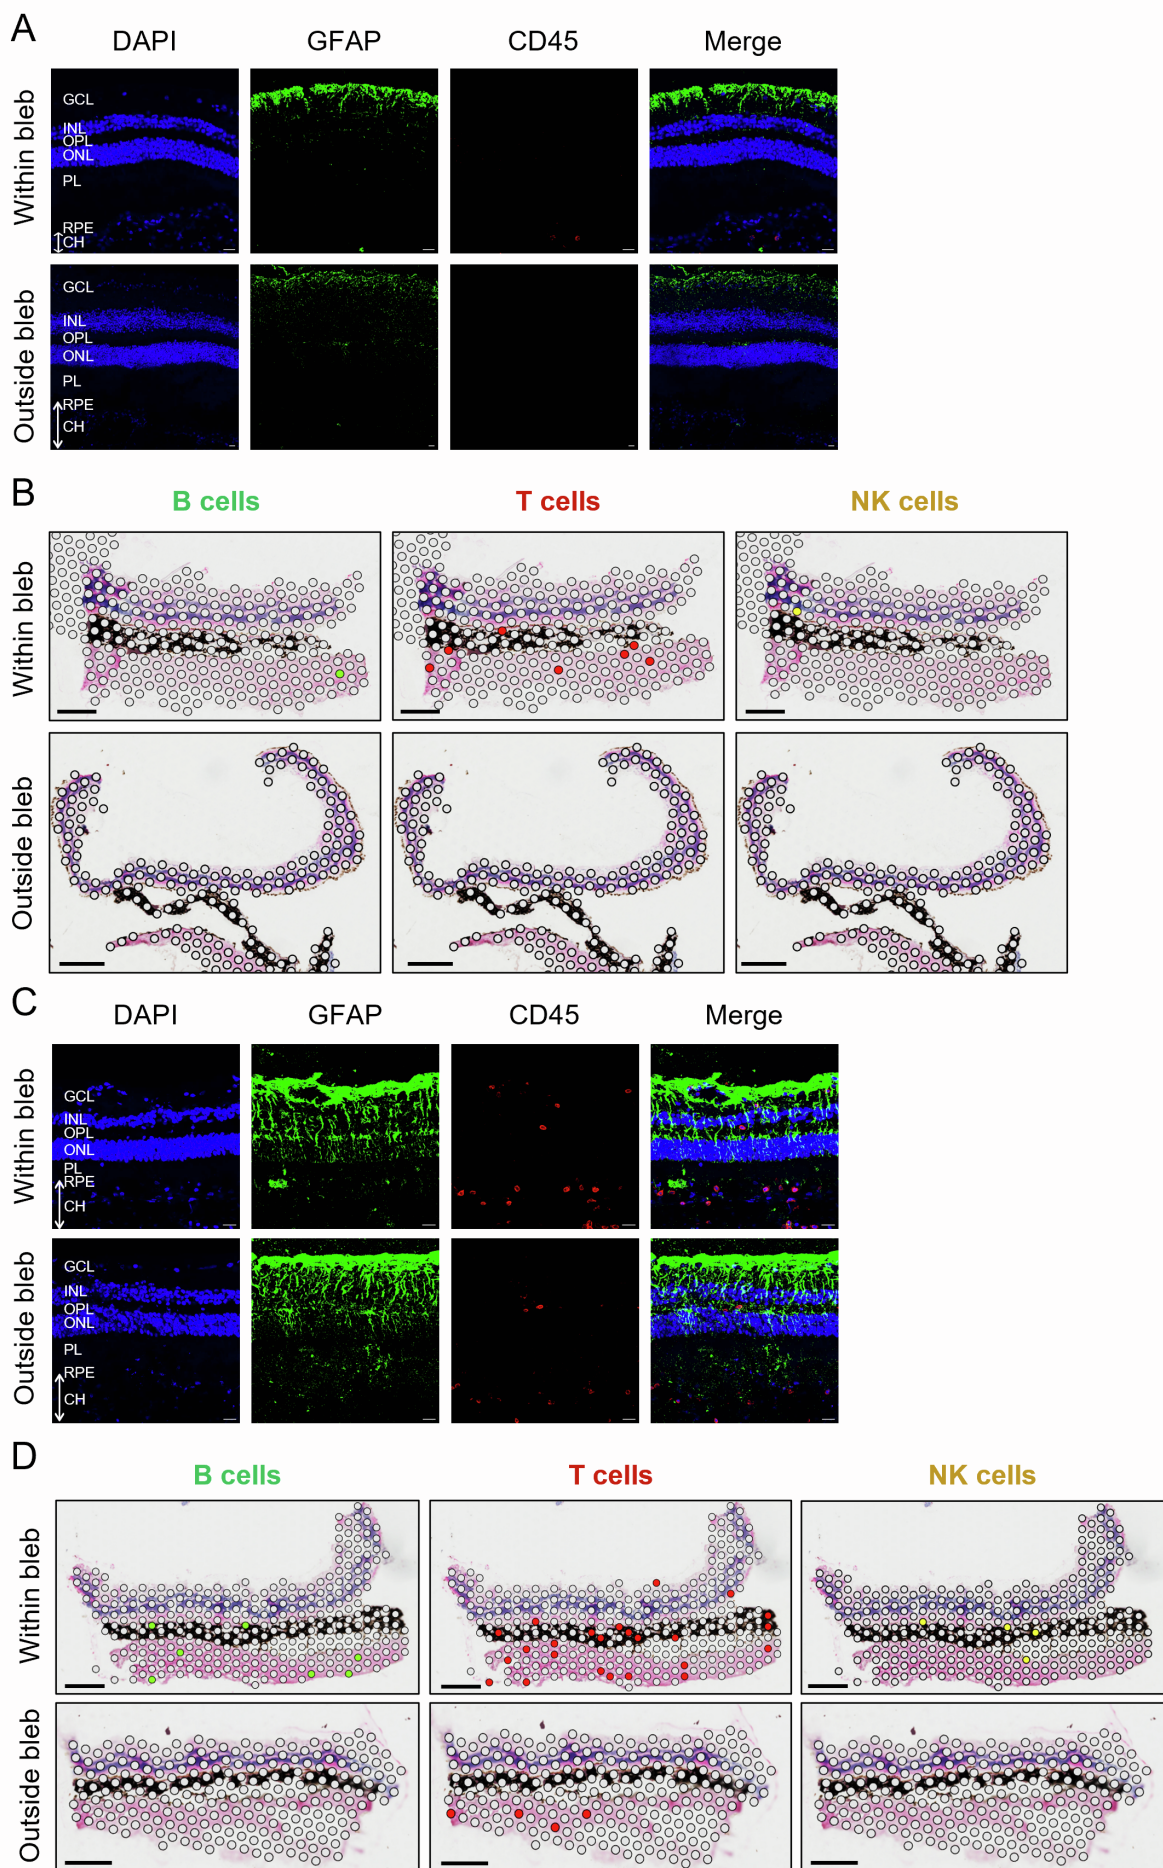

**Figure S7. Analysis of inflammation in the AAV-treated NHP retinas.**

(**A, C**) Immunostaining of retina sections from (**A**) AAV2-CAG-*hRPE65* (NHP1) and (**C**) AAV8-GRK1-*hRPGRco* (NHP2) for GFAP and CD45 proteins. Control sections were taken from outside the treated blebs. Scale bars = 20µm. GCL = ganglion cell layer; INL = inner nuclear layer; OPL = outer plexiform layer; ONL = outer nuclear layer; PL = photoreceptor layer; RPE = retinal pigmented epithelium. (**B, D**) Spatial transcriptomic maps of B cell, T cell and natural killer (NK) cell clusters within retina sections of NHP1 (**B**) and NHP2 (**D**). Coloured spots represent the locations of cells expressing marker genes of interest overlayed on the H&E staining image. Scale bar = 0.5 mm.

A

## Rods (mScarlet vs uninjected)

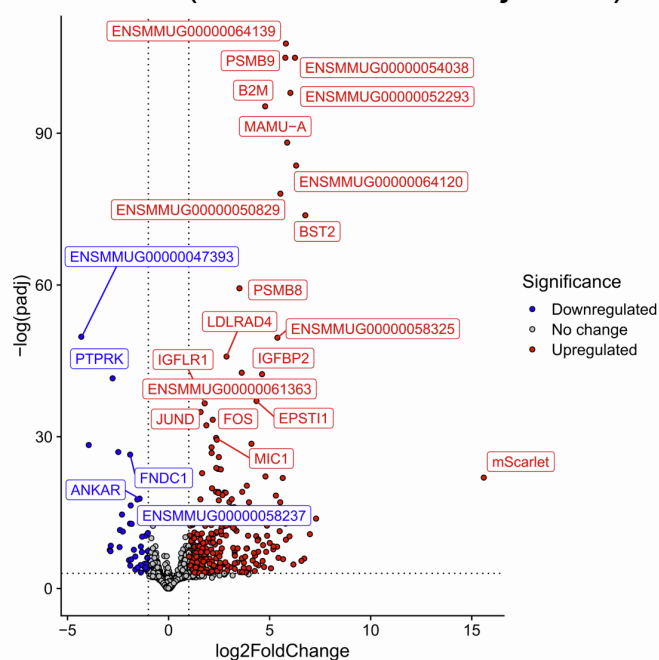

## Cones (mScarlet vs uninjected)

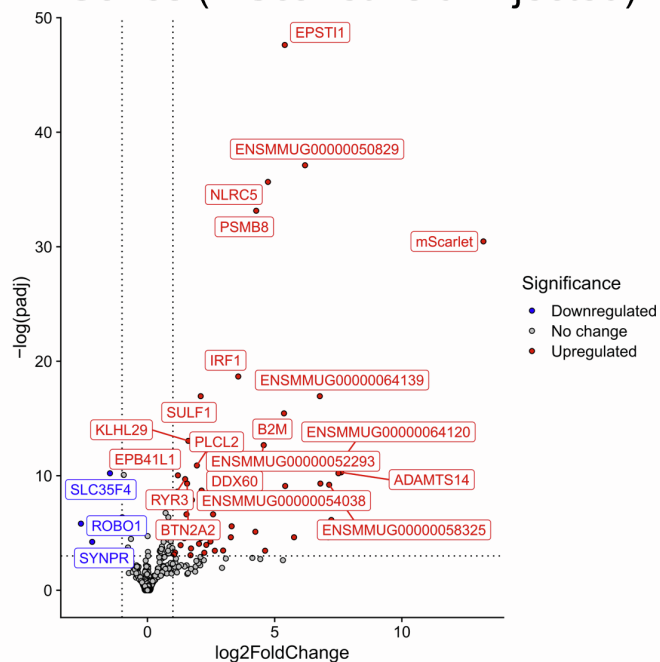

B

## GO Biological Process: Rods (mScarlet vs uninjected)

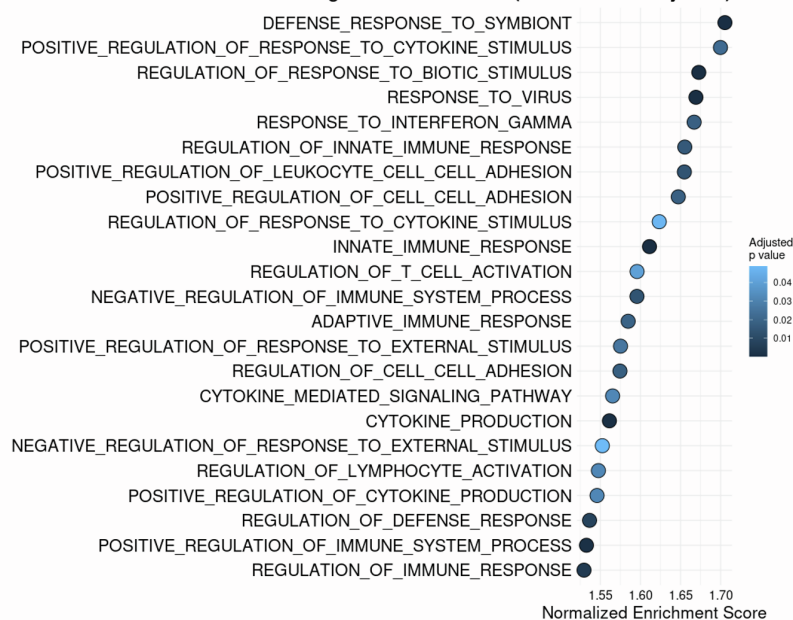

C

## DE genes in rods

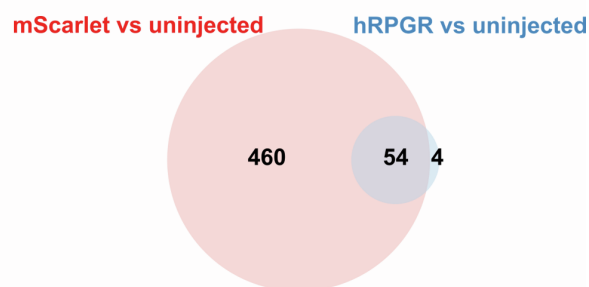

**Figure S8. Upregulation of antiviral and MHC Class I genes in NHP photoreceptors after AAV gene therapy.**

Results derived from single-cell RNAseq analysis of dissociated retinas from NHP2. **(A)** DESeq2 differential expression analysis. Differentially upregulated genes include B2M (MHC I light chain), ENSMMUG00000054038 (macaque MHC I antigen), ENSMMUG00000064120 (ortholog to CD1D, MHC-like lipid antigen presenter), ENSMMUG00000050829 (MHC I pathway regulator), ENSMMUG00000052293 (ortholog to KIAA1109, MHC I complex assembly) and ENSMMUG00000058325 (MHC I antigen), indicating upregulated MHC class I antigen presentation. Upregulation of multiple immune system-associated genes in rods and cones from AAV8-GRK1-*mScarlet*-treated bleb versus untreated (outside of bleb) retina sections. **(B)** Gene Ontology (GO) Biological Process enrichment of upregulated genes in rods. A variety of antiviral and other immune-related gene sets in AAV8-GRK1-*mScarlet* treated bleb areas can be observed when compared with untreated (outside of bleb) retina sections. **(C)** Venn diagram comparing differentially expressed genes in rods between AAV8-GRK1-*hRPGRco* and AAV8-GRK1-*mScarlet* treated retinas. The majority of upregulated genes in rods from AAV8-GRK1-*hRPGRco* treated retina overlapped with those from AAV8-GRK1-*mScarlet* treated retina, suggesting a similar response. DE genes = differentially expressed genes.

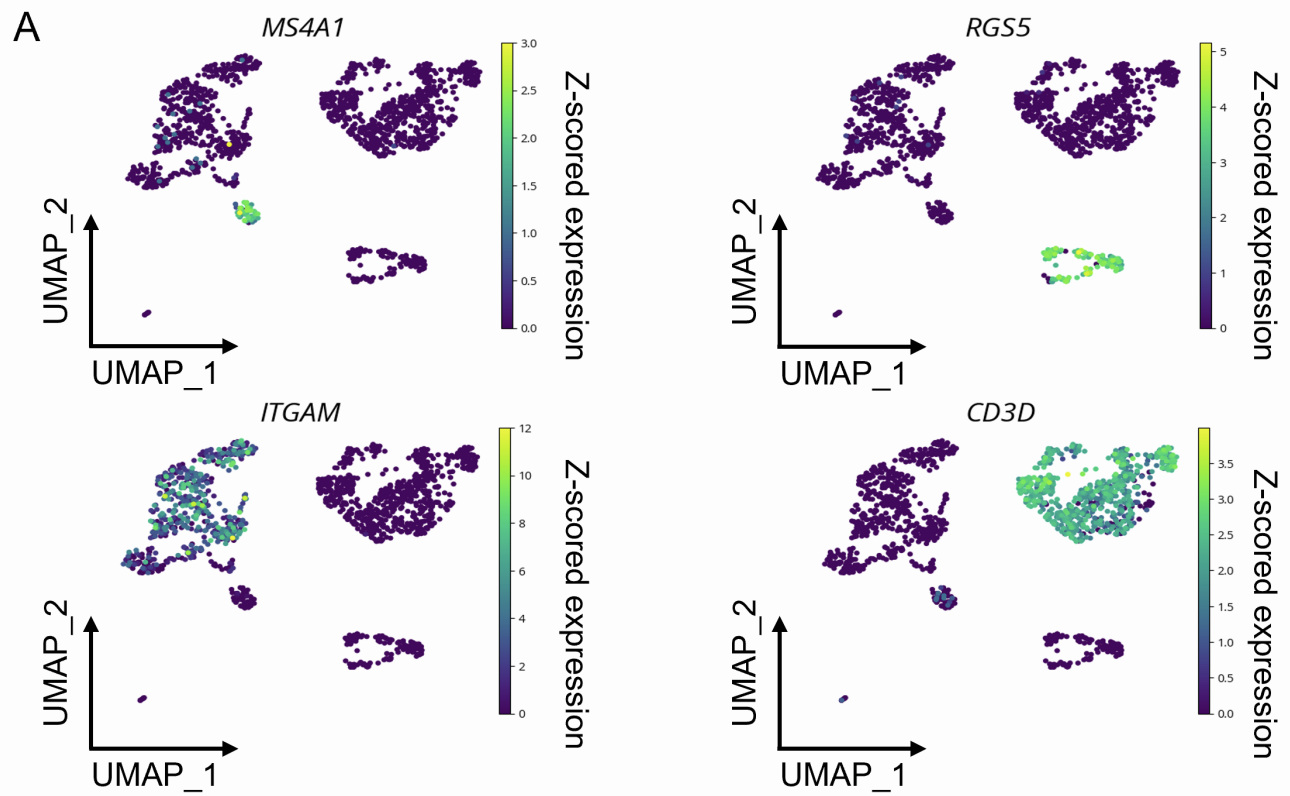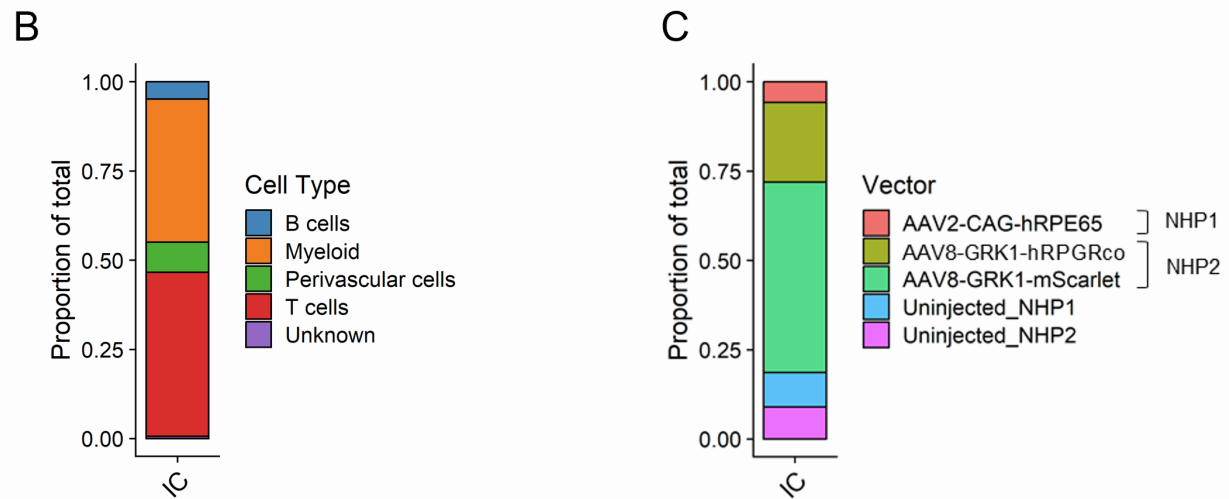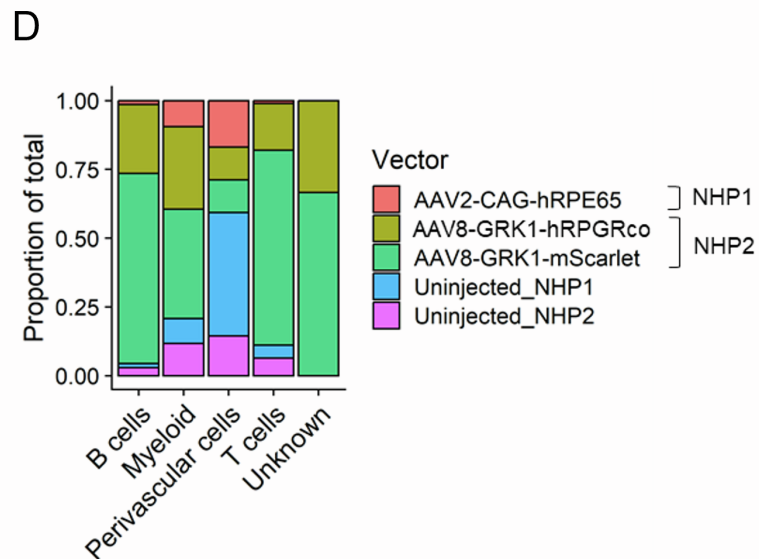

**Figure S9. The immune cell population in AAV-injected NHP retinas.**

See Figure 5 A. **(A)** Marker genes used to identify B cells (*MS4A1*), perivascular cells (*RGS5*), myeloid cells (*ITGAM*) and T cells (*CD3D*). Data from both NHP1 and NHP2. **(B)** Relative proportions of different immune cell populations showing predominantly myeloid and T cell infiltrate. **(C)** Relative contributions of immune cells from each retina sample showing that AAV8-GRK1-*mScarlet* and AAV8-GRK1-*hRPGRco* treated retinas contributed the majority of immune cells. **(D)** Relative contributions from different retina samples for each immune cell type. The majority of B cells, T cells and myeloid cells came from AAV8-GRK1-*mScarlet* and AAV8-GRK1-*hRPGRco* treated retinas, indicating ongoing adaptive immune response in the treated retina of NHP2.

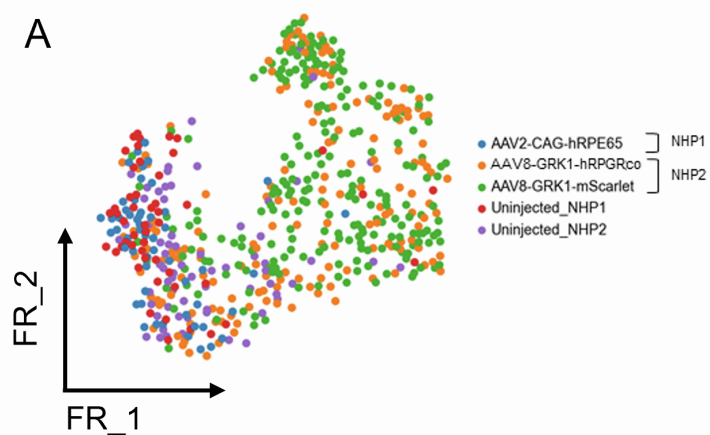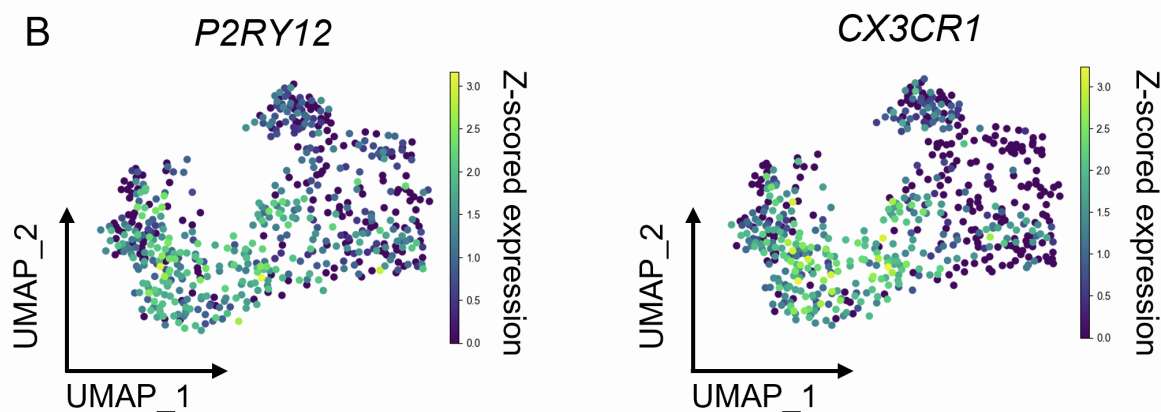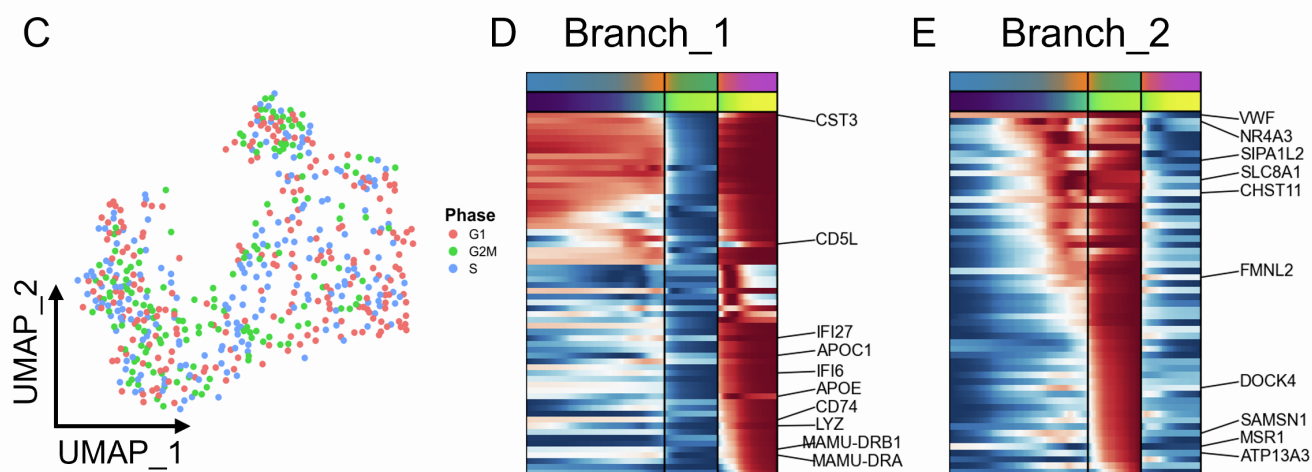

**F Branch\_1**

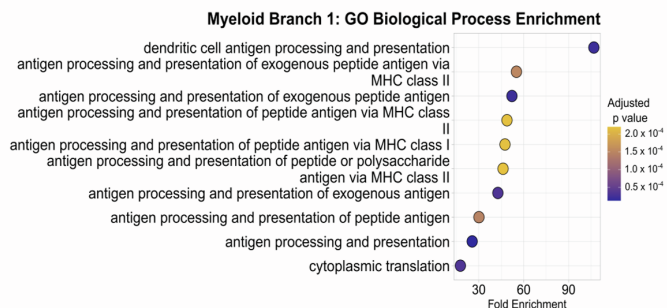

**G Branch\_2**

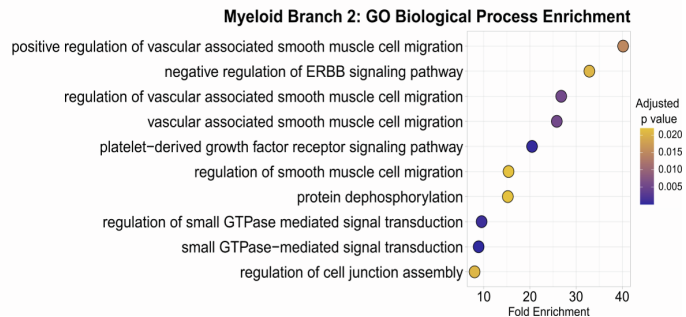

## Figure S10. Characterization of the myeloid cell population in AAV-treated NHP retinas.

See Figure 5 B-C. Data based on single-cell RNAseq analysis of retina samples from both NHP1 and NHP2. (A) 2-dimensional FR force-directed graph of myeloid cells coloured by treatment conditions. (B) Expression of microglia homeostatic markers, *P2RY12* and *CX3CR1*, identified the root for pseudotime analysis. (C) Myeloid cells coloured by cell cycle phases. No obvious proliferating cell cluster was detected. (D) Heatmap of significant Branch 1-specific gene expression over pseudotime. Detected MHC class I genes were previously observed in Figure S7 A. Detected MHC Class II genes included *Mamu-DRB1* (MHC II beta chain), *Mamu-DRA* (MHC class II alpha chain), *Mamu-DMB* (MHC class II peptide loader), *ENSMMUG00000056183* (ortholog to *Mamu-DQB1*, MHC II DQ beta chain) and *ENSMMUG00000019371* (ortholog to *Mamu-DQA1*, MHC II DQ alpha chain). Detected genes involved in antiviral defence included *RNASE6* (degrades viral RNA), *FGL2* (suppresses immune response, can dampen viral immune response), *BST2* (blocks virus release), *IFI27* (inhibits viral replication), *IFI6* (prevents virus-induced apoptosis), *NPC2* (regulates lipid homeostasis, affecting viral entry and replication) and *STING1* (activates interferon response). Genes commonly associated with pro-inflammatory myeloid cells such as *APOE* (inflammation marker), *APOC1* (modules immune response), *LYZ* (Bacterial defence enzyme), *FCER1G* (activates immune cells) and *C1QB* (complement system component) were also upregulated in Branch 1. (E) Heatmap of significant Branch 2-specific gene expression over pseudotime. Upregulated genes were *MAP4K4* (regulates cell migration), *NR4A3* (transcription factor, migration), *MERTK* (phagocytosis and mobility), *MYO1E* (actin-based cell movement), *PTPN1* (tyrosine phosphatase, signalling), *PTPRJ* (regulates cell adhesion and mobility) and *CBLB* (ubiquitin ligase, immune signalling). (F, G) Gene ontology (GO) enrichment analysis on Branch 1 (F) and Branch 2 (G) specific genes. The majority of Branch\_1 detected genes are involved in antigen presentation. Branch\_2 genes are involved in cell migration and mobility, GTPase activity and protein dephosphorylation.

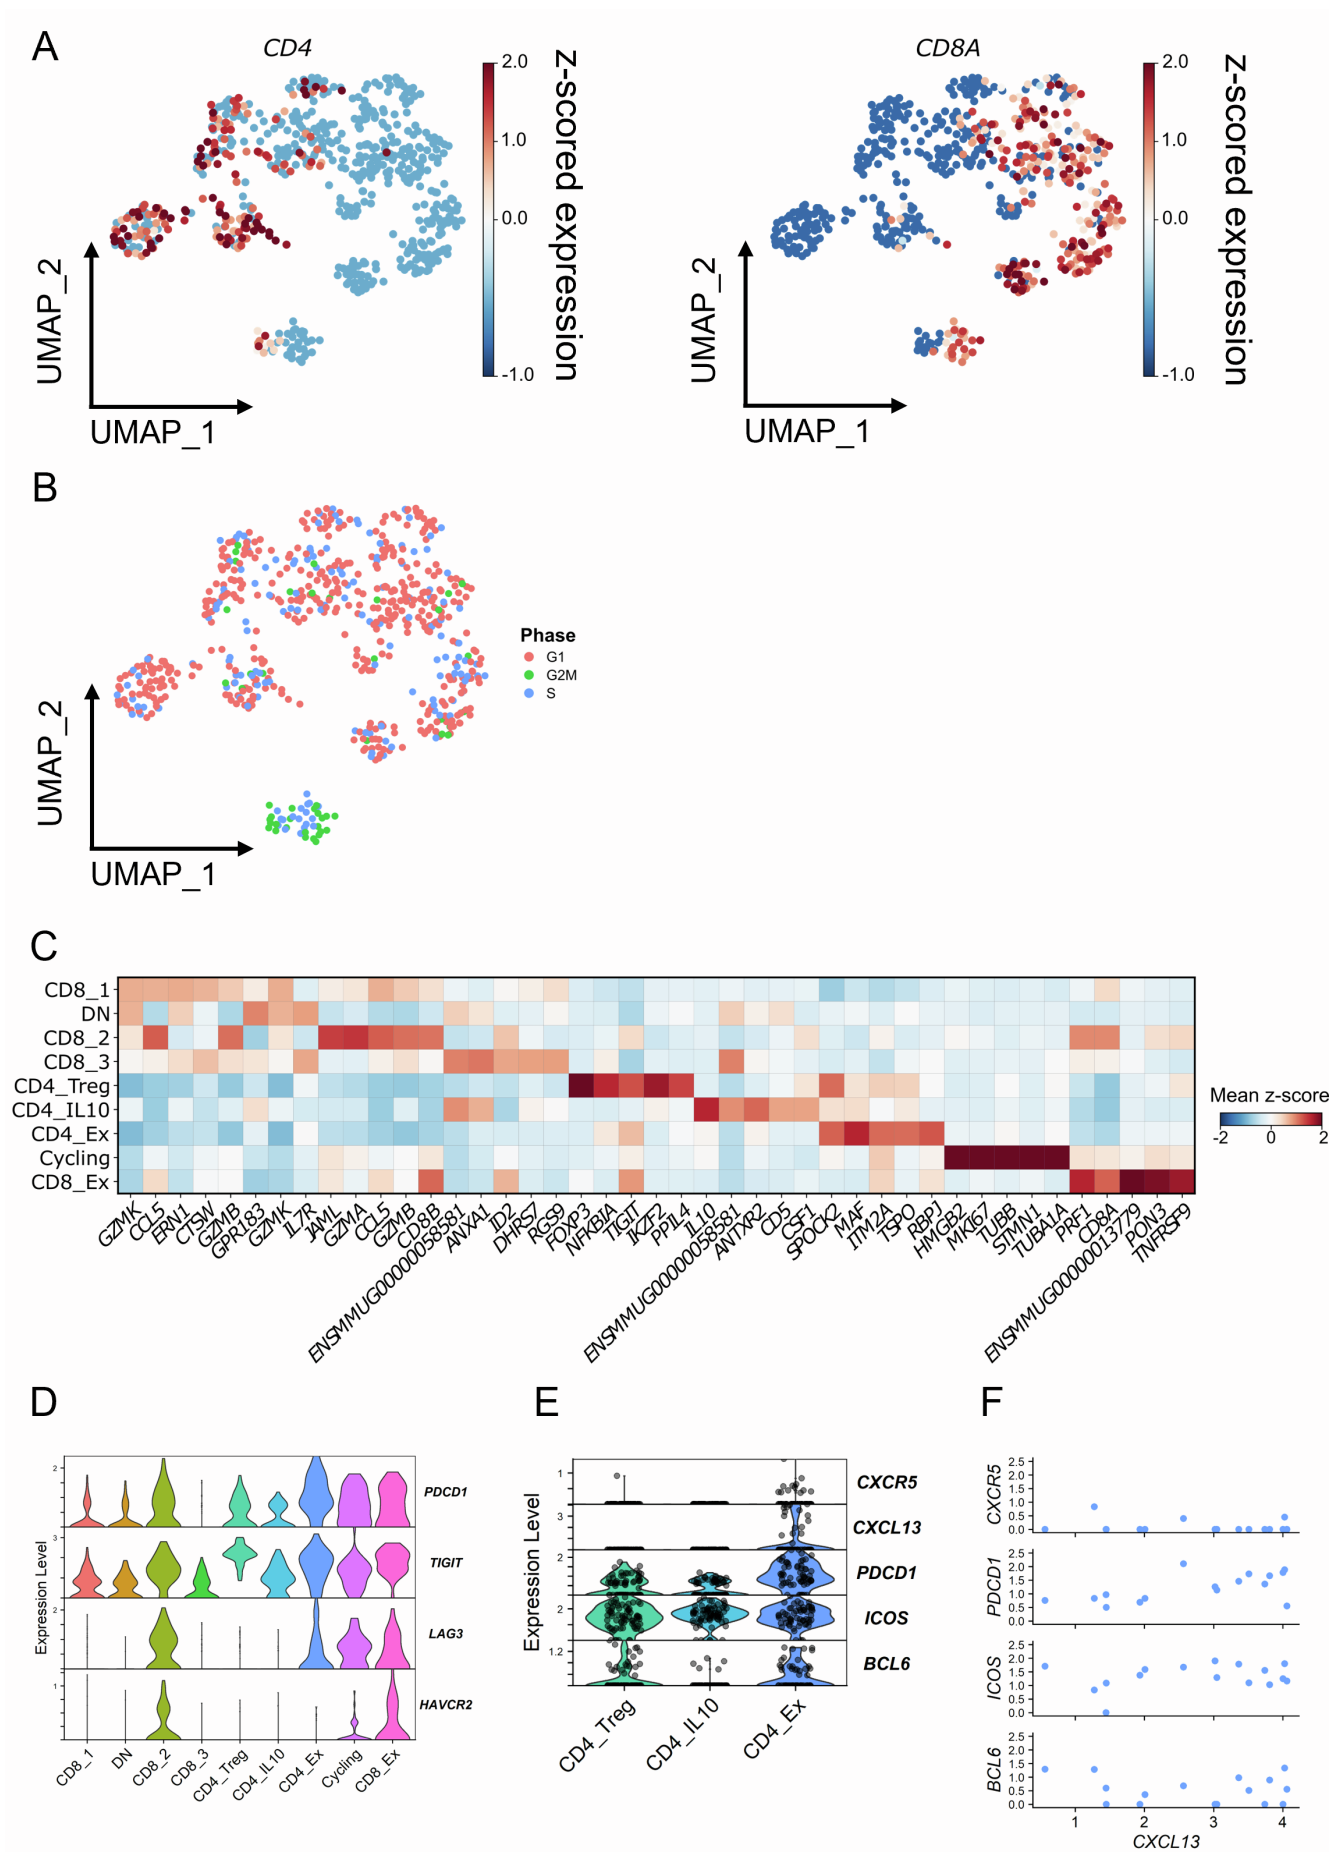

### Figure S11. Characterization of the T cell population in AAV-treated NHP retinas.

See Figure 5 D-F. Data based on single-cell RNAseq analysis of retina samples from both NHP1 and NHP2. (A) CD4 and CD8A marker gene expression enabled differentiation between CD4<sup>+</sup> and CD8<sup>+</sup> T cells. (B) Cells coloured by cell cycle phases, highlighting a significant cluster of proliferating T cells (in S phase). (C) Heatmap of major T cell subsets detected based on gene expression profiles. (D) Violin plots depicting expression of major immune checkpoint receptor genes (*PDCD1*, *TIGIT*, *LAG3* and *HAVCR2*). Increased expression was seen in the 'CD8\_2' T cell cluster and an exhausted CD8 T cell cluster ('CD8\_Ex'). (E) Violin plots showing the expression of typical T follicular helper (Tfh) cell marker genes in CD4 clusters. (F) Scatter plots showing expression of Tfh marker genes against *CXCL13* in *CXCL13*<sup>+</sup> CD4<sup>+</sup> cells. Co-expression of *PDCD1*, *ICOS* and *BCL6*, but low expression of *CXCR5* might suggest a composition of T peripheral helper cells. (D) Violin plots depicting expression of major immune checkpoint receptor genes (*PDCD1*, *TIGIT*, *LAG3* and *HAVCR2*). Increased expression was seen in the 'CD8\_2' T cell cluster and an exhausted CD8 T cell cluster ('CD8\_Ex'). (E) Violin plots showing the expression of typical T follicular helper (Tfh) cell marker genes in CD4 clusters. (F) Scatter plots showing expression of Tfh marker genes against *CXCL13* in *CXCL13*<sup>+</sup> CD4<sup>+</sup> cells. Co-expression of *PDCD1*, *ICOS* and *BCL6* but low expression of *CXCR5* might suggest a composition of T peripheral helper cells.

## A NHP 1

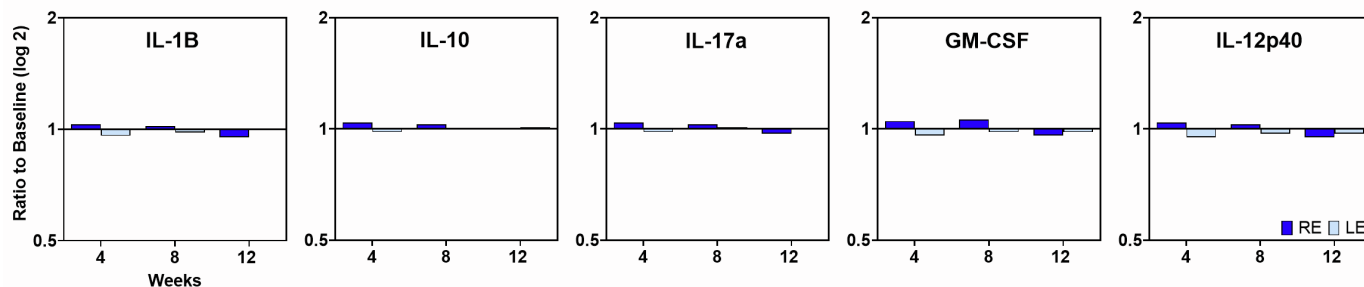

## B NHP 2

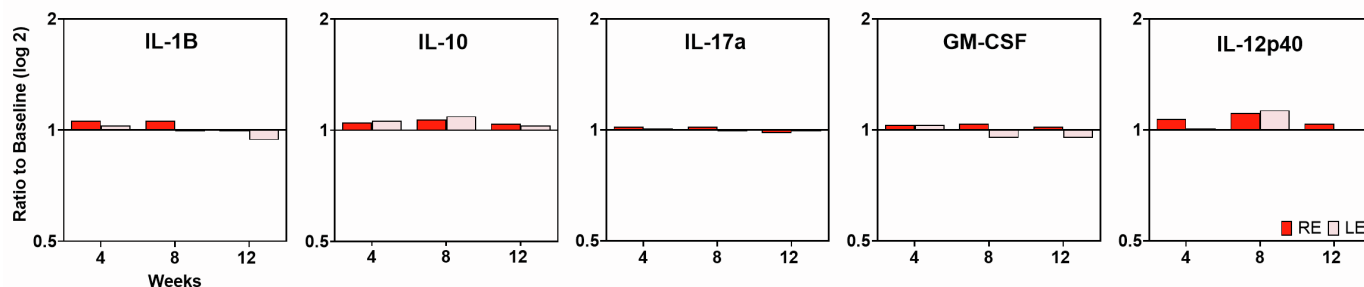

**Figure S12. Additional cytokine panels for NHP vitreous samples.**

See Figure 6. Additional cytokines assayed as part of the LegendPlex NHP Inflammation Panel applied to the vitreous samples from NHP1 (A) and NHP2 (B). Ratio scale is in log 2 compared to baseline.

## A NHP 1

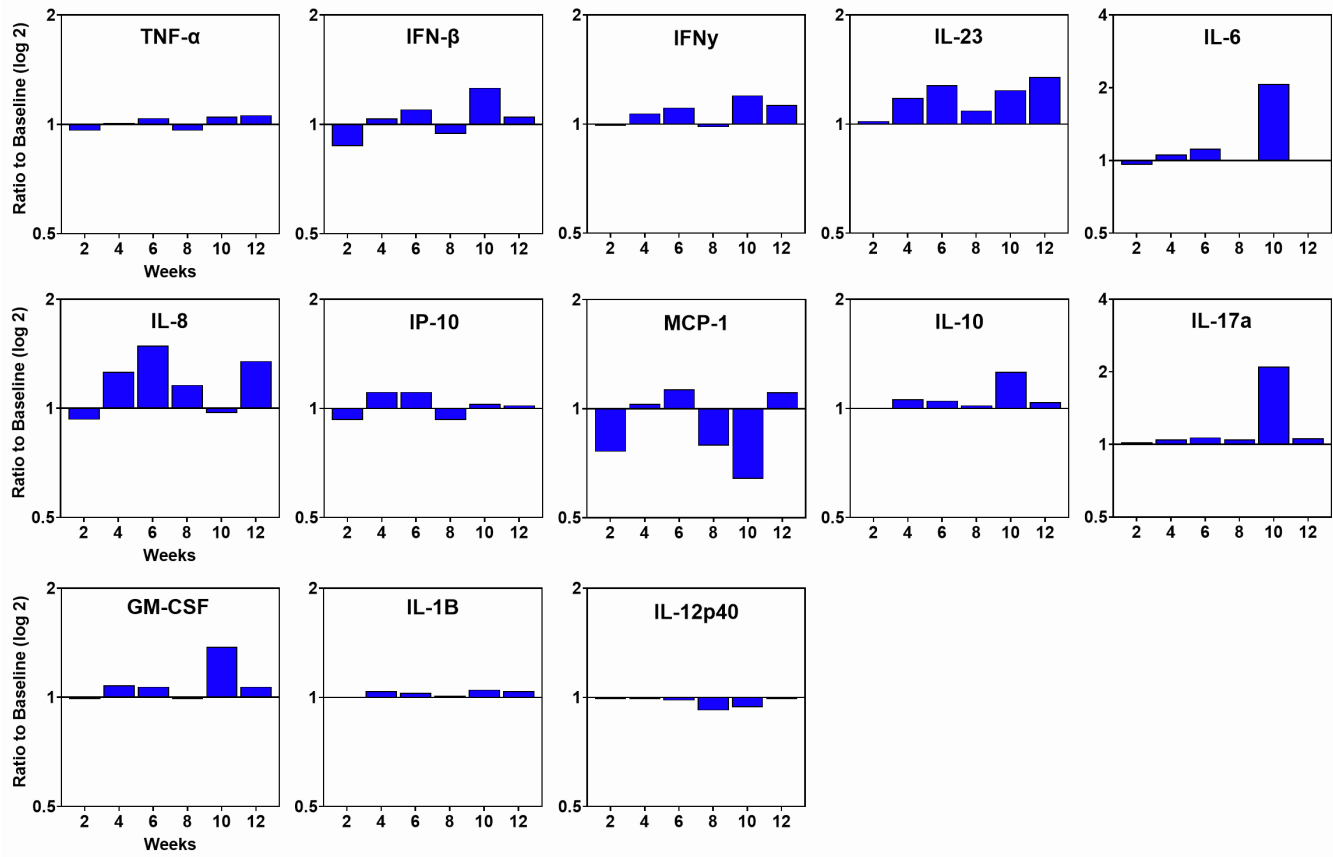

## B NHP 2

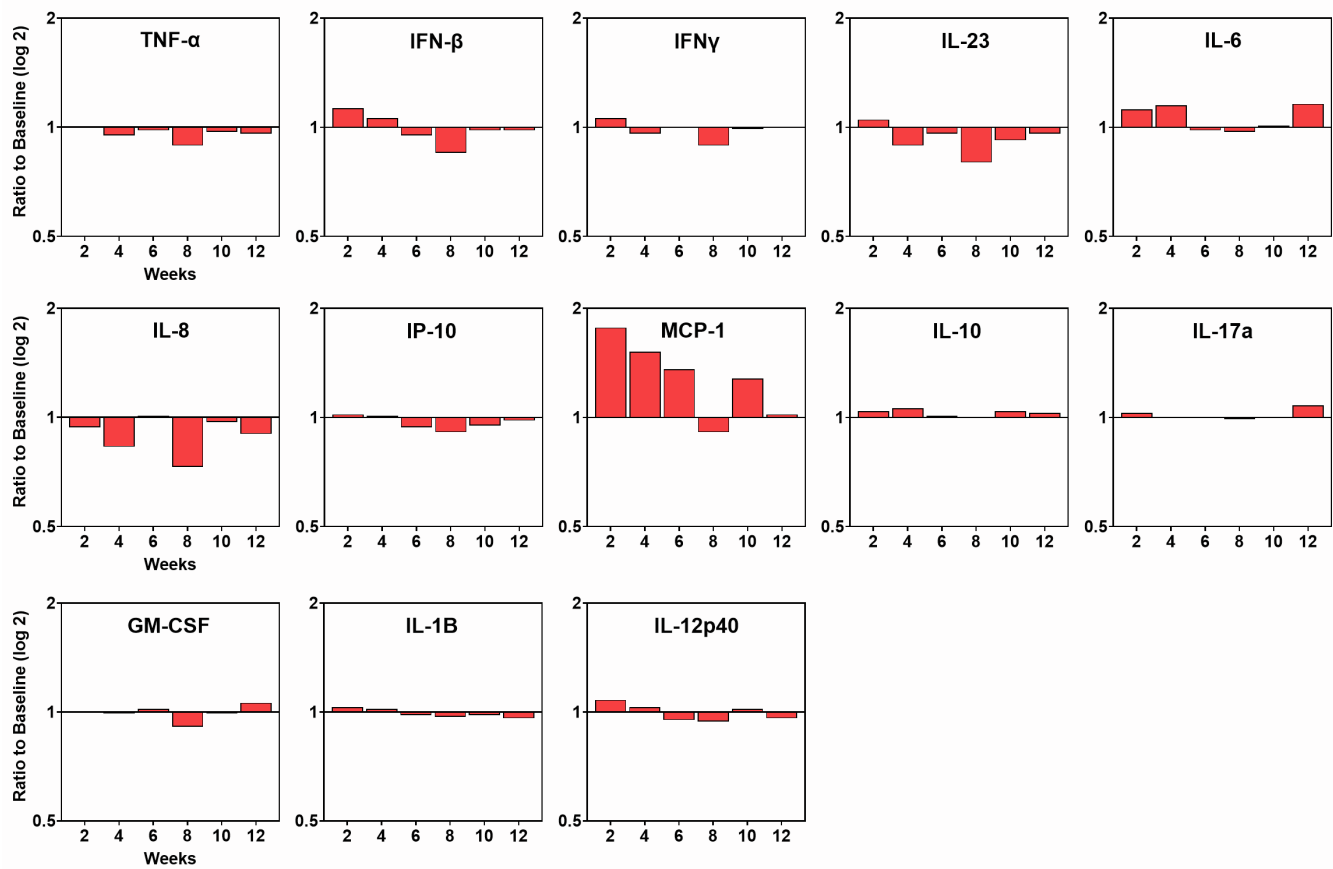

**Figure S13. Cytokine profiling of NHP peripheral blood mononuclear cells (PBMCs) revealed no major changes.**

Analysis of cytokine expression in the blood samples from NHP1 (**A**) and NHP2 (**B**) following subretinal AAV gene therapy. Ratio scale is in log 2 compared to baseline.

A

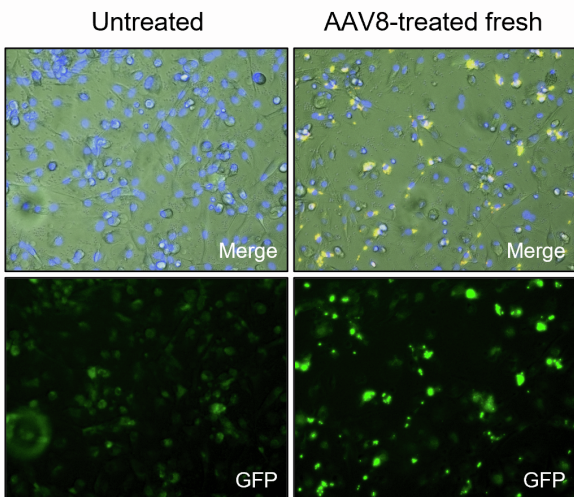

B

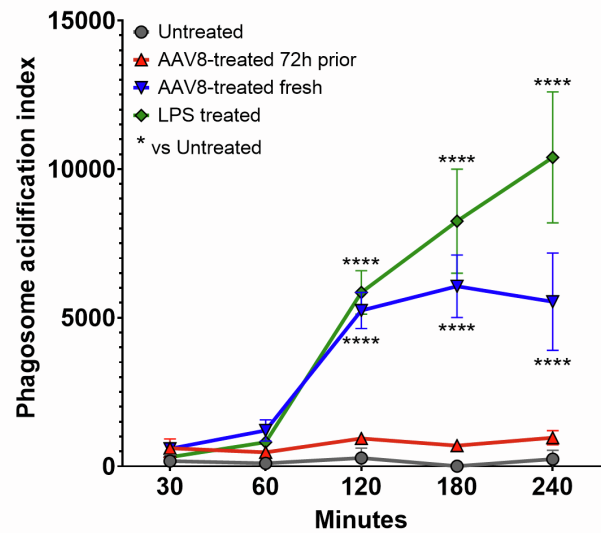

C

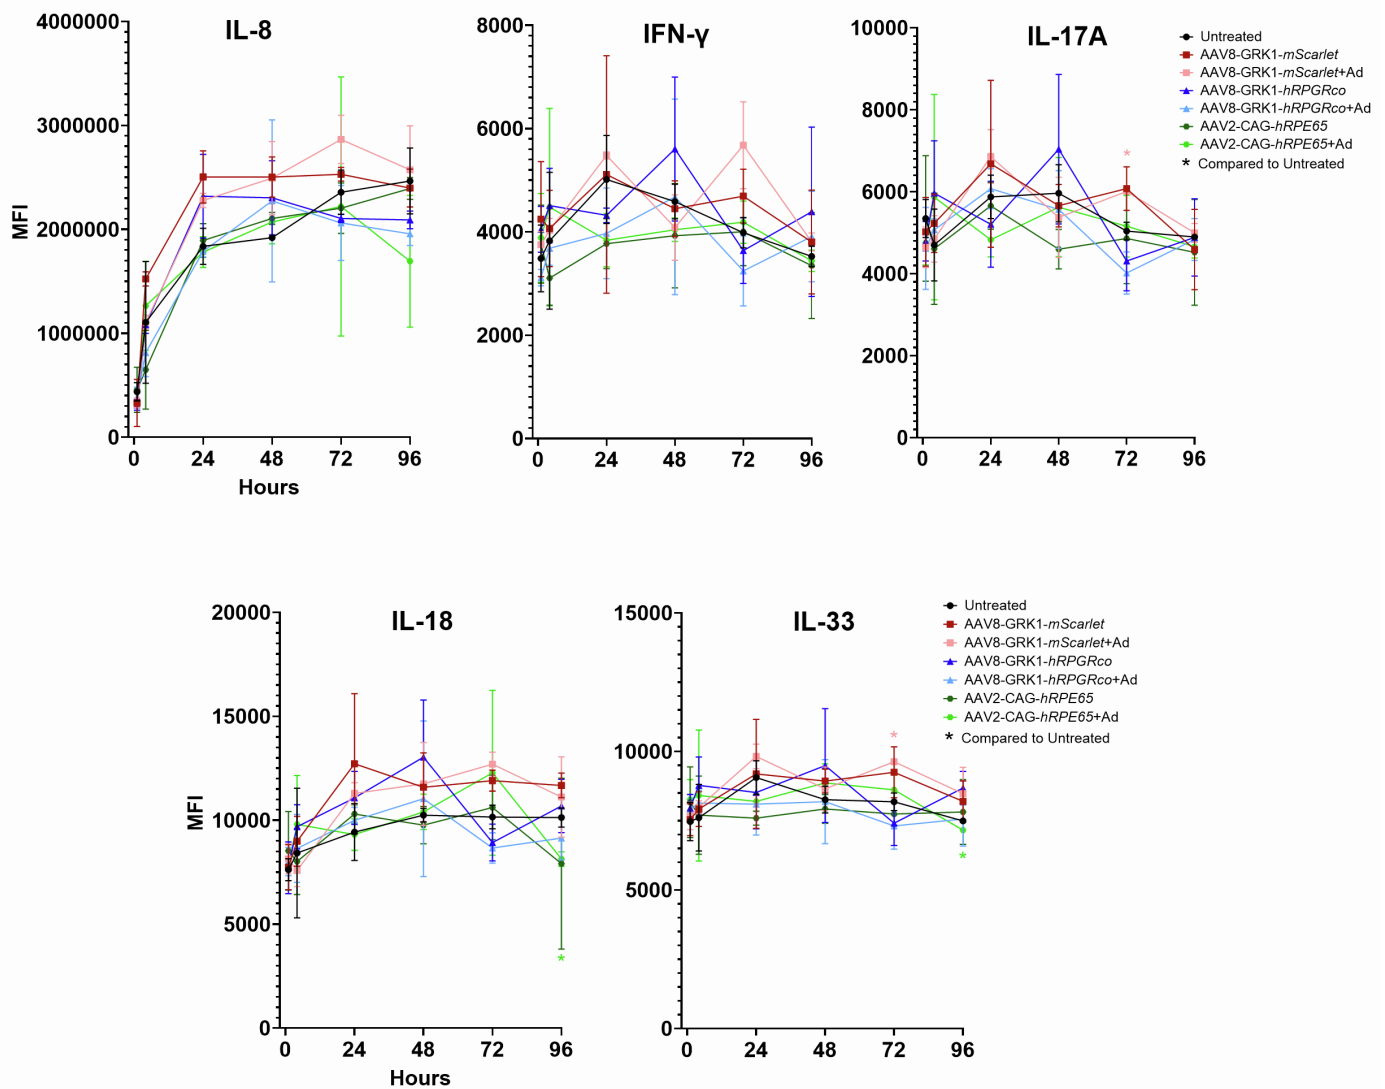

**Figure S14. Human iPSC-derived microglia activity and cytokine profile following exposure to AAV vectors.**

See Figure 7. **(A)** Representative fluorescence microscopy images showing phagocytosis of pHrodo-labelled zymosan particles by iPSC-microglia exposed to AAV8-CAG-*mScarlet* (AAV8) at 240 min. pHrodo becomes fluorescent upon acidification within endosomes. **(B)** Phagocytic assay comparing (i) naïve microglia exposed to lipopolysaccharide (LPS) (green), (ii) naïve microglia exposed to AAV8-CAG-*mScarlet* (blue), (iii) microglia pre-treated with AAV8 72 hours prior (red), and (iv) untreated naïve microglia (grey). The phagosome acidification index was calculated as the total amount of fluorescence signal above threshold over the number of cells. **(C)** Rest of the cytokine expression panel applied to human iPSC-derived microglia after AAV stimulation. Data are represented as mean  $\pm$  SD (n=4). Two-way ANOVA test was performed. Ad = adalimumab treatment. \* = vs Untreated (UT). \* =  $p > 0.01$ .

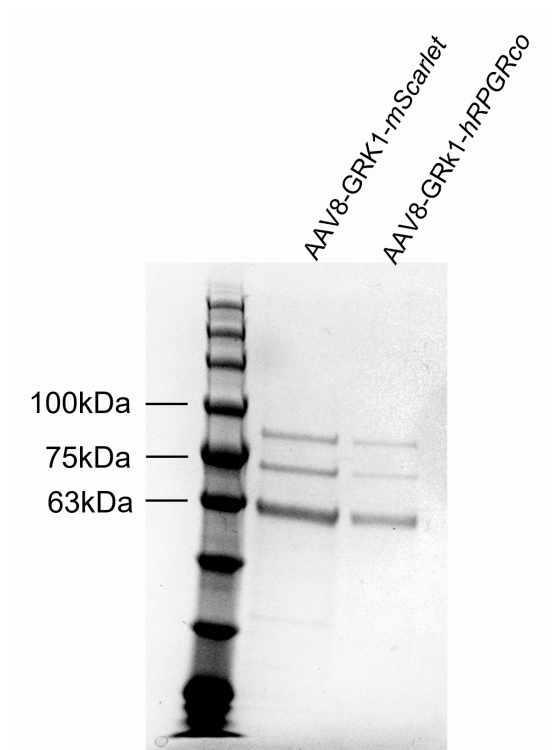

**Figure S15. Comparison between purity of AAV8-GRK1-hRPGRco and AAV8-GRK1-mScarlet vector preparations.**

Coomassie stained SDS-PAGE of equivalent dose-normalised amounts of both vectors.

# Supplementary material for: Single-cell and spatial transcriptomic analyses of gene therapy-associated retinal inflammation in non-human primates
**Source:** Mol Ther Adv. 2026 Mar 30;34(2):201726. doi: 10.1016/j.omta.2026.201726
**Supplement:** Document S2. Article plus supplemental information

# Single-cell and spatial transcriptomic analyses of gene therapy-associated retinal inflammation in non-human primates

Célia Sourd,<sup>1,6</sup> Joel Quinn,<sup>1,6</sup> Molly C. John,<sup>1</sup> Cristina Martinez-Fernandez de la Camara,<sup>1,2</sup> Lakshanie C. Wickramasinghe,<sup>3</sup> Moustafa Attar,<sup>3</sup> Hoda Shamsnajafabadi,<sup>1</sup> Ahmed Salman,<sup>1</sup> Sally A. Cowley,<sup>4</sup> Calliope A. Dendrou,<sup>3</sup> Robert E. MacLaren,<sup>1,2</sup> Jasmina Cehajic-Kapetanovic,<sup>1,2</sup> and Kanmin Xue<sup>1,2,5</sup>

<sup>1</sup>Nuffield Laboratory of Ophthalmology, Nuffield Department of Clinical Neurosciences, University of Oxford, Oxford OX3 9DU, UK; <sup>2</sup>Oxford University Hospitals NHS Foundation Trust, Oxford OX3 9DU, UK; <sup>3</sup>The Kennedy Institute of Rheumatology, University of Oxford, Oxford OX3 7FY, UK; <sup>4</sup>James and Lillian Martin Centre for Stem Cell Research, Sir William Dunn School of Pathology, University of Oxford, Oxford OX1 3RE, UK; <sup>5</sup>Great Ormond Street Hospital for Children NHS Foundation Trust, London WC1N 3BH, UK

**Adeno-associated viral (AAV) vectors are rapidly advancing as gene therapies for retinal diseases, but gene therapy-associated uveitis (GTAU) limits their broader application. We assessed the ocular immune response to subretinal AAV gene therapy in two non-human primates (NHPs): NHP1 received bilateral AAV2-CAG-*hRPE65* (voretigene neparvovec) at clinical dose; NHP2 received AAV8-GRK1-*hRPGRco* alongside an analogous *mScarlet* reporter vector in separate blebs. Longitudinal assessments over three months included multimodal imaging, electroretinography, cytokine profiling, followed by immunohistological, single-cell, and spatial transcriptomic analyses of retinal punches. Both therapies were well-tolerated with preservation of retinal structure and function. Single-cell RNA sequencing revealed that the AAV8 vector transduced 80% of cones/rods in treated areas, while AAV2 targeted 30% of RPE/rods. Transgene expression did not correlate with apoptotic markers. At three months, a persistent type 1 cell-mediated response was detected in the retina dominated by myeloid and T cells. Adjunctive intravitreal anti-TNF- $\alpha$  (adalimumab) did not mitigate this chronic anti-viral response. Spatial transcriptomic analysis and immunohistochemistry localized monocytic phagocytes to the subretinal space, consistent with upregulated cytokines (MCP-1/CCL2, IP-10/CXCL10, IL-8/CXCL8, and IL-6), implicating these cells in driving local inflammation. These findings elucidate the mechanism of GTAU and identify potential therapeutic targets to prevent immune-mediated complications in retinal gene therapy.**

## INTRODUCTION

A large number of adeno-associated viral (AAV) vector-mediated retinal gene therapies are in development for the treatment of inherited retinal degenerations (IRDs) and common retinal disorders such as age-related macular degeneration (AMD).<sup>1</sup> Voretigene neparvovec (Luxturna, Spark Therapeutics Inc., USA), a subretinally

administered AAV serotype 2 vector encoding human *RPE65* under the control of a ubiquitous CAG promoter (AAV2-CAG-*hRPE65*), was the first retinal gene therapy to gain FDA approval in 2017 for the treatment of IRD associated with bi-allelic mutations in *RPE65*.<sup>2</sup> More recently, clinical trials of another subretinal gene therapy (cotoretigene toliparvovec, Biogen Inc., USA) for X-linked retinitis pigmentosa (XLRP) demonstrated significant improvements in low-luminance visual acuity and retinal sensitivity.<sup>3,4</sup> This consisted of an AAV8 vector expressing a codon-optimized human retinitis pigmentosa GTPase regulator (*hRPGRco*) transgene under the control of a photoreceptor-specific G protein-coupled receptor kinase 1 (GRK1) promoter. While the pivotal trial for cotoretigene toliparvovec was insufficiently powered to achieve the primary endpoint for clinical approval, a similar vector using an AAV2 capsid variant (AAV2tYF-GRK1-*hRPGRco*, laruparetigene zovaparvovec, Beacon Therapeutics Inc., USA) is currently undergoing randomized, multi-centre phase 3 trial for XLRP ([ClinicalTrials.gov: NCT04850118](https://clinicaltrials.gov/ct2/show/study/NCT04850118)).<sup>5</sup>

Despite relative immune privilege of the eye associated with the blood-retinal barrier, vector dose-related intraocular inflammation, also termed gene therapy-associated uveitis (GTAU), has been frequently observed in clinical trials and post-approval studies.<sup>3,6–12</sup> GTAU could not only present clinically in the form of vitritis, retinitis, cystoid macular edema, or choroiditis but may also manifest subclinically in the form of subretinal deposits seen on optical coherence tomography (OCT).<sup>1</sup> Furthermore, concerns have arisen with the observation of progressive chorioretinal atrophy (CRA) in

Received 31 July 2025; accepted 26 March 2026;  
<https://doi.org/10.1016/j.omta.2026.201726>.

<sup>6</sup>These authors contributed equally

patients after treatment with voretigene neparvovec, which appears to correlate with AAV dose and may be a result of inflammatory response in the retina.<sup>13,14</sup> Previous mouse study has indicated the local immunological reaction to subretinal AAV gene therapy to consist of a chronic type 1 cell-mediated response with infiltration of myeloid and T cell in the retina.<sup>15</sup> However, the immunological responses in rodents may differ significantly from those in humans, thus primate data is vital to provide more direct understanding of the mechanism of GTAU.

In this study, we sought to gain deep insights into the cellular responses to subretinal AAV gene therapy in non-human primates (NHPs) at single-cell resolution using two clinically important AAV vectors: (1) GMP-grade AAV2-CAG-*hRPE65* (voretigene neparvovec) and (2) engineering-grade AAV8-GRK1-*hRPGRco*. We also assessed the effects of intravitreal anti-TNF- $\alpha$  antibody, adalimumab, as a potential adjunct to prevent intraocular inflammation following gene therapy based on its efficacy in treating non-infectious uveitis.<sup>16–18</sup> Our results demonstrate that subretinal administration of AAV vectors leads to the activation of microglia and infiltration of monocytic phagocytes. Monocytic phagocyte-derived pro-inflammatory cytokines and chemokines appear to drive a chronic type 1 cell-mediated antiviral response characterized by T cells (mainly CD8 effector memory cells) and myeloid cells. Although the magnitude of retinal inflammation varied between different vector products and doses, the nature of the immune cell infiltrate remained consistent. Therefore, our data reveal the key immune ligand-receptor signaling pathways which could be targeted for specific immunomodulation to control GTAU.

## RESULTS

### Longitudinal assessment of retinal structure and function following subretinal gene therapy in NHPs

In order to simulate the clinical impact of AAV vector-mediated gene therapy and associated immune response, two wild-type NHPs underwent 3-port 23-gauge pars plana vitrectomy and subretinal administration of clinical doses of AAV vectors via 38G subretinal cannula in both eyes, as per current human surgical technique (Figure 1A). The first animal (NHP1) received a total dose of  $1.5 \times 10^{11}$  vector genomes (vg) of clinical grade voretigene neparvovec (Luxturna) (AAV2-CAG-*hRPE65*), which expresses human *RPE65* transgene from a ubiquitous CAG promoter, in two separate subretinal blebs in each eye (Figure 1B). The second animal (NHP2) received subretinal administration of  $1.25 \times 10^{11}$  vg of an engineering grade AAV8 vector (AAV8-GRK1-*hRPGRco*) expressing codon-optimized human *RPGR* transgene under the photoreceptor-specific GRK1 promoter in each eye (Figure 1C). In addition, NHP2 also received  $2.5 \times 10^{10}$  vg of a laboratory grade AAV8 vector (AAV8-GRK1-*mScarlet*) in a separate bleb which is analogous to the therapeutic vector but expresses a fluorescent reporter, mScarlet. This reporter vector (AAV8-GRK1-*mScarlet*) was included to help visualize transgene expression *in vivo* by OCT and fundus autofluorescence (AF) imaging. At the end of surgery, each eye received a subtenon injection of 40 mg of triamcinolone. The left eye of each NHP was

also given an intravitreal injection of 1.5 mg adalimumab (an anti-TNF- $\alpha$  biologic), which was subsequently repeated every 4 weeks. We had hypothesized that adjunctive anti-TNF- $\alpha$  may reduce GTAU based on previous clinical report of its efficacy in non-infectious posterior uveitis.<sup>19</sup>

Vision recovery following gene therapy was uneventful except for transient photophobia which resolved spontaneously in NHP2. Follow-up examinations under anesthesia were performed at 2 weekly intervals up to 12 weeks, which included (1) dilated fundal examination with retinal imaging (Heidelberg Spectralis confocal scanning laser ophthalmoscopy [cSLO], OCT, and AF), (2) blood sampling, (3) vitreous biopsy (every 4 weeks), and (4) ERG (every 4 weeks). No clinical signs of media opacity, vitreous or anterior chamber cells were seen during follow-up. Localized hypo-AF was seen around the retinotomy sites and perimeter of blebs by 2 weeks, which became more diffuse over time (Figure S1). In the right eye of NHP1, which was treated with AAV2-CAG-*hRPE65*, marked hypo-AF and RPE mottling developed in the area of bleb 1, which correlated with mild disruption of the ellipsoid zone (EZ) on OCT. Notably, this bleb was relatively small in size as it connected with the larger bleb 2, and consequently received the greatest estimated vector dose per RPE cell (Table 1).<sup>20</sup> In NHP2, the bleb areas treated with laboratory-grade AAV8-GRK1-*mScarlet* (bleb 3) became hyper-AF over the course of 4 weeks, consistent with mScarlet protein expression (Figures 2 and S1). In addition, patchy hypo-AF developed within the *mScarlet* vector-treated areas, which in the left eye coalesced over 8 weeks into a wedge-shaped area of RPE atrophy inferior to the retinotomy site. These changes coincided with the appearance of subretinal hyper-reflective infiltrates on OCT from week 4 to –8 post-treatment (Figure 2). In the area corresponding to bleb 3 in the left eye of NHP2 treated with AAV8-GRK1-*mScarlet*, this change preceded the development of outer retinal and RPE atrophy by 12 weeks. In contrast, a separate area treated by engineering-grade AAV8-GRK1-*hRPGRco* (bleb 4) in the same eye showed only localized changes at the retinotomy site and transient, minor infiltrates at week 4. Both the *hRPE65* and *hRPGRco* vectors were well tolerated, while the *mScarlet* vector was associated with imaging evidence of subretinal inflammation leading to outer retinal atrophy. In the left eye of NHP2, no visible protective effect from adjunctive intravitreal anti-TNF- $\alpha$  treatment was seen against subretinal infiltrates associated with the *mScarlet* vector treatment. The fovea and central retinal thickness (CRT) of all four eyes remained structurally unchanged (Figure S2). At 12 weeks post-gene therapy, all eyes were harvested and processed for immunohistochemistry, spatial transcriptomic, and single-cell transcriptomic analyses.

Light and dark-adapted ERGs were also obtained at baseline and 10 weeks post-gene therapy. Uveitis has previously been associated with prolonged cone b-wave implicit time (correlated to the peak of the 30 Hz flicker response) which could be reversed with treatment.<sup>21,22</sup> In addition, a change in ERG amplitude of >30% would generally be considered clinically significant.<sup>23</sup> In NHP1, no significant change in 30 Hz flicker implicit time was

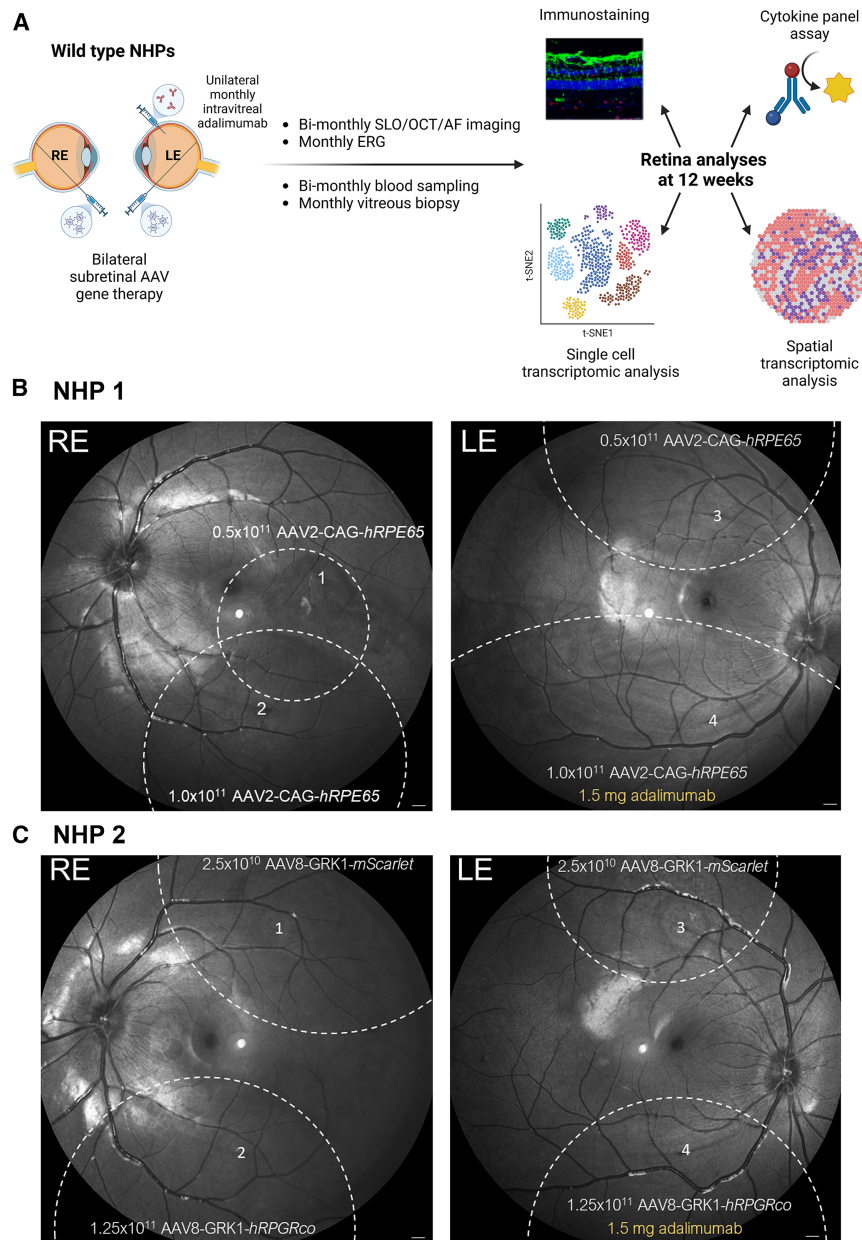**Figure 1. Experimental design**

(A) Vitrectomy and subretinal AAV gene therapies were performed to both right (RE) and left (LE) eyes of two wild-type non-human primates (NHPs). The left eyes of both animals also received monthly intravitreal injection of 1.5 mg adalimumab. Retinal structure and function were longitudinally monitored by multimodal imaging and ERG. Vitreous and blood samples were collected at key time points for cytokine analysis. Retinas were harvested at 12 weeks for immunohistochemistry, single-cell RNA-sequencing, and spatial transcriptomic analysis. (B) NHP1 received a total dose of  $1.5 \times 10^{11}$  vg (vector genome) of Luxturna (AAV2-CAG-hRPE65) per eye via two subretinal blebs (denoted by dashed lines). (C) NHP2 received  $1.25 \times 10^{11}$  vg of AAV8-GRK1-hRPGRco and  $2.5 \times 10^{10}$  vg of an equivalent reporter vector AAV8-GRK1-mScarlet in two separate blebs (dashed lines). Note that all retinal images are vertically inverted (top of the image representing inferior retina) due to the imaging device approaching the supine animal from the top. Scale bars, 500  $\mu$ m.

#### AAV-mediated transgene expression in the retina at single-cell resolution

To evaluate the efficiency of AAV-mediated gene therapy *in vivo*, transgene expression was analyzed in both NHP1 and NHP2. Full thickness retinal punches were obtained from areas within and outside the subretinal blebs. Conventional immunohistochemistry was performed on retinal sections (Figure 3A and 3D). Due to high levels of amino acid sequence homology between macaque and human RPE65 (99%) and RPGR (94%), both the native and transgene-derived proteins were detected with the antibodies. Of note, protein expression appeared higher within the treated blebs than in untreated areas, consistent with vector-mediated transgene expression. Both the native and transgene-derived RPE65 protein appeared to localize to the RPE layer. However, RPGR staining, which is typically localized to the photoreceptor connecting cilia as seen in untreated regions, extended into other parts

seen (Figure S3). ERG amplitudes were generally unchanged, except for an increase in scotopic b-wave at DA 0.01 cd.s/m<sup>2</sup> in both eyes (from mean 124 to 208  $\mu$ V in the right eye and 124 to 178  $\mu$ V in the left eye). In NHP2, no significant change in 30 Hz flicker implicit time was seen (Figure S4). However, reduction in cone response was observed, particularly in the right eye: e.g., light-adapted (LA) 30 Hz flicker amplitude decreased by 60% (from 113 to 45.3  $\mu$ V) in the right eye versus 25% (from 120 to 90.3  $\mu$ V) in the left eye; LA b-wave amplitude decreased by 59% (from 118 to 48.7  $\mu$ V) in the right eye versus 23% (from 121 to 92.6  $\mu$ V) in the left eye.

of the photoreceptor cells, including the inner segments and cell bodies (Figure 3D). While such extension of RPGR expression into photoreceptor cell bodies has previously been attributed to fixation artifacts,<sup>24</sup> it may be a result of AAV-mediated overexpression leading to protein diffusion beyond its normal subcellular localization.

Using spatial transcriptomic analysis (Visium Spatial v.1 3' Gene Expression, 10 $\times$  Genomics), we correlated H&E-stained retinal sections with the transcriptome at 55  $\mu$ m spatial resolution. As this version of Visium is based on polyA capture, the platform enabled robust differentiation between native macaque mRNA transcripts

**Table 1. Summary of subretinal dosing of AAV vectors in two non-human primates**

Vector dose (vector genome) per RPE cell for each bleb (numbered in accordance with Figures 1B and 1C) has been estimated based on the actual volume of vector injected, the bleb size, and an estimated RPE cell density of 4,000 cells/mm<sup>2</sup>.

and AAV-derived human transgene expression. Human *RPE65* transgene expression could be seen to localize to the RPE layer and expression level appeared to be lower than native macaque *RPE65* (Figure 3B). In contrast, human codon-optimized *RPGR* transgene expression was seen at higher level than native *RPGR* in the outer retina (Figure 3E), consistent with the protein overexpression suggested by immunostaining.

Transgene expression was further characterized by single-cell RNA sequencing (scRNA-seq) of dissociated retina punches taken from within treated bleb areas and untreated control areas of each eye. A total of 89,020 cells were captured following quality control. Clusters corresponding to retinal cell types were identified using marker genes, including amacrine cells (AC; *CALB2* and *SLC6A9*), bipolar cells (BPC; *TRPM1* and *GRIK1*), cone photoreceptors (*ARR3*, *OPN1SW*, and *OPN1LW*), horizontal cells (HC; *ONECUT1*), immune cells (IC; *PTPRC*), Müller glia (MG; *SLC1A3*, *GLUL*, *VIM*, and *CRABP1*), RPE cells (*RDH5*, *RLBP1*, and *RPE65*), and rod photoreceptors (*NRL*, *NR2E3*, *PDE6B*, and *AIFI1*), thereby enabling analysis of transgene expression at the level of individual cell types (Figures S5A and S5B).<sup>25</sup> Retinal cell populations were comparable between treated and untreated areas in both NHPs (Figure S5C). In the NHP1 retina treated with AAV2-CAG-*hRPE65*, *hRPE65* transgene expression was detected at high level in approximately 30% of captured RPE cells, at moderate level in 40% of rods, and relatively low level in 15% of cones (Figure 3C). Bipolar cells and Müller glia showed none to minimally detectable levels of transgene expression. This distribution appears to reflect the selective tropism of AAV2 for RPE and photoreceptors and efficiency of the ubiquitous CAG promoter among these cell types. In addition, *hRPE65* transgene expression was nearly undetectable outside the subretinal bleb area, indicating minimal lateral spread of the viral vector across the NHP retina. In the NHP2 retina treated with AAV8-GRK1-*hRPGRco*, *hRPGR* transgene expression was detected in 80% of cones, 75% of rods, and 40% of RPE cells within the treated areas (Figure 3F). Low level of off-target transgene expression was also detected in approximately 50% of Müller glia, whereas no significant expression was detected in bipolar cells. Similar distribution and proportion of cellular transduction was mirrored in the areas treated

with AAV8-GRK1-*mScarlet* reporter vector, which represents the tropism profile of AAV8. Taken together, these results indicate highly efficient *in vivo* transduction of primate photoreceptors by AAV8 and transgene expression from the photoreceptor-specific GRK1 promoter.

It has been hypothesized that transgene overexpression might cause metabolic stress and cell toxicity. We investigated this by looking for any correlation between the levels of expression of the transgene and apoptotic marker genes at single-cell level using the Apoptosis MSigDB Hallmark gene set among the rod, cone, Müller glia, and RPE populations. The expression levels of apoptotic marker genes were found to be low overall and comparable between the treated and untreated areas in both NHPs (Figure S6).

#### Immune cell population identified by spatial transcriptomic mapping

The retina is considered a relatively immune privileged site due to the presence of the blood-retinal barriers, with microglia being the main resident immune cell population under physiological conditions. Our previous rodent study indicates that subretinal AAV gene therapy induces a delayed cell-mediated immune response in the retina, which is detectable by 2 weeks, peaks around 3–4 weeks, and persists significantly beyond.<sup>15</sup> The timing of this immune response appears to correlate with clinical presentation of GTAU, which is an important limiting factor on treatment safety and efficacy.<sup>11</sup> The extent of the immune response is known to correlate with vector dose but may also be affected by the type and preparation of viral vector.<sup>1,26</sup>

We analyzed retina sections from NHP1 and NHP2 at 3 months post-gene therapy for immune cell populations. In NHP1, immunostaining for the pan-immune cell marker CD45 detected minimal immune cell infiltrate histologically in the *voretigene neparvovec*-treated bleb areas compared with untreated areas (Figure S7A). Staining for GFAP, a marker of gliotic response by Müller cells, did not reveal significant difference between treated and untreated retinas. In contrast, retina sections from NHP2 showed greater CD45 and GFAP staining within vector-treated areas, indicating

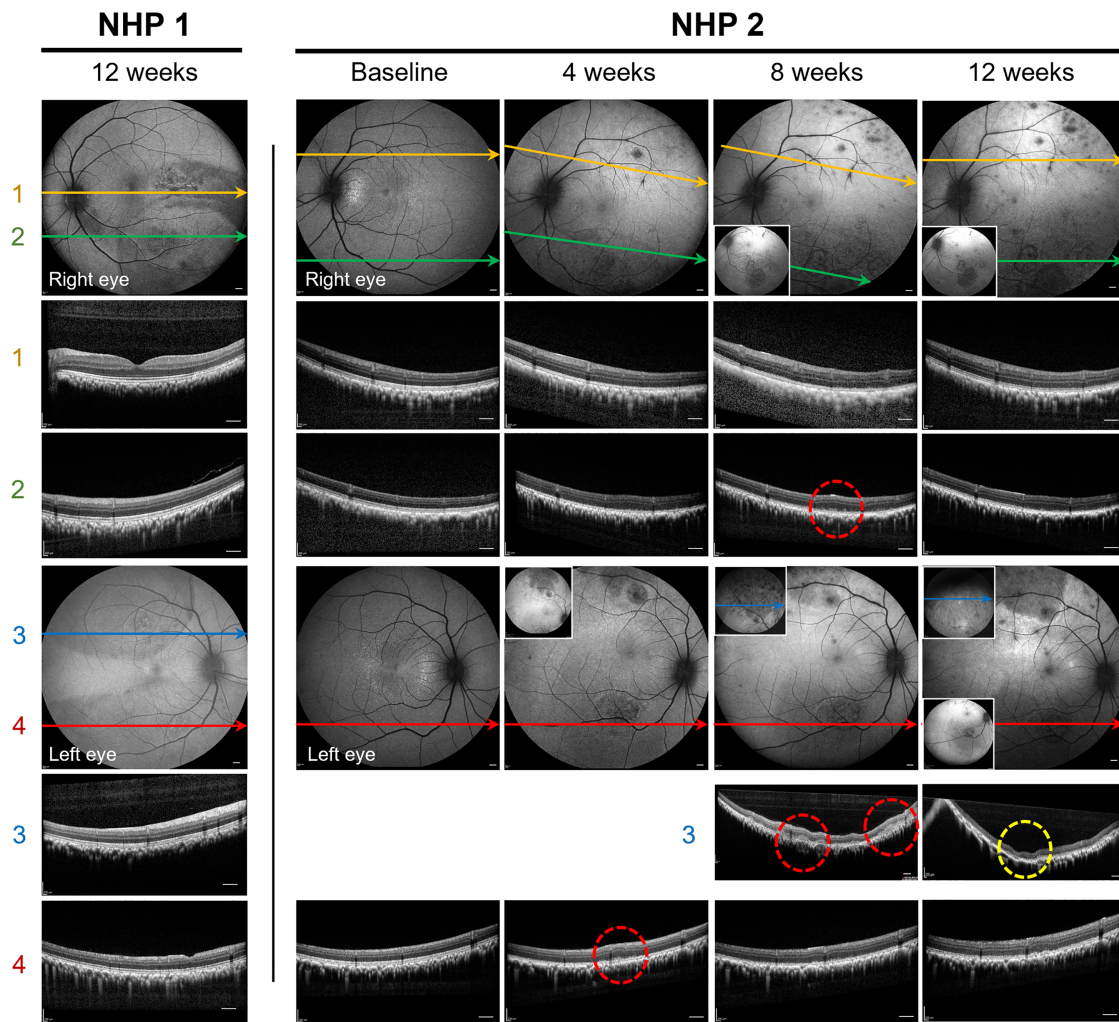

**Figure 2. Mild perturbation of retinal structure following subretinal AAV gene therapy in non-human primates**

Longitudinal multimodal retinal imaging following subretinal injection of AAV vectors over 12 weeks of both eyes of NHP1 and NHP2. The color lines represent the locations of OCT sections from inside the treated subretinal blebs. Note that all retinal images are vertically inverted (top of the image representing inferior retina). Red-dashed circles indicate subretinal infiltrates seen from 4 to 8 weeks. In the left eye inferior arcade of NHP2 (within an area treated by AAV8-GRK1-mScarlet), this was followed by RPE/outer retinal atrophy associated with hypo-autofluorescence (yellow-dashed circle). Note that the surrounded area treated by the mScarlet vector also demonstrated increased background hyper-autofluorescence, indicative of fluorescent reporter expression. Scale bars, 500  $\mu$ m.

immune cell infiltration and gliosis (Figure S7C). While immunostaining could detect gross changes in retinal histology, it provides insufficient sensitivity to probe subclinical immune responses. To overcome this limitation, we applied the spatial transcriptomic approach to identify specific immune cell populations through their distinct marker gene expression profiles, e.g., T cells (*CD8A*, *CD3E*, *CD4*, and *FOXP3*), B cells (*CD19*, *CD79A*, and *MS4A1*), and natural killer (NK) cells (*NKG7* and *NCR1*). No significant differences were observed when comparing B cell and NK cell populations between within and outside the treated bleb from NHP1 (0.40% of positive “spots” in the treated blebs of Figure S7B), but NHP2 retina sections displayed small B cell (2.24%) and NK cell (1.28%) clusters in the choroid and the RPE (Figure S7D). In contrast, T cell clusters ap-

peared more abundant inside the AAV-treated blebs of both NHP1 and NHP2 (2.81% and 7.69%, respectively).

Furthermore, we looked for evidence of microglia, macrophages, and myeloid cell activity within the retina (Figure 4). Visium spatial transcriptomic mapping shows clusters of monocytic phagocytes (expressing marker genes *P2RY12* and *HEXB*). NHP1 and NHP2 tissue sections displayed similar amounts of monocytic phagocytes in the treated blebs (8.05% and 9.62% of cell clusters). However, the most striking observation was that while the monocytic phagocytes were distributed across different retinal layers in the untreated areas (thus likely to represent resident microglia), they became concentrated in the subretinal space in the treated retinal sections of both NHPs

**A NHP 1**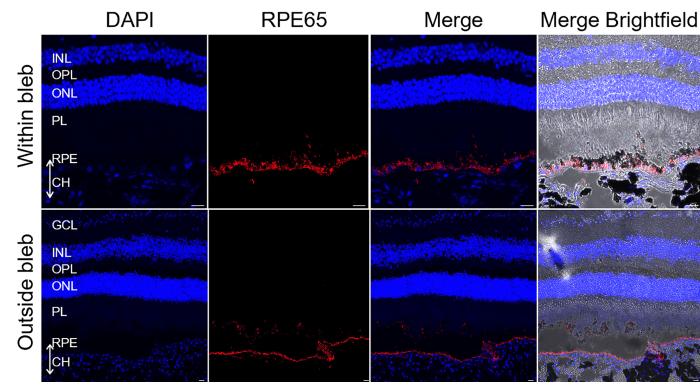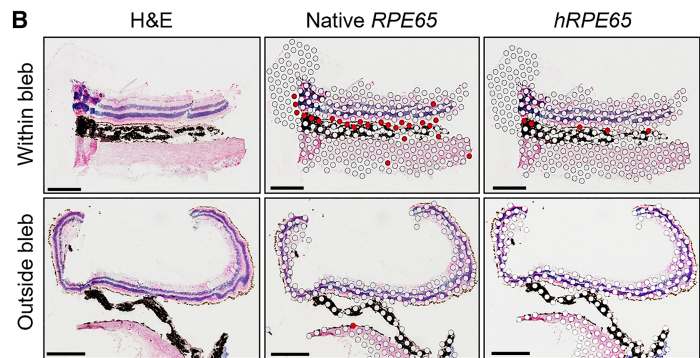**D NHP 2**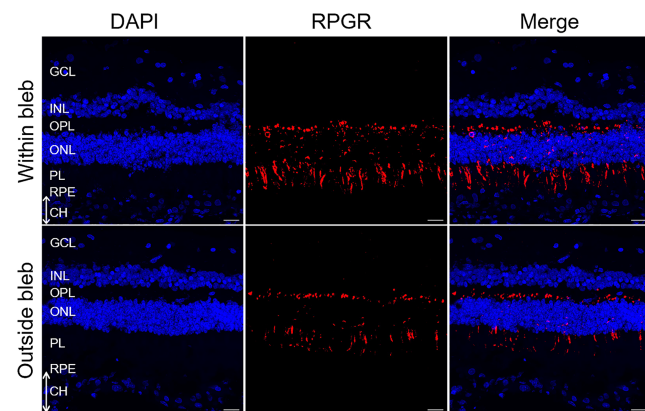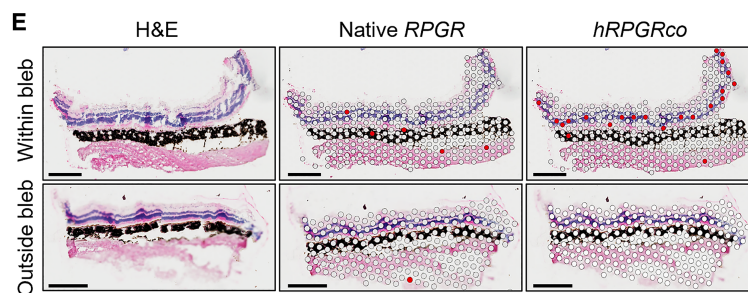**C hRPE65**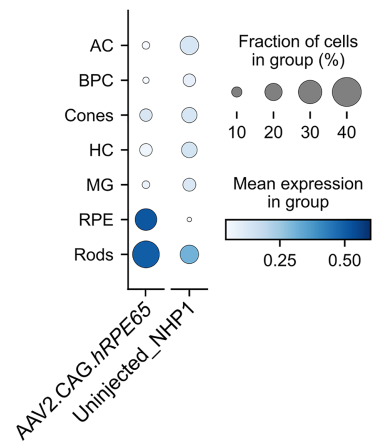**F hRPGRco**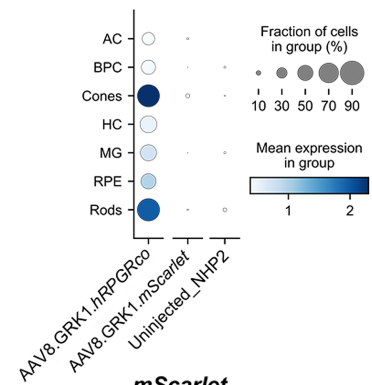**mScarlet**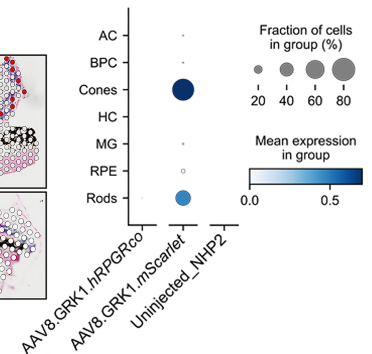

(legend on next page)

(Figures 4A and 4C). This is potentially indicative of microglia activation or myeloid cell infiltration to the subretinal space in response to subretinal AAV administration. To corroborate the spatial transcriptomic findings, immunostaining with IBA1 antibody was performed on adjacent retinal sections from the same tissue blocks. Staining was limited in NHP1. In NHP2, amoeboid IBA1<sup>+</sup> cells were relatively enriched in the sclera and subretinal space of the treated bleb compared with untreated regions, whereas the inner and outer plexiform layers showed very little IBA1 staining (Figures 4B and 4D).

### Single-cell characterization of the nature of GTAU

To characterize the nature of retinal inflammation and outer retinal atrophy seen in the AAV8-GRK1-*mScarlet* vector treated region in NHP2, we compared the single-cell transcriptome of retina from this area with an untreated control area from the same eye (Figure S8). Differentially upregulated genes were predominantly identified in the rods within the vector-treated area, including *B2M* (MHC I light chain), *ENSMMUG00000054038* (macaque MHC I antigen), *ENSMMUG00000064120* (ortholog to *CD1D*, MHC-like lipid antigen presenter), *ENSMMUG00000050829* (MHC I pathway regulator), *ENSMMUG00000052293* (ortholog to *KIAA1109*, MHC I complex assembly), and *ENSMMUG00000058325* (MHC I antigen), which indicate upregulated MHC class I antigen presentation (Figure S8A). A similar set of MHC class I genes were also upregulated in cones. Moreover, Gene Ontology (GO) enrichment analysis revealed upregulation of gene sets in vector-treated rods that are linked to immune response against viral or cytokine stimuli (Figure S8B). Additionally, of the 58 genes differentially expressed by rods in the AAV8-GRK1-*hRPGRco* bleb, 54 overlapped with the differentially expressed genes in the AAV8-GRK1-*mScarlet* bleb (Figure S8C).

Next, we analyzed the immune cell clusters (*PTPRC*<sup>+</sup>, 1,397 cells) from the whole scRNA-seq dataset, comprising both NHP1 and NHP2. Myeloid cells (*ITGAM*, 560 cells), T/NK cells (*CD3D*, 642 cells), and B cells (*MS4A1*, 68 cells) made up the bulk of the retinal immune cell infiltrate (Figures 5A and S9). At these depths, populations at ≥2%–3% frequency are expected to be captured with at least 10 cells per compartment (≥95% probability), enabling robust characterization of dominant immune cell populations, while rarer states are described qualitatively. Interestingly, a cluster of endothelial/smooth muscle cells (*RGS5*, 118 cells) was also present among the annotated immune cell cluster. Myeloid cells were present in significant numbers in all retinal punch areas, including those that were untreated (Figures S9B and S9C). As expected, the AAV8-GRK1-*mScarlet* and AAV8-GRK1-*hRPGRco* vector-treated areas contributed high propor-

tions of the T cell and B cell clusters, which is indicative of localized adaptive immune response to AAV treatment (Figure S9C).

To further characterize microglia/myeloid cell activation in response to AAV, we performed trajectory inference and pseudotime analysis on the *ITGAM*<sup>+</sup> subcluster (Figure 5B and 5C, and S10). The force-directed graph of myeloid cells showed a clear distinction between those present in all retinal areas and expressing homeostasis marker genes (*CX3CR1* and *P2RY12* high), and those present in the AAV8-GRK1-*mScarlet* and AAV8-GRK1-*hRPGRco* vector-treated areas (Figures S10A and S10B). Trajectory analysis suggested a bifurcation in myeloid cell trajectory over pseudotime whose termini we labeled as branch 1 and branch 2 (Figure 5C). We did not find any of the clusters or either termini to be associated with a particular cell-cycle phase, suggesting that cell division did not significantly influence the trajectory (Figure S10C). We then performed statistical analysis of branch-specific genes and subsequent Gene Ontology (GO) enrichment analysis to identify branch-specific transcriptional programmes. We found that branch 1 expressed a number of enriched GO gene sets largely associated with antigen presentation via both MHC class I and MHC class II, as well as viral response, lipid transport, and other immune-related processes (Figure S10D–G).

We next used a similar approach to identify subpopulations of T cells and found 4 clusters corresponding to CD8 T cells and 3 clusters corresponding to CD4 T cells (Figures 5D and S11A). In addition, we found an apparent CD4<sup>−</sup> CD8<sup>−</sup> double-negative (“DN”) cluster, as well as a proliferating (“cycling”) cluster with high S phase and G2M phase scores (Figure S11B). To broadly understand the T cell states in AAV-treated retinas, we compared our data with ProjecTILs, a well characterized and labeled T cell reference dataset, for classifying T cell subpopulations across species in the context of chronic viral infections (Figure 5E).<sup>27</sup> The majority of CD8 T cells within our dataset (50%) projected onto the “CD8 Effector Memory” cluster in ProjecTILs, with a smaller subset projecting onto the “CD8 Exhausted” cluster. A small number of cells also projected onto the “CD8 Naive like” cluster. The CD4 T cells mostly projected onto the Th1 and Tfh clusters, with a small number of Tregs (Figure 5F). The CD8 T cells in AAV-treated retina showed high level expression of cytotoxic genes (*GZMA*, *GZMB*, *GZMK* [granzyme A, B, and K], and *PRF1* [perforin]) with variation across clusters suggesting different activation states (Figure S11C). One CD8 cluster also exhibited signs of exhaustion, with increased expression of *PRF1*, *CD8A* (cytotoxic T cell marker), and *TNFRSF9* (co-stimulatory receptor), as well as high expression of immune checkpoints

### Figure 3. Robust expression of human RPE65 and RPGR transgenes in AAV-treated NHP retinas

(A and D) Immunostaining of retina sections from AAV2-CAG-*hRPE65* (NHP1) and AAV8-GRK1-*hRPGRco* (NHP2) treated areas detect both native NHP and transgene-derived human RPE65 and RPGR proteins, respectively. Control sections were taken from outside the treated blebs. GCL, ganglion cell layer; INL, inner nuclear layer; OPL, outer plexiform layer; ONL, outer nuclear layer; PL, photoreceptor layer; RPE, retinal pigmented epithelium; CH, choroid. Scale bars, 20  $\mu$ m. (B and E) Spatial transcriptomic maps of native versus human RPE65 (NHP1) and RPGR (NHP2) gene expression within retina sections. Red spots represent the locations of cell clusters expressing the gene of interest overlayed on the H&E-staining image. Scale bars, 0.5 mm. (C and F) scRNA-seq reveals the levels of transgene expression by each retinal cell type. Circle size represents the proportion of cells that express the transgene within each population, while color intensity represents the mean expression level per cell. AC, amacrine cells; BPC, bipolar cells; HC, horizontal cells; MG, Müller glia.

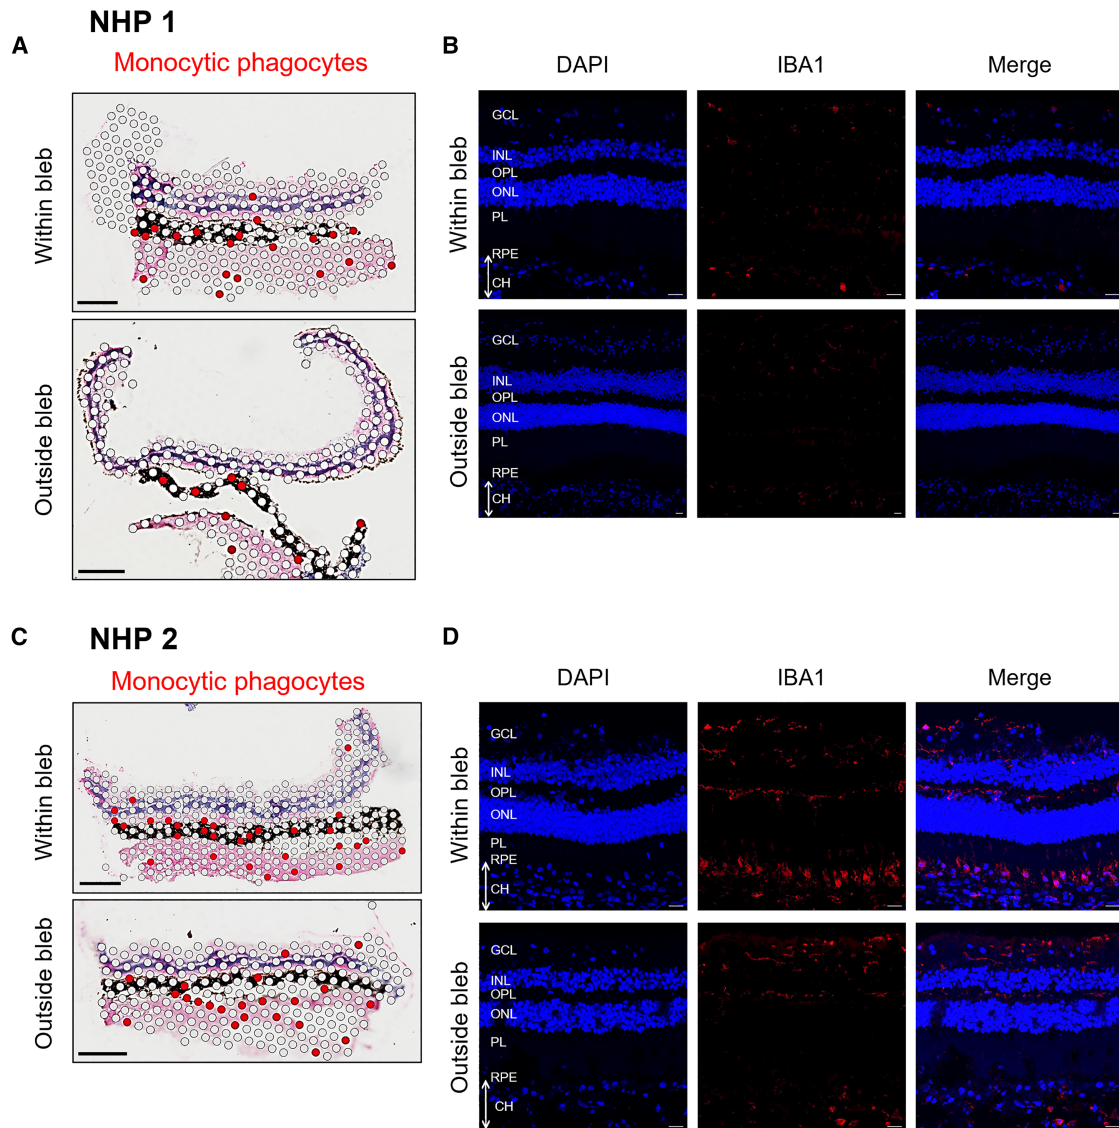

**Figure 4. Distribution of mononuclear phagocytes after AAV gene therapy in NHPs**

(A and C) Spatial transcriptomic mapping of monocyte phagocytes (including microglia) over treated versus untreated retinal sections from NHP1 (A) and NHP2 (C). Red spots represent cells expressing the marker genes *P2RY12* and *HEXB*. Scale bars, 0.5 mm. (B and D) Immunostaining for IBA1 demonstrates amoeboid-shaped monocyte phagocytes, consistent with activation. Scale bars, 20  $\mu$ m.

*PDCD1* (PD-1), *TIGIT*, *LAG3*, and *HAVCR2* (TIM-3) (Figure S11D). Among the CD4 T cells, we identified a Treg subset (*FOXP3*, *TIGIT*, and *IKZF2*) and an *IL-10*<sup>+</sup> subset, possibly regulating AAV-induced inflammation. While *CXCR5* (indicative of T follicular helper cells) was low, some exhausted CD4 cells co-expressed *CXCL13*, *PDCD1* and *ICOS*, suggesting a small *CXCR5*lo T peripheral helper-like population (Figure S11D–F).

Together, these findings suggest that subretinal AAV gene therapy in primates triggers a primarily type 1 cell-mediated response. By 3 months post-treatment, retinal CD8 effector memory T cells persist,

alongside exhausted and naive-like subsets. The concurrent presence of Th1 and Tfh-like CD4 populations indicates an antigen-experienced T cell milieu, potentially driving chronic retinal inflammation.

#### Vitreous and retinal cytokine profile following subretinal gene therapy

Vitreous samples taken from each eye at baseline, 4, 8, and 12 weeks after subretinal gene therapy were analyzed for inflammatory cytokines using the LEGENDplex NHP Inflammation Panel (Figures 6A and 6B). This detected significant elevation of interferon gamma-induced protein-10 (IP-10 or CXCL10) in both NHPs and monocyte

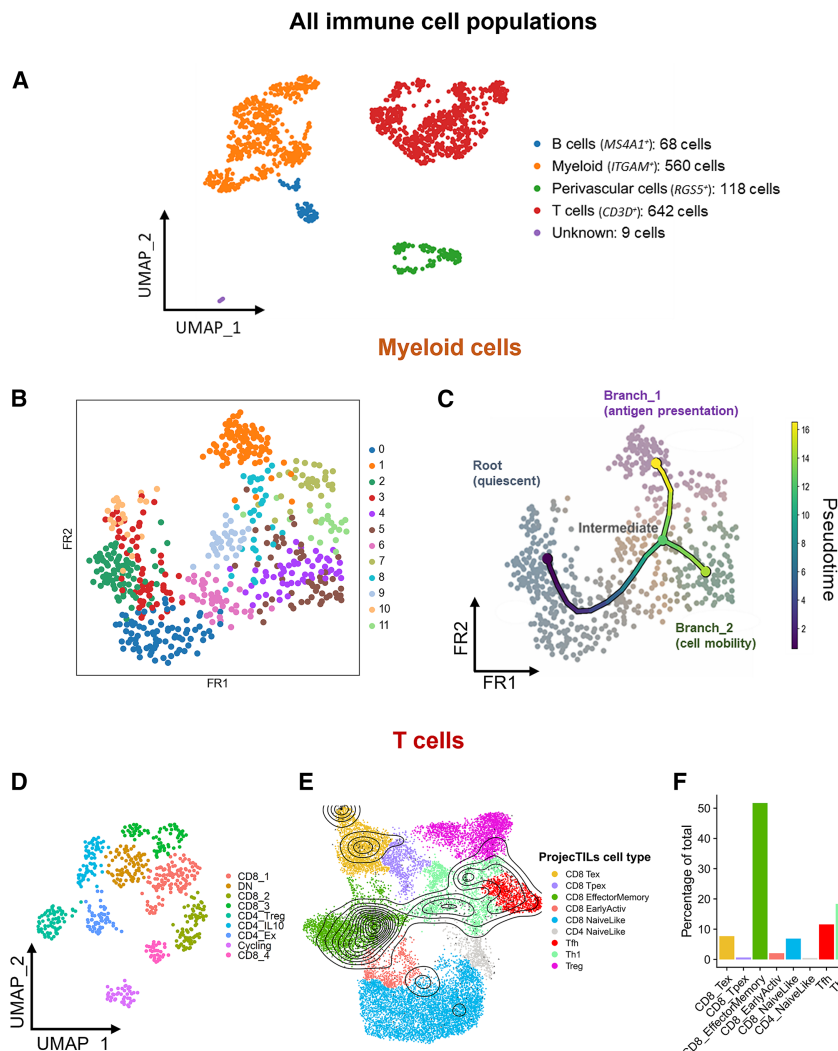

**Figure 5. Single-cell transcriptomic analysis reveals a type 1 cell-mediated response in the retina 12 weeks after subretinal AAV gene therapy in non-human primates (NHPs)**

(A) Identification of immune population cells in the PTPRC<sup>+</sup> cluster. (B) Two-dimensional Fruchterman-Reingold (FR) force-directed graph of myeloid cells colored by unbiased Leiden cluster prior to trajectory inference analysis. (C) Pseudotime analysis of myeloid cells revealed one root (quiescent cells) and two branches—branch 1 (antigen presentation) and branch 2 (cell mobility). Gene ontology enrichment analysis (Figure S9) identified the main biological processes linked with these branches. (D) T cell (*CD3D*<sup>+</sup>) subclusters show presence of various CD4 and CD8 subsets, as well as a proliferating (“cycling”) cluster with high expression of cell-cycle genes. CD8<sup>+</sup> subclusters labeled 1–4, DN, double-negative (*CD4*<sup>−</sup> *CD8A*<sup>−</sup>). (E) Projection of our T cell dataset (black contour plot) onto the ProjectTILs reference dataset (colored UMAP). (F) Percentage of T cells projected onto each ProjectTILs cluster showing a prominent CD8 effector memory cell cluster.

chemoattractant), *CCL5* (a chemokine for T cells and macrophages), and *TNF-α* (Figures 6C and 6D). In contrast, the Müller glia and RPE cells, which may adopt active immune roles during retinal inflammation, did not demonstrate significant cytokine expression.

#### Human-iPSC-derived microglia are rapidly activated by AAV *in vitro*

To validate whether microglia could be activated by AAV vectors, we first conducted *in vitro* phagocytosis using human-induced pluripotent stem cell (iPSC)-derived microglia

chemoattractant protein-1 (MCP-1 or *CCL2*) in NHP2. Both IP-10 and MCP-1 act as chemoattractants for monocytes/macrophages, T cells, and NK cells, thus may contribute to persistent intraocular inflammation. All other cytokines in the NHP Inflammation Panel remained at minimal detectable levels at all time points, including *TNF-α*, *IFN-β*, *IFN-γ*, *IL-23*, *IL-6*, *IL-8*, *IL-1β*, *IL-10*, *IL-17a*, *IL-12p40*, and granulocyte-macrophage colony-stimulating factor (GM-CSF) (Figure S12). The notable absence of significant *TNF-α* response to AAV gene therapy may account for the lack of efficacy of adalimumab in the prevention of chronic GTAU. In addition, cytokine profiling of blood samples taken across the same time points did not show any significant change from baseline, indicating little systemic inflammatory response to subretinal AAV gene therapy (Figure S13).

To identify which cells are responsible for the production of proinflammatory cytokines in GTAU, we further scrutinized the single-cell dataset. This revealed the myeloid cells in the retina as the dominant source of *MCP-1* (*CCL2*) expression as well as *IL-8* (or *CXCL8*, a neutrophil

(Figure S14A and S14B). Phagocytic function was compared between (1) naive microglia exposed to lipopolysaccharide (LPS)—positive control, (2) naive microglia exposed to the AAV8-CAG-*mScarlet* vector (labeled as “AAV8”), (3) microglia pre-treated with “AAV8” 72 h prior, and (4) untreated naive microglia—negative control. This showed rapid increases in phagocytosis in both LPS and AAV8-treated microglia from 60 min onward, whereas previous exposure to AAV8 72 h prior did not lead to persistent increase in phagocytic activity. Furthermore, we conducted cytokine profiling of the iPSC-microglia treated with the AAV vectors used for our *in vivo* study: AAV2-CAG-*hrPE65* (in green), AAV8-GRK1-*hrPGRco* (in blue), and AAV8-GRK1-*mScarlet* (in red) (Figure 7 and S14C). In some AAV-treated microglia, adalimumab (+Ad) was also added to the supernatant. Overall, iPSC-derived microglia treated with the *hrPE65* or *hrPGRco* vectors did not display significant increase in cytokine expression. On the other hand, microglia stimulated with the *mScarlet* vector exhibited increased production of *TNF-α*, *IL-6*, *IL-10*, *IP-10*, and *IL-23* from 1 to 96 h. Adalimumab

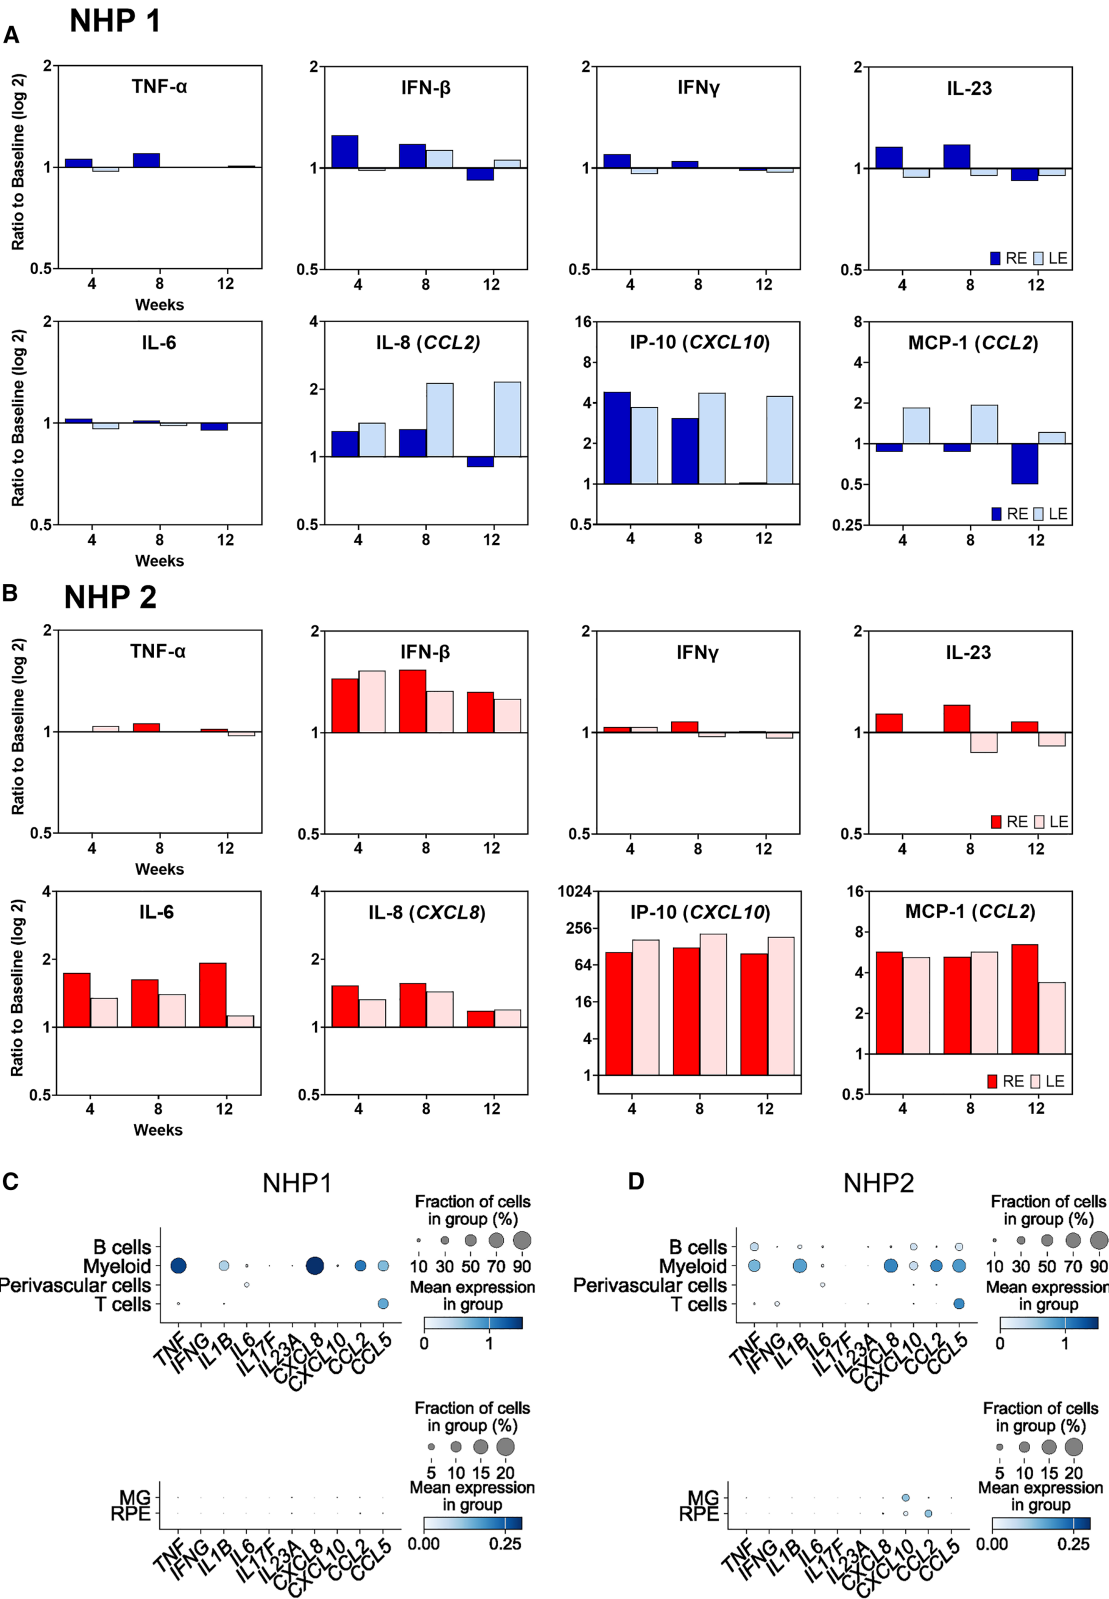

(legend on next page)

treatment mitigated the TNF- $\alpha$  spike induced by this vector in the first 24 h but had little to no significant effect on the other cytokines, thus indicating a selective but limited modulatory effect on vector-induced microglia activation. Interestingly, upregulation of MCP-1 was not detected up to 96 h after AAV treatment. Of note, untreated iPSC-microglia showed a similar increase in MCP-1 production as those treated with AAV vectors, which would suggest this to be a non-specific response potentially to mechanical disturbance. Taken together, the results suggest that microglia possess pattern recognition receptors that can detect the presence of antigens within AAV vector preparation which induce a rapid innate immune response that might contribute to the recruitment of adaptive immunity.

## DISCUSSION

In this study, we simulated subretinal gene therapy in primates using human therapeutic AAV vector doses and surgical techniques and conducted deep assessment of the resulting retinal cellular responses at single-cell resolution. Using scRNA-seq and spatial transcriptomic approaches, we were able to distinguish between viral transgene expression and native gene expression in wild-type animals and identify subpopulations of immune cells to interrogate the key immune interactions involved in GTAU.

In NHP2, the *mScarlet* and *hRPGRco* vectors were delivered as two separate subretinal blebs in distinct quadrants (Figure 1B). Because no fluid-air exchange was performed, bleb migration was not expected. Consistent with this, AF/OCT imaging (Figure 2) showed that both transgene expression and inflammatory signals remained spatially confined to their respective bleb territories. This spatial containment underpins our use of outside-bleb retina as an internal control throughout the study. Across all four eyes from the two NHPs, the total vector dose was held constant at  $1.5 \times 10^{11}$  vg per eye, ensuring comparable ocular and systemic immune exposure between eyes and animals while matching the dose range used clinically for these therapeutic vectors.

The results demonstrate that both clinical-grade AAV2-CAG-*hRPE65* (Luxturna) and engineering-grade AAV8-GRK1-*hRPGRco* were well tolerated *in vivo* with no adverse effects on retinal structure and function. This aligns with the safety profiles of both vectors reported in clinical trials.<sup>2,4</sup> However, the combined immunohistochemistry, spatial transcriptomics, and scRNA-seq data in Figure 3 highlight an important discrepancy between the apparent extent of transgene expression on histology and the actual fractions of cells that are transduced at single-cell resolution. Strong *hRPE65* signal in the RPE—the target cell population for functional rescue in *RPE65*-associated Leber congenital amaurosis (LCA)—was detectable by immunohistochemistry and spatial transcriptomics analysis in NHP1 retina sections. However, within the subretinal bleb area,

A number of clinical studies have reported incidence of CRA following retinal gene therapy with voretigene neparvovec.<sup>7,34,35</sup> The mechanism of CRA remains unclear. In NHP2, we noted CRA development (seen as confluent hypo-AF and outer retinal thinning) around the area treated with laboratory-grade AAV8-GRK1-*mScarlet* reporter vector (Figure 2, left eye), which was associated with subretinal infiltrates on OCT and the greatest contribution of immune cells to the single-cell analysis (Figures S9C and S9D). This suggests that retinal inflammation can be a potential cause of CRA. Single-cell analysis of immune cells from the

### Figure 6. Cytokine expression profile after AAV gene therapy in NHPs

Quantification of vitreous cytokines in NHP1 (A) and NHP2 (B) using the LegendPlex NHP Inflammation Panel with levels expressed as fold-change (log 2) in mean fluorescence intensity (MFI) relative to baseline. RE, right eyes; LE, left eye. (C and D) Single-cell transcriptomic analysis of cytokine gene expression among retinal cell types in NHP1 and NHP2, respectively.

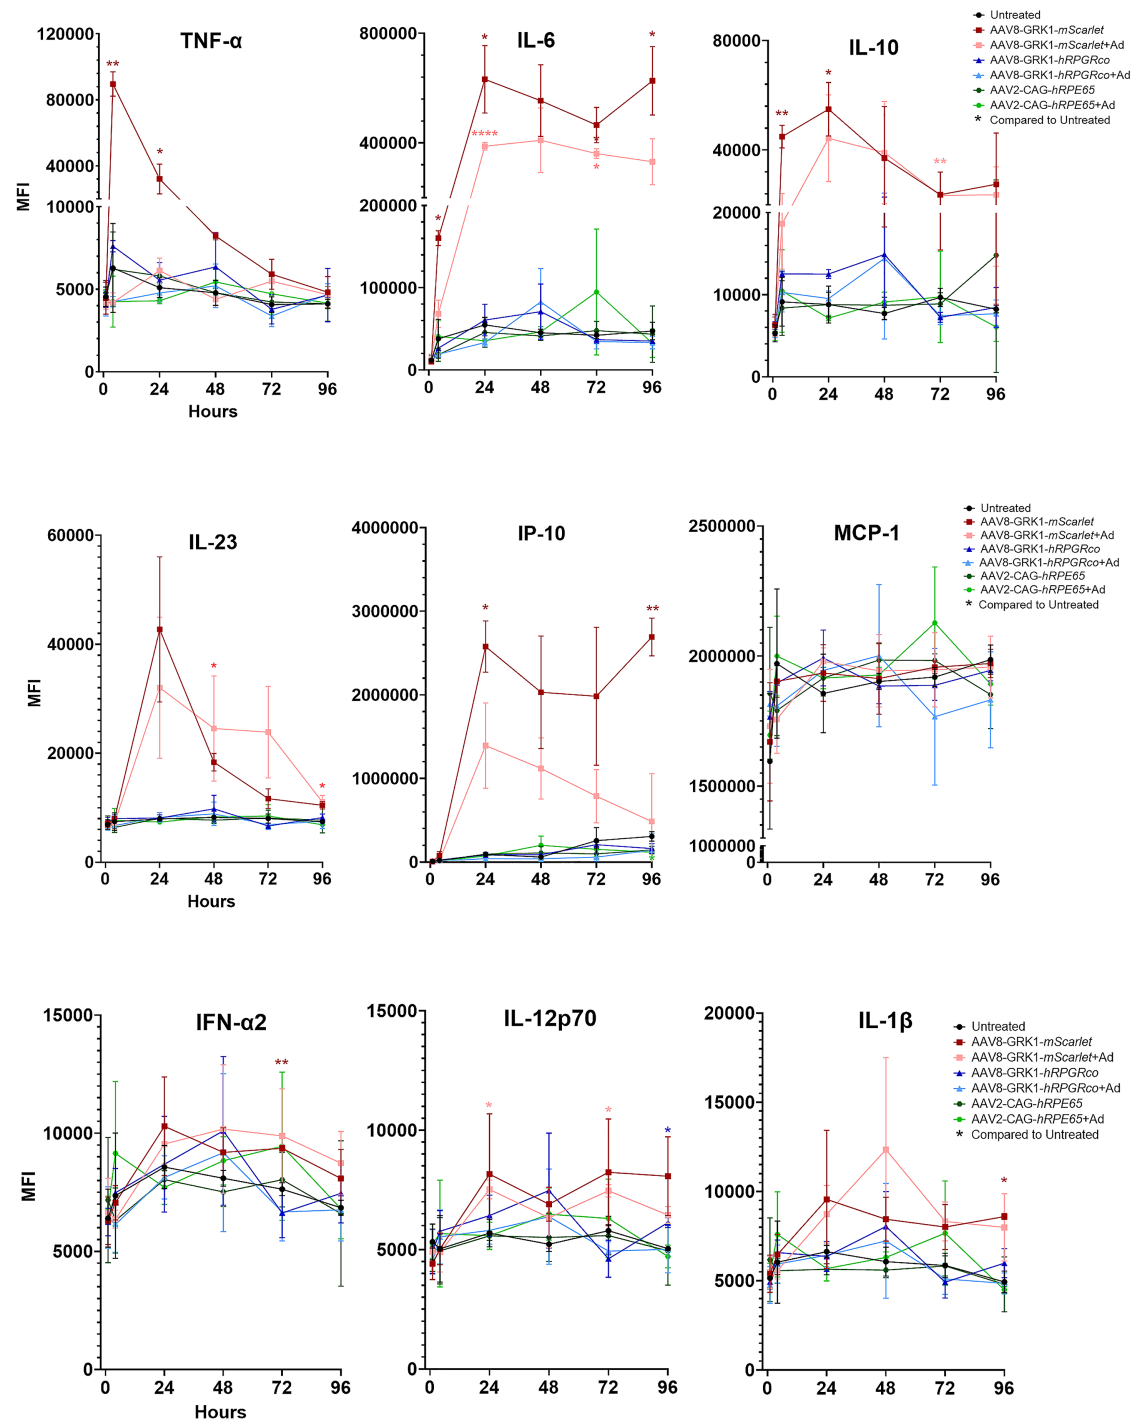

**Figure 7. Cytokine changes in human iPSC-derived microglia following exposure to AAV vectors**

Cytokine profile of iPSC-microglia treated with AAV2-CAG-hRPE65, AAV8-GRK1-hRPGRco, or AAV8-GRK1-mScarlet vectors, and with (+Ad) or without adalimumab. Untreated iPSC-derived microglia were used as controls. Supernatant was collected at 1, 4, 24, 48, 72, and 96 h. Error bars represent SD ( $n = 3$ ). two-way ANOVA test was performed: \* $p < 0.05$ ; \*\*  $0.001 < p < 0.01$ ; \*\*\* $p < 0.0001$ .

*mScarlet* vector-treated area revealed upregulation of MHC class I and immunoproteasome-related genes in rods and cones (suggesting increased presentation of intracellular antigens) as well as antiviral response genes (Figure S8). This could promote presentation of capsid and transgene peptides to infiltrating CD8 T cells, triggering targeted photoreceptor destruction. We also observed a type I interferon response with upregulation of IFN- $\alpha/\beta$  receptor subunit (*IFNAR2*), interferon regulatory factor (*IRF7*), interferon-related genes (*DDX60*, *OAS1*, and *OAS3*) in rods, as well as elevated IFN- $\beta$  in the vitreous (Figure 6). This could lead to suppression of transgene expression and stimulate myeloid/NK cell antiviral responses. Interestingly, immune infiltration and CRA were confined to the AAV8-GRK1-*mScarlet* bleb, whereas the AAV8-GRK1-*hRPGRco* and untreated regions remained quiescent, arguing against generalized blood-retinal barrier breakdown and making the shared serotype/promoter unlikely drivers of this difference. A transgene-specific contribution remains plausible given the exogenous nature of *mScarlet* protein, but the very early TNF- $\alpha$  signal in our iPSC-derived microglia in Figure 7 suggests an innate trigger that precedes transgene expression. Vector-associated impurities such as residual host cell proteins or DNA may contribute to the rapid microglial cytokine response seen for this AAV vector.<sup>36</sup>

Our primate transcriptomic data indicate a retinal infiltrate composed mainly of myeloid cells and T cells (Figures 4 and 5, S7B, and S7D). Although many immune cells derived from the *mScarlet* bleb in NHP2, raising the possibility of responses to a non-mammalian transgene, vitreous proinflammatory cytokines (IP-10/*CXCL10*, MCP-1/*CCL2*, and IL-8/*CXCL8*) were elevated in both NHPs (Figures 6A and 6B). This *CXCL10*-high pattern, together with myeloid APC-associated and T cell-recruiting chemokines, is characteristic of a type-1/IFN-skewed response to subretinal AAV which does not appear to be contingent on the viral transgene.

A type I cell-mediated response against AAV vectors is consistent with previous observations in mice, where subretinal injection of AAV8-CAG-*GFP* led to a similar composition of leukocyte infiltrate detected by flow cytometry.<sup>15</sup> A predominant pro-inflammatory T helper 1 pathway in retina NHP sections was also confirmed by Reichel et al. (2017), including a significant upregulation of *CXCL10* at 4 weeks after AAV injection.<sup>37</sup> *CXCL10* (IP-10) protein was found to be elevated in the vitreous compared to baseline at all three time points from 4 to 12 weeks, especially in NHP2 (Figures 6A and 6B), whereas scRNA-seq performed at 12 weeks showed relatively low level of *CXCL10* mRNA transcripts across retinal myeloid cells. IP-10 is primarily produced by Müller cells, activated microglia and RPE during retinal inflammation.<sup>38</sup> Because *CXCL10* transcription after AAV exposure is transient and peaks at earlier time points, the timing of our sampling likely explains the discordance: by 12 weeks, transcription has returned to baseline while previously secreted protein remains measurable in the vitreous.

How the deposited data were processed for this re-analysis (not part of the article)

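Visium spatial transcriptomes of 2 untreated sections, 1 from NHP1 and 1 from NHP2, were processed. Both came from outside the treated blebs of the right eyes. The treated sections and the single-cell libraries were not analysed here. The authors deposited raw UMI counts per gene and spot for all spots of each capture area, made with Space Ranger 2.1.0 from the sequencing reads and the stained image against Mmul_10 with the transgene sequences added. They also deposited the position of each spot with a mark for tissue, and a table of spatial statistics per gene. In that table the authors' Moran's I is a score without a fixed range, computed by Space Ranger on its own normalized counts. Its p-value and adjusted p-value, deposited by the authors for the same statistic, were not used here. The deposited column of average counts is a signal that Space Ranger scaled to the median UMIs per spot, and it was not used here. The summed counts per gene in the authors' table equalled the sums over tissue spots of the matrix for all 13804 genes of NHP1 and all 12542 genes of NHP2. The reference has 26533 genes and transgenes, of which 9855 have no gene name in the feature list, and 564 of those were named from the authors' table.

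NHP1 had 2007899 UMIs in 4818 spots, of which 534 were marked as tissue. Its tissue spots held a median of 950 genes, with a lower quartile of 651.5 UMIs. NHP2 had 882633 UMIs in 4497 spots, of which 470 were marked as tissue, with a median of 290 genes and a lower quartile of 69.25 UMIs. At this depth, a gene with a count of 0 in the tissue spots may have had up to 3 UMIs. Intervals are exact 95% intervals, Clopper-Pearson for shares, Poisson for UMI sums and conditional binomial for ratios of UMI sums. They cover counting error only, and neither the spread between animals nor that between sections. With 1 section per animal and condition, no test between conditions was made and no p-value was computed, since spots are not replicates.

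The tissue spots of each section were clustered by themselves with Python 3.11.15, numpy 2.4.6, scanpy 1.11.5 and leidenalg 0.10.2. Counts were scaled to 10000 UMIs per spot and transformed as log1p, the 2000 most variable genes were reduced to 20 principal components, and a graph of 15 neighbours was grouped at a Leiden resolution of 1. A region was named when it held at least 3 markers of a class with at least 3 UMIs each and a fold of 1.5 over the rest of the section, unless more of its 10 leading genes by fold were markers of another class or it had few UMIs and no such marker among them. This rule was set after the regions had been seen, following 2 earlier versions that looked for markers among the 50 leading genes with at least 10 UMIs or counted markers by fold alone, while the marker lists were fixed before. Of the marker lists, MEG3, CRALBP, HBB and HBA2 were absent from the reference. No doublet caller was run, because a spot can hold several cells. Spots that lay within 2.1 spacings of each other were joined into tissue pieces.

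A spot was called positive with at least 1 UMI summed over the markers of a class. The planned shares of spots positive for monocytic phagocytes and for B cells, the values that rest on them and some single genes are not reported here, and P2RY12, CD79A and MS4A1 are given by themselves. Most genes were named by rules fixed before the data were examined, namely genes the paper names for its spatial maps and immune markers, its cytokine, apoptosis, antigen presentation and interferon genes, the 5 genes with the highest Moran's I in each section, the 5 leading genes of each region as its definition, and the 5 genes at each end of the ratio of NHP2 to NHP1. For that ratio, UMI sums scaled to the total of each section were compared in the neural retina regions for genes with at least 50 UMIs over both sections. The animals, the libraries and the makeup of the regions differ together in it. Some named genes lie outside these naming rules, such as JCHAIN, which was chosen after its values were seen. Others are CFD in NHP1 and CFB, BEST1, RGR and TTR in NHP2, which are among the 10 leading genes of a region but not its first 5.

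Alternatives set before the data were examined were a minimum of 2 UMIs, a minimum of 200 UMIs per tissue spot, thinning of each spot to 69 UMIs (seed 1), single or combined markers, a Leiden resolution of 0.5, the class with the highest marker score per spot, spots farther than 3 spacings from tissue as background, a minimum of 200 UMIs for the ratio, and a scaling without mitochondrial genes and the 50 most abundant genes. Alternatives added after seeing the data were a minimum on T cell marker UMIs per 10000 UMIs of the spot, read from the coloured spots of Figure S7D, the inner retina-like regions alone for the ratio, and the neural retina of NHP1 without the photoreceptor layer-like region that SLC39A12 leads. The tissue piece that the paper shows was found by laying the spot grid over the drawn spots of Figures 4A, 4C and S7D with scikit-image 0.26.0. The same search did not place Figure S7B in a stable way, so its spots were counted over the whole piece, as were those of Figures 3B and 3E, which were not placed.

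The procedures were tested on simulated data. Spots were drawn anew from the profile of their region at their own depth and clustered again. The adjusted Rand index between drawn and found regions was 0.848 in NHP1 and 0.427 in NHP2, so that most regions of NHP2 are poorly defined. Among spots with at least 200 UMIs it was 0.882 and 0.462, so low depth of single spots is not shown to be the reason. The inner retina-like region of NHP2 was found again in full, with an overlap of 100% of spots, while its 2 sclera-like regions overlapped by 27.2% and 52.1%. The RPE-like region of NHP2 overlapped by 26%. For the ratio, 95.9% of the intervals held the true value over 5507 simulated genes, 92.0% of 188 changed genes were recovered, and 4.62% of unchanged genes had an interval that left out 1.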

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

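The tests on C1QA, C1QB and C1QC, on the retinal layers, on the mononuclear phagocyte markers and on the sclera-like regions were chosen after the result was seen, while the test on a few spots with most of the UMIs was chosen before.

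C1QA, C1QB and C1QC, complement genes of which the paper names C1QB in the legend of Figure S10, had 237 UMIs (207.8 to 269.2) in the tissue spots of NHP1 and 201 UMIs (174.2 to 230.8) in those of NHP2, above the 3 UMIs that a count of 0 allows. For the choroid-like region of NHP1, the tables argue against RNA that spread evenly over the slide as the only source. This region was above the neural retina regions both per spot, by 6.36 times (4.68 to 8.70), and per 10000 UMIs, by 15.2 times (11.2 to 20.8), where even spread would give a like level on one of these scales or lie between them. The sclera-like regions could not be separated from even spread by comparing them with the neural retina regions, since the 2 scales differ. Relative to the neural retina regions, they were at 1.35 times (0.908 to 1.99) per spot and 7.63 times (5.14 to 11.2) per 10000 in NHP1, and at 0.230 times (0.164 to 0.325) and 3.52 times (2.51 to 4.96) in NHP2. Off tissue the level was 1.59 per 10000 in NHP1, close to the 1.60 of its tissue spots, and 1.43 in NHP2 against 2.49. The sclera-like regions were above this level, at 4.41 (3.23 to 5.89) in NHP1 and 5.27 (4.19 to 6.54) in NHP2. They held 46 UMIs of these genes in 129 spots of NHP1, against 83 UMIs in 4284 spots off tissue. In NHP2 they held 82 UMIs in 189 spots, against 11 UMIs in 4027 spots. The numbers per spot decide little by themselves, since all UMIs off tissue fell with distance from tissue in both sections. The levels per 10000 UMIs argue against RNA spread evenly over the whole slide as the only source in the sclera-like regions. RNA that spread unevenly from nearby tissue was not tested. Mononuclear phagocytes in the choroid may be the source in the choroid-like region, and the cell type was not tested. Both sections are untreated, so the design gives no biological contrast to test.

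The genes with the highest ratio of NHP2 to NHP1 in the neural retina regions were IFI44, MX1, ISG15, IFIT3 and HERC6, interferon-stimulated genes that the paper's text does not name. Together they had 1631 UMIs in the 34 neural retina spots of NHP2 against 60 UMIs in the 261 of NHP1, a ratio of 75.8 (58.6 to 99.8) relative to all UMIs of these regions. Among genes chosen before the data were examined, B2M had a ratio of 8.46 (7.45 to 9.63), OAS3 of 18.5 (8.73 to 45.0), IRF7 of 5.92 (2.42 to 15.9), Mamu-B (ENSMMUG00000054038) of 9.02 (5.16 to 16.6), ENSMMUG00000050829 of 4.72 (3.59 to 6.25) and IFNAR2 of 1.39 (0.476 to 3.69), which includes 1. The median over all 5548 genes compared was 1.02.

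For these interferon-stimulated genes, the tables argue against some technical explanations. The neural retina of NHP2 was inner retina-like alone. IFNAR2, IRF7, DDX60, OAS1 and OAS3, chosen before the data were examined, together had a ratio of 7.93 (5.25 to 12.3) in the neural retina regions. With only inner retina-like regions compared, their ratio was 7.67 (4.73 to 13.0). The 5 leading genes, IFI44, MX1, ISG15, IFIT3 and HERC6, had 72.2 (52.8 to 101.4) in that comparison, against 75.8 in the neural retina regions. A few spots with most of the UMIs do not account for it either. For IFNAR2, IRF7, DDX60, OAS1 and OAS3, the 9 of the 34 NHP2 spots with the most of their UMIs held 70.3% of them and 57.9% of all UMIs. Without these spots, the ratio was 5.59 (3.22 to 9.63). For the 5 leading genes without their 9 spots, the ratio was 60.9 (46.6 to 80.9). That of B2M without its 9 spots was 7.93 (6.80 to 9.25).

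A rise in the neural retina and a difference between the libraries as a whole cannot be told apart. B2M was also higher in the sclera-like regions of NHP2, by 2.00 times (1.67 to 2.42), a smaller ratio on a higher baseline. Per 10000 UMIs it rose from 14.8 to 29.6 there, from 2.66 to 22.5 in the neural retina regions and from 3.52 to 16.5 off tissue. In the sclera-like regions, the ratio was 1.25 (0.797 to 2.00) for ENSMMUG00000050829, 0.670 (0.235 to 1.90) for ENSMMUG00000064120, 5.52 (1.96 to 21.5) for Mamu-B and 2.68 (0.535 to 25.9) for OAS3. The 5 leading genes had 3.72 (2.46 to 5.83) there, but they were picked by their ratio in the neural retina, which favours a lower value elsewhere. For IFNAR2, IRF7, DDX60, OAS1 and OAS3 together, the ratio in the sclera-like regions was 2.90 (0.797 to 15.9), from 3 UMIs in NHP1, and overlaps with the 7.93 (5.25 to 12.3) of the neural retina. A larger number of mononuclear phagocytes in the NHP2 spots also cannot be told apart from a rise within other cells. The 15 phagocyte markers of the list fixed before other than P2RY12 rose by 2.13 times (1.62 to 2.78) in the neural retina regions and all 16 by 2.28 times (1.75 to 2.96), less than the interferon genes. P2RY12 alone rose by 22.3 times (2.99 to 989.7), from 1 UMI to 8 UMIs, ITGAM had 1 UMI in NHP1 and 4 UMIs in NHP2, and CX3CR1 had 0 UMIs and 3 UMIs. The animal, the vectors given to the same eye, the section, the library and the place of the punch differ together between NHP1 and NHP2 and cannot be told apart with 1 section each.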

How the results depend on the processing

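Of 55 alternative values, 25 stayed within the counting interval of the reported value (for the number of genes compared, within 1.5 times of it) and 30 moved outside it. Most of these values are shares or levels, which have no direction to reverse, and the ratios of the interferon-stimulated genes and of C1QA, C1QB and C1QC are not among them. For most of the moves the alternative's own construction gives the reason, since it asks for more UMIs, more markers or fewer UMIs per spot, and elsewhere the cause was not tested.

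At a minimum of 2 UMIs per spot, T cell shares became 0.187% in NHP1 and 0% in NHP2, the NK cell share of NHP1 became 0%, native RPE65 1.12% and 0.638%, and native RPGR 0.562% and 1.06%. With each spot thinned to 69 UMIs, T cell shares were 0% and 0.282%, NK cell shares 0% in both, native RPE65 0.188% and 0.565%, and native RPGR 0% in both. A minimum of 200 UMIs per tissue spot left all of these shares within their intervals. It raised those of NHP2 to 4.25% for T cells, 0.980% for NK cells, 3.92% for native RPE65 and 4.90% for native RPGR.

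With 2 different markers of a class required, T and NK cell shares were 0% in both sections. T cell shares by CD3E alone were 0% in both sections, and without CD4 they were 0.187% and 0.426%.

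By the class of the highest marker score, native RPE65 in the sclera regions of NHP1 was at 0 UMIs per 10000. At a Leiden resolution of 0.5 no region of NHP2 was named as neural retina, so there is no value. Without spots within 3 spacings of tissue, the share of spots off tissue with native RPE65 was 0.0980% in NHP1 and 0% in NHP2, that with native RPGR 0.0654% in NHP1, and that with a T cell marker 0% in NHP2. With at least 200 UMIs over both sections, the ratio of NHP2 to NHP1 covered 1562 genes, and 4 of the 10 genes at its ends were the same. With the other scaling, all 10 were.

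Chosen after seeing the data, a minimum of 6.60 T cell marker UMIs per 10000 UMIs of the spot gave a T cell share of 0.187% in NHP1, and 1.91% in NHP2, which stayed within the interval. Without the photoreceptor layer-like region of NHP1 that SLC39A12 leads, a choice of the same kind, native RPE65 in the neural retina was at 0.0795 UMIs per 10000, within the interval of the 0.101 with it. The depth limits the marker shares: most positive spots rest on 1 UMI, and 116 tissue spots of NHP2 hold fewer than 69 UMIs.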

Differences from the paper's values

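Values of the paper in this part were read by eye from its figures as numbers of coloured spots. They are set beside the spots with at least 1 UMI, counted among the drawn spots for Figure S7D and over the whole tissue piece for Figures 3B, 3E and S7B, which were not laid over the spot grid.

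Native RPE65 had a UMI in 11 spots of the piece of NHP1, against the paper's about 1 in Figure 3B. Of the alternatives set before the data were examined, at least 2 UMIs gave 2, a minimum of 200 UMIs 11 and thinned spots 0, and none closed the gap. Among the 171 spots drawn in Figure 4A, which shows part of the piece, the number was also 11, and 2 with at least 2 UMIs. Native RPGR had a UMI in 15 spots of the piece of NHP2, against the paper's about 1 in Figure 3E. Here at least 2 UMIs gave 5, a minimum of 200 UMIs 14 and thinned spots 0, and none closed the gap. A minimum of 6.60 UMIs per 10000 UMIs of the spot, chosen after seeing the values and read from the T cell spots of Figure S7D, gave 2 spots for native RPE65 and 3 for native RPGR, the same numbers as among the spots drawn in Figures 4A and 4C.

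A T cell marker UMI lay in 5 spots of the piece of NHP1, against the paper's about 0 in Figure S7B. Of the alternatives set before the data were examined, at least 2 UMIs, 2 different markers, CD3E alone and thinned spots gave 0, while a minimum of 200 UMIs gave 5 and leaving out CD4 gave 1. Among the 171 spots drawn in Figure 4A the number was 4. In the piece of NHP2, 8 spots held one, against the paper's about 4 in Figure S7D. None of the alternatives set before the data were examined closed that gap: at least 2 UMIs, 2 different markers and CD3E alone gave 0, thinned spots and leaving out CD4 gave 1, and a minimum of 200 UMIs gave 8. The minimum on UMIs per 10000 chosen after seeing the values gave 0 spots in NHP1 and 4 spots in NHP2, where it was read from the same spots.

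An NK cell marker UMI lay in 1 spot of the piece of NHP1, against the paper's about 0 in Figure S7B, and in 2 spots of the piece of NHP2, against the paper's about 0 in Figure S7D. For both, at least 2 UMIs, 2 different markers and thinned spots, set before the data were examined, gave 0, while a minimum of 200 UMIs left the values at 1 and 2. The minimum on UMIs per 10000 chosen after seeing the values gave 0 in both.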

Other observations

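The tests on the T cell markers of Figure S7D, on native RPE65 and native RPGR, on the strip of NHP2 and on the spots off tissue of NHP1 were chosen after the result was seen.

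The coloured spots of Figure S7D are fewer than the spots with a T cell marker UMI, and the depth of the spots may explain this. The lowest coloured spot had 6.60 T cell marker UMIs per 10000 UMIs of the spot and the highest other spot 5.89, and no spot of the NHP1 piece reached 6.60. This rests on 8 spots with a UMI, of which 4 are coloured. For the genes of Figure 3 the same limit is argued against: it gave 3 spots for native RPGR in NHP2 and 2 spots for native RPE65 in NHP1, each of them among the spots drawn in Figures 4C and 4A, where Figures 3E and 3B show a single spot. These panels were not laid over the spot grid, and another limit was not tested. The paper's text names no such limit. No biological explanation was tested.

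The piece of NHP2 that Figure 4C leaves out has a strip of 71 spots in regions with few UMIs. Their median was 8 UMIs, and that of the 554 spots off tissue within 3 spacings of tissue was 11 UMIs. The strip was picked by its few UMIs, so this comparison does not decide its source: RNA that spread from elsewhere on the slide and tissue with little RNA cannot be told apart. The same spots lower the shares of positive tissue spots in NHP2. No biological explanation was tested.

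In NHP1, 26.1% of UMIs lay off tissue. Their mean fell from 678 UMIs per spot next to tissue to 150.3 and 84.0 at greater distances and 19.4 beyond 5 spacings, a fall of 35.0 times, consistent with RNA that spread sideways from the tissue. Across the 4430 genes with at least 20 UMIs off tissue, the sums off tissue followed those in tissue, with a Spearman rho of 0.932 (genes are not independent replicates). In NHP2 the means fell from 281 to 25.0, 7.76 and 4.80 UMIs.

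In the neural retina regions, GFAP had a ratio of NHP2 to NHP1 of 0.680 (0.304 to 1.38), within counting error of 1. The lowest ratios were those of RBP3 (0.0181), ENSMMUG00000047393 (0.0422), SLC39A12 (0.0473), CIDEB (0.0507) and CNGA1 (0.0729), each with 1 to 4 UMIs in NHP2, and NHP1 alone has photoreceptor layer-like regions in this comparison. With only inner retina-like regions compared, their ratios were higher, at 0.0472, 0.0708, 0.126, 0.118 and 0.169 in the same order. Their intervals still lay below 1. In NHP2, SLC39A12 and RBP3 were among the 10 leading genes of an unnamed region with 13 photoreceptor layer markers, which this comparison left out. For these 2 genes, the low ratios therefore do not show a low level in the whole retina of NHP2. All 5 genes were picked by their low ratio and have few UMIs in NHP2. The source of their low ratios in the inner retina-like regions stays open. In the tissue spots, CCL2 had 8 UMIs in NHP1 and 19 UMIs in NHP2 (in the neural retina regions 1 UMI and 13 UMIs, a ratio of 36.2 with an interval of 5.44 to 1540, and in the sclera-like regions 4 UMIs and 1 UMI, a ratio of 0.167 with an interval of 0.00340 to 1.69), CCL5 had 0 UMIs and 4 UMIs, and CXCL10, CXCL8, IL6 and TNF had 0 UMIs in both sections. BAX had 22 UMIs and 14 UMIs, and APAF1 0 UMIs in both. DDX60 had 1 UMI in NHP1 and 18 UMIs in NHP2, of which 1 UMI and 13 UMIs lay in the neural retina regions, and OAS1 had 1 UMI in each. Of the other antigen presentation genes that the paper names, ENSMMUG00000064120 had a neural retina ratio of 6.84 (3.29 to 15.3), ENSMMUG00000052293 had 4 UMIs in NHP1 and 2 UMIs in NHP2 there, and ENSMMUG00000058325 had none in either. The genes with the highest Moran's I in the authors' tables were DCN, IGFBP6, ANGPTL7, MYOC and GSN in NHP1, from 0.752 to 0.702, and IGFBP6, ENSMMUG00000062077, GSN, ENSMMUG00000062012 and ENSMMUG00000055690 in NHP2, from 0.597 to 0.469.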
